# Berberine increases stromal production of Wnt molecules and activates Lgr5^+^ stem cells to promote epithelial restitution in experimental colitis

**DOI:** 10.1186/s12915-022-01492-z

**Published:** 2022-12-17

**Authors:** Zecheng Luo, Zihao Li, Zheng Liang, Lin Wang, Guanlin He, Dongdi Wang, Lei Shen, Zhengting Wang, Xiuying Ma, Funeng Geng, Haozhong Wang, Wenping Liu, Huijuan Liu, Baojie Li

**Keywords:** Berberine, Colitis, ISC, Wnt, Circadian rhythm, Stromal cell

## Abstract

**Background:**

Inflammatory bowel diseases (IBDs) are characterized by sustained inflammation and/or ulcers along the lower digestive tract, and have complications such as colorectal cancer and inflammation in other organs. The current treatments for IBDs, which affect 0.3% of the global population, mainly target immune cells and inflammatory cytokines with a success rate of less than 40%.

**Results:**

Here we show that berberine, a natural plant product, is more effective than the frontline drug sulfasalazine in treating DSS (dextran sulfate sodium)-induced colitis in mice, and that berberine not only suppresses macrophage and granulocyte activation but also promotes epithelial restitution by activating Lgr5^+^ intestinal stem cells (ISCs). Mechanistically, berberine increases the expression of Wnt genes in resident mesenchymal stromal cells, an ISC niche, and inhibiting Wnt secretion diminishes the therapeutic effects of berberine. We further show that berberine controls the expression of many circadian rhythm genes in stromal cells, which in turn regulate the expression of Wnt molecules.

**Conclusions:**

Our findings suggest that berberine acts on the resident stromal cells and ISCs to promote epithelial repair in experimental colitis and that Wnt-β-Catenin signaling may be a potential target for colitis treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01492-z.

## Background

Inflammatory bowel diseases including Crohn’s disease and ulcerative colitis affect 0.3% of the global population and the incidence is on the rise [1–3]. The pathogenesis of IBD is complex and remains poorly understood. It is generally believed that disruption of the mucus barrier, change in microbiota, and sustained immune response, under the influence of the genetic makeup and the environments, are major etiological factors [2]. IBD causes diarrhea, rectal bleeding, abdominal pain, and weight loss and has complications such as colorectal cancer, eye and joint inflammation, and malnutrition [4]. The integrity of colonic mucosa is maintained by Lgr5^+^ intestinal stem cells (ISCs) located at the base of the crypts under homeostasis or repairing conditions [5], which are controlled by signaling molecules such as Wnt and BMP provided by the niche cells [6]. Mesenchymal stromal cells (referred to as stromal cells thereafter) constitute the major ISC niche in the colon [7].

Recent studies have shown that IBD pathogenesis may involve the circadian rhythms, which have been long known to control the activities of the digestive tract [8–10], including nutrient absorption, epithelial permeability, and motility [11–16]. The hypothalamus suprachiasmatic nucleus is the central circadian pacemaker that entrains to the light/dark cycle, feeding, and temperature [12, 17]. Other organs also display circadian rhythms and the central circadian clock controls the peripheral clocks via hormones such as melatonin and glucocorticoid [18]. At the molecular level, the circadian Clock-Bmal1 complex controls the expression of rhythm-related genes, which itself is tightly controlled by the Cry1/2 and Per2/3 feedback loops, as well as by the ROR and REV-ERB loops [19]. Moreover, it has been reported that shift work or polymorphism of *Per3* increases the risk of IBD [20, 21]. In addition, young untreated IBD patients show dysregulated expression of circadian genes including *Arntl* (encoding Bmal1) and *Clock* [22]. Recent studies have shown that disruption of circadian rhythms in macrophages has an impact on IBD development [23, 24]. However, how circadian rhythms contribute to IBD pathogenesis remains incompletely understood.

The ideal endpoint of IBD treatment includes immune resolution and epithelial restoration [25]. The available treatments mainly target immune cells and inflammatory cytokines, with a success rate of less than 40% [2, 26, 27]. Previous studies have explored the possibility of targeting epithelial cells to treat IBD, including the use of EGF and activation of TGFβ signaling to promote epithelial proliferation [28, 29]. However, such studies have been complicated by the oncogenic activity and/or pro-inflammatory activity of the treatments [2].

Emerging studies have shown that berberine (BBR) is effective in treating experimental colitis [30–33]. Berberine is an alkaloid and an active component of Chinese herbs used to treat gastroenteritis and bacterial dysentery [34–37], and is also being tested in clinical trials in treating IBD. BBR has been reported to suppress gut microbiota [32, 38, 39], improve barrier function [40, 41], and suppress T cells via AMPK [42], mTORC1 [43], NF-κB [44], and phospholipase A2 [45], and macrophages [46, 47]. In addition, BBR shows potentials in treating diabetes, high cholesterol, Parkinson disease, and cancer [48–52]. BBR may modulate lipid and glucose metabolism via activating AMPK [53–56].

Here, we compared BBR and sulfasalazine (SASP), a frontline anti-inflammation drug used to treat ulcerative colitis, and found that BBR was more effective in treating DSS-induced colitis in mice. Sulfasalazine is a prodrug that is cleaved by bacteria in the colon to liberate active compound 5-aminosalicylic acid, which suppresses inflammation via NF-κB signaling [57]. We showed that colitis pathogenesis involved decreased expression of genes controlling mineral absorption, metabolism, and circadian rhythms in addition to inflammation. The superior effect of BBR over SASP is likely attributable to BBR’s effects on ISC proliferation, evidenced by genetic tracing experiments, besides inflammation suppression. In vivo and cell culture studies show that BBR up-regulates the expression of several Wnt molecules in resident stromal cells, which are the major cellular component of the ISC niche, via circadian rhythms, to activate ISCs. These findings suggest that the stromal niche/ISC duo is a feasible target for colitis treatment and that the dual effects of BBR in suppressing inflammation and promoting epithelial restitution make it a strong candidate for the treatment of colitis patients.

## Results

### Berberine showed greater efficacy in colitis treatment than sulfasalazine

Several studies have shown that BBR is effective in treating colitis in mouse models. To understand how BBR executes its therapeutic effect, we first compared BBR with SASP. We determined the optimal doses of BBR and SASP in treating DSS-induced colitis in mice by using 50, 100, 150, or 200 mg/kg BBR or SASP to treat adult male mice (via gavage administration) at day 1 after DSS treatment. We found that BBR showed maximal therapeutic effect at 100 mg/kg while SASP at 200 mg/kg, judged by the changes in body weight, colon length, histological changes, the number of goblet cells, and the colitis score (Fig. S1A–H). However, BBR showed a lesser effect at 150 or 200 mg/kg (Fig. S1A–D), suggesting that it might have a toxic effect at high doses.

We then compared the therapeutic effects of BBR (100 mg/kg) and SASP (200 mg/kg) head to head. We administrated BBR or SASP at day 1 or 7 after DSS treatment (Fig. 1A and Fig. S2A–E) and found that both BBR and SASP alleviated colitis phenotypes with BBR showing greater effects, under both conditions (Fig. 1B–E and Fig. S2A–E). We also compared BBR from two suppliers and found that they had similar effects on experimental colitis (Fig. S2F). Given that BBR has a similar molecular weight as SASP (372.822 vs 398.39), these results suggest that BBR is more potent than SASP in treating experimental colitis.

**Fig. 1:**
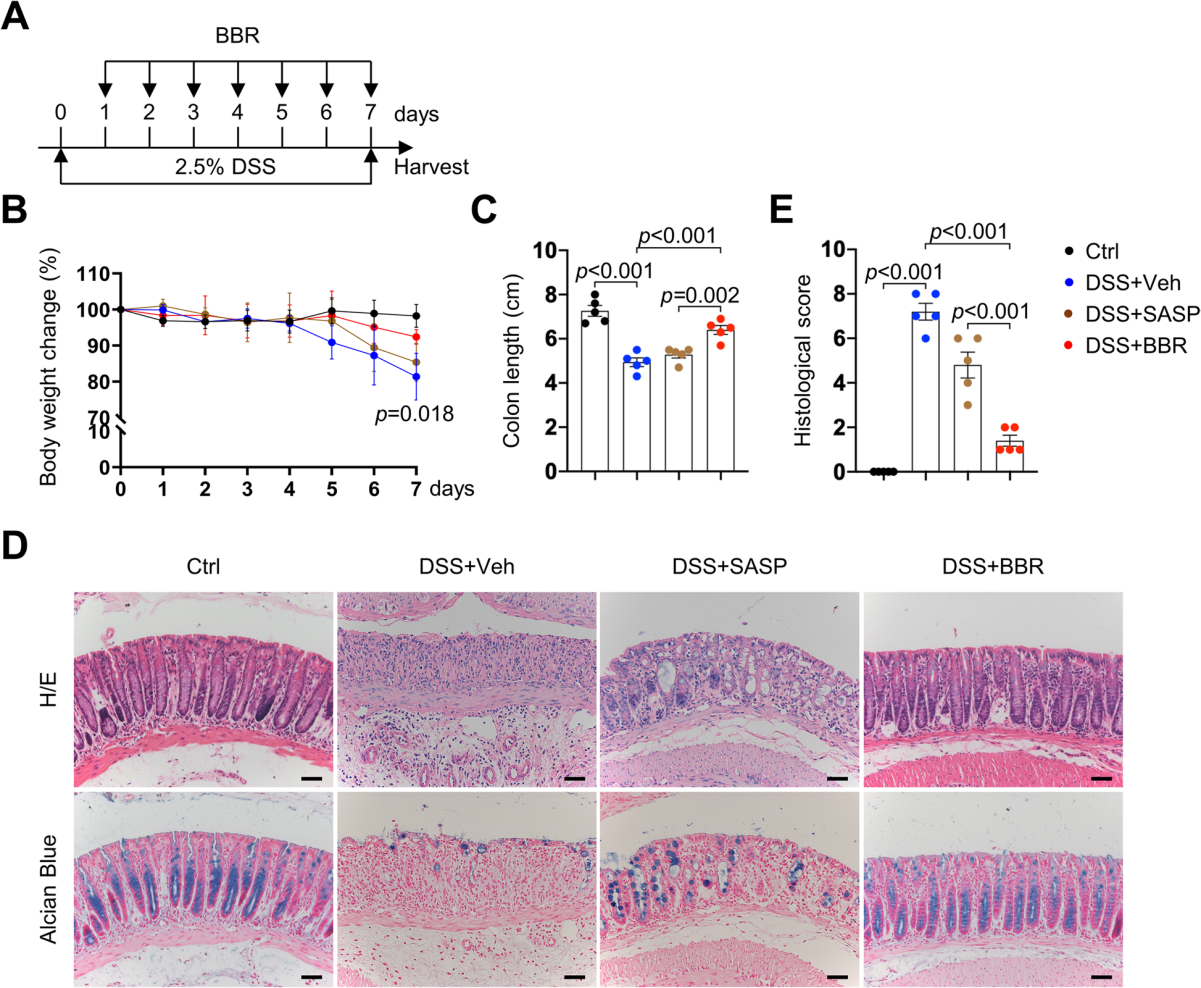
Comparison of BBR and sulfasalazine in treating colitis model mice. **A** Diagram showing the times for DSS and BBR treatment and colorectal sample collection. Colorectal samples were harvested after 7 days of DSS treatment in adult male mice, which were treated with BBR (100 mg/kg) or SASP (200 mg/kg) starting from day 1. **B**–**E** The body weights (**B**), colon length (**C**), and histological scores (**E**) were determined and H/E and Alcian Blue staining of rectal sections were performed (**D**). *n*=5 per group. Scale bars, 50 μm. Data are presented as means±SEM in **B**, **C**, and **E**. Unpaired two-tailed Student’s *t* test was applied in **B**, **C**, and **E**. *p*<0.05 was considered as statistically significant

### Transcriptome analysis revealed new pathogenic aspects of colitis

Both BBR and SASP have been shown to inhibit NF-κB to suppress inflammation [38, 57]. The above findings suggest that BBR may have additional targets. To test this, we analyzed the gene expression profiles of rectal samples of normal mice, colitis mice, normal mice receiving BBR, and colitis mice receiving BBR. The RNA was isolated from the rectal samples and used for bulk RNA-seq. 

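Rectal RNA was sequenced from 12 male mice, 3 in each of 4 groups: normal mice, colitis mice, normal mice receiving BBR and colitis mice receiving BBR. Colitis was induced with 2.5% dextran sulfate sodium, a polymer that injures the bowel lining, in the drinking water for 7 days. BBR was given by gavage at 100 mg/kg once a day, for 7 days by the paper's methods and for 6 days by the sample labels. The labels also describe the tissue as colorectum and name another library kit and sequencer than the methods. The authors filtered the reads with SOAPnuke, aligned them with Bowtie2 and estimated expression with RSEM. Their deposited table has 17734 genes and 1 column per mouse. The paper's text does not name the unit. From the values it was read as FPKM, which is scaled by transcript length and sequencing depth, and TPM cannot be ruled out. The values are not counts, so they were tested as log2(FPKM + 0.1) with limma, in a fit over all 12 mice that shares 1 estimate of the spread between groups. Fold changes are on this scale, which understates the change of low genes. The 15315 genes with a mean of at least 0.1 over the 12 mice were tested, and adjusted p-values are Benjamini-Hochberg adjusted over these genes. An exact two-sided permutation test of 3 mice against 3 cannot go below p = 0.1.
The column total had a median of 712972 in normal mice, 714631 in colitis mice, 696286 in normal mice receiving BBR and 737103 in colitis mice receiving BBR. The lowest total of every group belongs to the mouse numbered 4. The 4 mice numbered 4 had 872 to 1086 genes at 0 and totals of at most 504337, against 1332 to 1926 genes at 0 and totals of at least 696286 in the 8 mice numbered 1 to 3. They stand apart from the others within each of the 4 groups, as a batch would. The fit has no term for it, and a block for these mice was an alternative added after seeing the data. The table gives no read counts. Low values of 2232 genes with a single transcript fall on steps, and the worth of 1 read on these steps was 51.0 to 57.5 FPKM times bases in the mice numbered 4 and 68.5 to 76.0 in the others. A value of 3 reads on a transcript of 2000 bases is then 0.0765 to 0.0862 FPKM in the mice numbered 4 and 0.103 to 0.114 FPKM in the others, which covers counting error only. The first principal component held 48.8% of the variance and the second 15.5%. On the first, the normal mice and the normal mice receiving BBR lay between −69.4 and −23.4. The colitis mice lay between 1.55 and 84.3, and the colitis mice receiving BBR between −42.2 and 88.3, with the lowest value in the mouse numbered 4 in both groups.

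**Figure D1:**
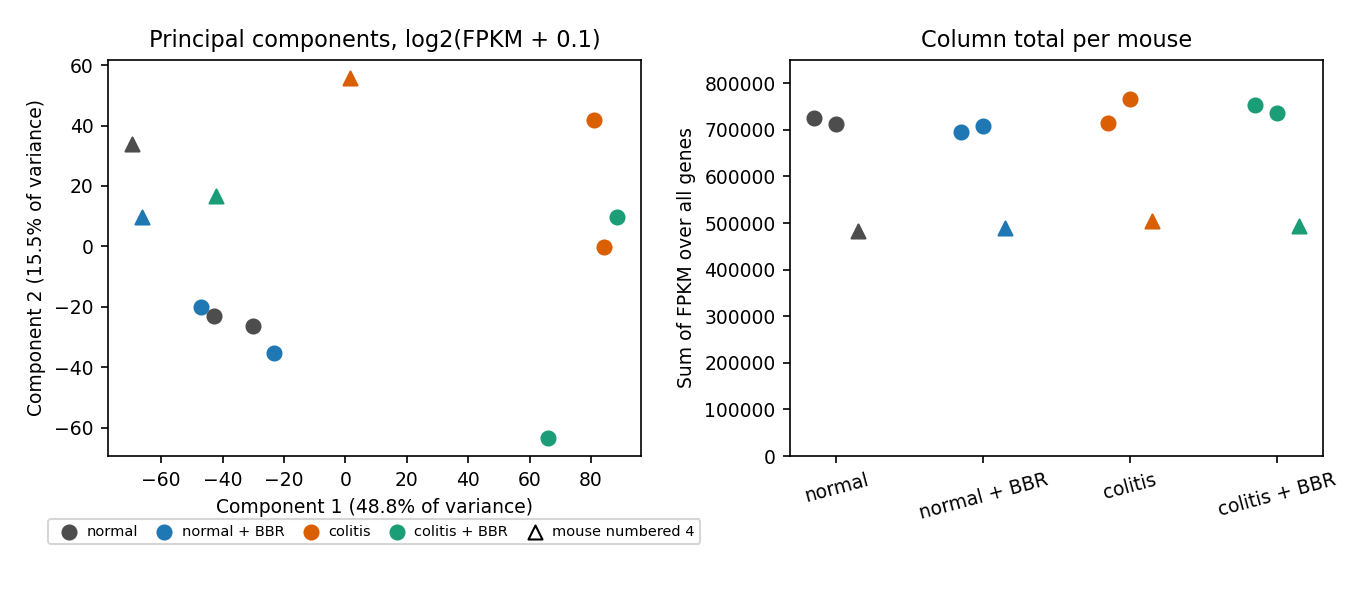
Left, each of the 12 mice by its first and second principal component of log2(FPKM + 0.1), coloured by group. Right, the sum of FPKM over all genes for each mouse on an axis from 0; triangles are the mice numbered 4, whose totals of at most 504337 lie below those of all other mice.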

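Between colitis and normal mice, 3280 of the 15315 genes had an unadjusted P of at most 0.05, the limit given in the paper's methods, where chance alone gives 766 without a batch. Of these, 852 were higher and 2428 lower in colitis mice. With limma's adjusted p under 0.05, 165 genes differed, 100 higher and 65 lower. The values of the groups did not overlap for 4492 genes (29.3%), where chance gives 10% without a batch. The direction depends on the scaling between mice. The median log2 fold change of all tested genes was −0.32 on the values as deposited and −0.05 after quantile normalization. After quantile normalization 1488 genes were higher and 1521 lower at the same P limit, and after centring each mouse on its median 1396 were higher and 1379 lower, so the share of higher genes went from 26.0% to 49.5% and 50.3%. Mice with the same replicate number deviated together from their group means, with a mean correlation across genes of 0.37 against −0.11 for different numbers. This came from the mice numbered 4 (0.54 between them), since among the mice numbered 1 to 3 it was 0.22 for the same number and 0.23 for different numbers. With the replicate number as a block, 4015 genes passed the P limit and 734 the adjusted limit, 162 of them among the 165. The largest count came with the mice numbered 4 as a block of their own, an alternative chosen after seeing the data, with 1412 genes past the adjusted limit. Leaving out each mouse in turn gave between 11 and 211.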

We first compared the colitis samples to normal samples (Fig. 2A). GO analysis revealed an increase in the expression of genes in immune response, inflammatory response, innate immunity, and immune response to bacteria or virus in the samples of colitis mice (Fig. 2B), and KEGG analysis revealed enrichment in TNFα, NF-κB, cytokine-receptor interaction, IL17, NOD, IBD, TLR, p53, and the Jak-Stat pathway genes (Fig. 2C). These results validated the inflammation feature of the colitis model. 

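GO and KEGG collections were not used here. Lists of genes written before the expression values were seen, the genes of the paper's heatmaps and mouse Reactome pathways, 48 in all, were tested with camera, limma's test of whether a set changes more than the other genes, with an inter-gene correlation of 0.01. The 50 tested genes of chemokines and their receptors had a median log2 fold change of 0.72 in colitis mice, with 34 higher (camera adjusted p = 7.10e-11, with the replicate block 5.13e-08). Their median was 0.96 over the mice numbered 1 to 3 and −0.04 over the mice numbered 4, 1 mouse against 1, where the mean of the list on the log2 scale was 0.867 in the normal and 1.34 in the colitis mouse. Of 117 interferon signaling genes 65 were higher, with a median of 0.17 (camera adjusted p = 3.88e-10, with the block 7.12e-11). Innate immune system genes, 467 in number, had a median of −0.05, above the median of all genes, and 0.12 after quantile normalization (camera adjusted p = 3.66e-05, with the block 4.18e-05). The 52 tested genes of the Jak-Stat pathway had a median of 0.42, with 31 higher (camera adjusted p = 8.40e-09, with the block 1.56e-07). In all, 21 of the 48 sets passed an adjusted p of 0.05, and 23 with the replicate block. With fry, which asks whether a set changes at all and allows for the correlation between genes, 9 sets passed, and the adjusted p was 0.155 for chemokines and 0.121 for Jak-Stat. Over all alternatives the highest adjusted p was 0.164 for interferon signaling and 0.990 for the innate immune system. The camera calls of both held in each fit without 1 mouse. Camera also called 11 to 24 sets in the other 3 splits of the same 6 mice that part as many same-numbered mice. The lists of the paper's heatmaps were picked from these mice in their true groups, and without them 14 of the other 39 passed, against 7 to 20 in those splits.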

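Among genes past the adjusted limit with a mean of at least 1 and no overlap between the groups, the 5 largest rises were in S100a8, Reg3b, Clca4b, Plet1 and Saa3. S100a8, which neutrophils express, was listed at 0 in all 3 normal mice and at 24.9 to 336 FPKM in colitis mice (limma adjusted p = 0.0254, with the replicate block 0.0185). Reg3b was at most 0.14 FPKM in normal mice, below its 3-read floor of 0.447, and 161 ± 208 FPKM (SD, n = 3) in colitis mice, at least 359-fold higher (limma adjusted p = 0.0433, with the block 0.0142). Clca4b went from 4.87 ± 1.25 to 2665 ± 898 FPKM (SD, n = 3 each), a log2 fold change of 9.03 (standard error 0.98, limma adjusted p = 0.00325, with the block 0.00952). Saa3 varied between 59.7 and 2181 FPKM among the 3 colitis mice, with a log2 fold change of 8.72 (standard error 1.54, limma adjusted p = 0.0279, with the block 0.0315). Of 16 granulocyte genes listed beforehand, all 16 were higher, with a median log2 fold change of 3.19 (camera adjusted p = 2.66e-21, with the block 4.78e-16, by fry 0.0224). That median was 3.73 over the mice numbered 1 to 3 and 2.05 over those numbered 4. The 5 largest falls were in Klk15, C1qtnf3, Methig1, Angptl7 and Pdzd7, with log2 fold changes of −4.78 to −3.99. The calls of S100a8, Reg3b and Saa3 were each lost in 5 of the 6 fits that left out 1 mouse, that of Plet1 in 4 and that of Clca4b in none. Of the falls, the call of Angptl7 was lost in 6, those of Klk15, Methig1 and Pdzd7 each in 5 and that of C1qtnf3 in 4.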

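In colitis mice, 21 of 24 tested Reactome circadian clock genes were lower, with a median log2 fold change of −0.61 against −0.32 for all genes. The set did not pass the adjusted limit (camera adjusted p = 0.0791), and it did with the replicate block (0.0263), after quantile normalization (0.0145) and by fry (0.0463). Over all alternatives its adjusted p ran from 0.0145 to 0.186. A list of 21 clock genes had 17 lower and a median of −0.77 (camera adjusted p = 0.191, with the block 0.0548, by fry 0.155), and its adjusted p ran from 0.0448 to 0.449 over all alternatives. A list of 40 mineral absorption genes, written before the values were seen, had a median of −0.28, close to that of all genes, with 26 lower and 14 higher (camera adjusted p = 0.829, with the block 0.812). Of 15 mitochondrial fatty acid oxidation genes, 14 were lower, with a median of −0.75 (camera adjusted p = 0.0569, with the block 0.173). Their median was −1.15 over the mice numbered 1 to 3 and −0.08 over those numbered 4.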

On the other hand, GO analysis revealed down-regulated expression of genes in transmembrane and chloride transport, organic acid and retinoic acid metabolism, circadian rhythms, and circadian regulation of gene expression (Fig. 2D), and KEGG analysis uncovered down-regulated expression of mineral absorption, protein, carbon, and fatty acid degradation and absorption, and circadian rhythm genes (Fig. 2E). These results suggest that colitis is associated with suppression of metabolism, mineral absorption, and circadian gene expression in addition to sustained inflammation.

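S100g, which encodes a calcium-binding protein, was 106 ± 40.2 FPKM in normal mice and 4.7 ± 4.41 FPKM in colitis mice (SD, n = 3 each). Its log2 fold change was −4.76 (standard error 1.45, limma adjusted p = 0.111, with the replicate block 0.0736). Slc34a2, a phosphate transporter gene, went from 32.0 ± 10.4 to 6.52 ± 3.64 FPKM (SD, n = 3 each), a log2 fold change of −2.35 (standard error 0.63, limma adjusted p = 0.0856, with the block 0.0498). The groups did not overlap for either gene (exact permutation test, two-sided, p = 0.1). Both stayed lower in each fit without 1 mouse, between −5.47 and −4.39 for S100g and between −2.77 and −2.12 for Slc34a2.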

**Fig. 2:**
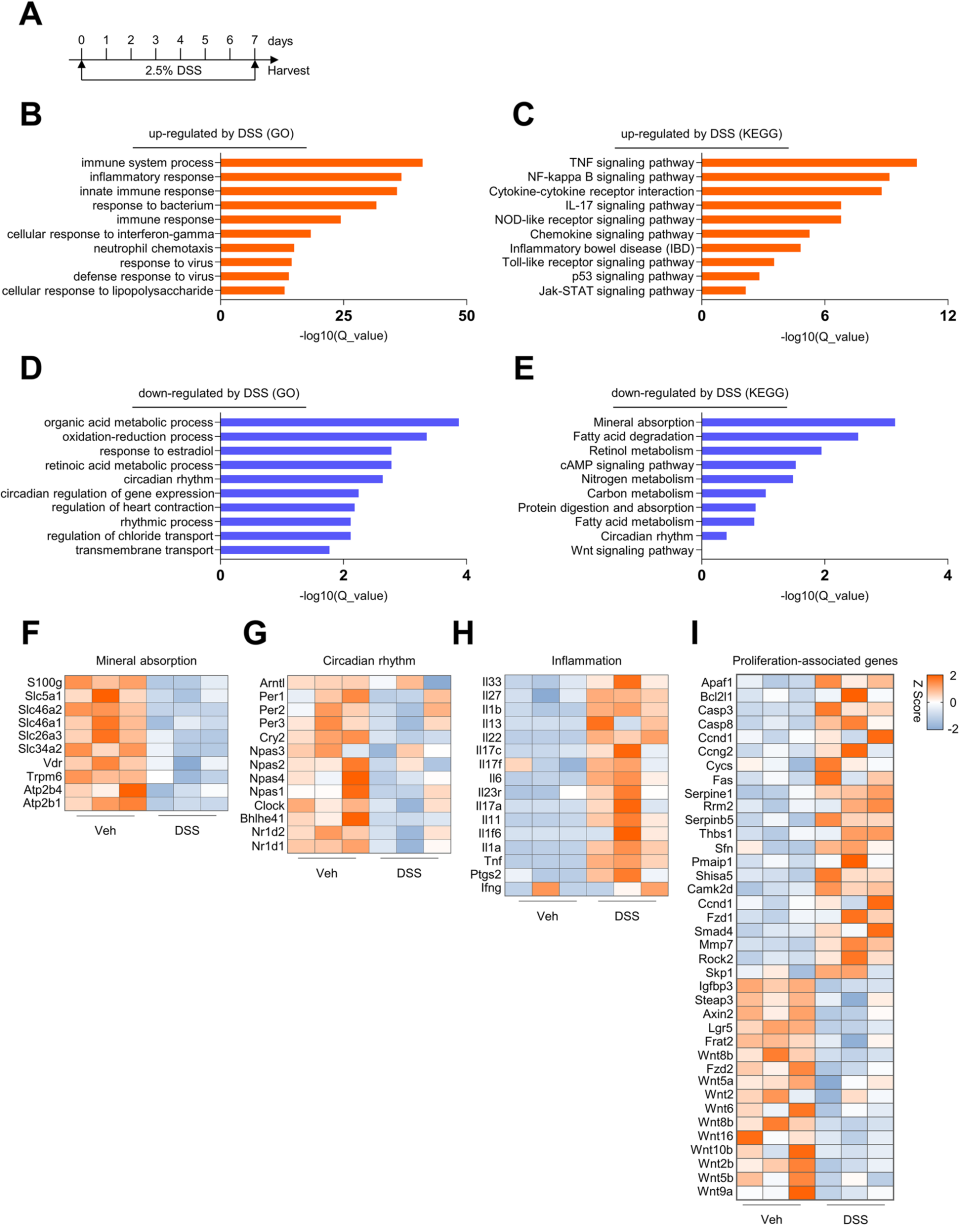
Gene expression profiling of rectal samples of colitis mice against normal mice. **A** Diagram showing the times for DSS treatment and sample collection. **B**, **C** GO and KEGG pathway analyses showing up-regulated gene clusters. **D**, **E** GO and KEGG pathway analyses showing down-regulated gene clusters. **F**–**I** Heatmaps of mineral absorption, circadian rhythm, inflammation, and proliferation-related genes, *n*=3 per group

Analysis of the genes in mineral absorption, circadian rhythms, and inflammation confirmed the altered expression of many genes in these pathways or modules in colitis samples (Fig. 2F–H). 

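Of the 10 mineral absorption genes in Fig. 2F, 9 could be tested, and Slc46a2 was below the filter. All 9 were lower in colitis mice, with log2 fold changes of −4.76 to −0.67, and 7 had an unadjusted P of at most 0.05. Limma's adjusted limit over all genes was passed by 0 and that over the list alone by 7; with the replicate block by 3 and 9. Of the 13 circadian genes in Fig. 2G, 11 could be tested, without Npas1 and Npas3, and all 11 were lower, between −2.29 and −0.47. Of these 4 passed the P limit, 0 the adjusted limit over all genes and 0 over the list; with the block 7, 1 and 5. Within the mice numbered 4, 9 of the 11 were lower. Of the 16 inflammation genes in Fig. 2H, 11 could be tested, while Il27, Il13, Il23r, Il1f6 and Ifng had means under 0.1 FPKM. All 11 were higher, between 0.76 and 5.11, and 9 passed the P limit, 5 the adjusted limit over all genes and 9 over the list; with the block 10, 6 and 10. These lists are the paper's own selection from the same mice, so the counts over the list show no stability.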

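Lgr5, a Wnt target and stem cell marker, went from 1.18 ± 0.28 FPKM in normal mice to 0.0867 ± 0.142 FPKM in colitis mice (SD, n = 3 each), where its 3-read floor is 0.0889 FPKM. Its log2 fold change was −3.01 (standard error 0.58, limma adjusted p = 0.0367, with the replicate block 0.0321), and this call was lost in 5 of the 6 fits without 1 mouse. Axin2, another Wnt target, fell by 2.57 on the log2 scale (standard error 0.80, limma adjusted p = 0.116, with the block 0.0614) and Wnt2b fell by 1.85 (standard error 0.58, limma adjusted p = 0.116, with the block 0.0668). Of 10 tested Wnt ligand genes 9 were lower, with a median of −0.92 that was −0.55 after quantile normalization (camera adjusted p = 0.164, with the block 0.0648). In the same comparison the 14 smooth muscle genes listed had a median of −2.84, and the smooth muscle gene Myh11 fell by 3.24. The cyclin gene Ccnd1 was 12.4 ± 2.50 FPKM in normal mice and 20.0 ± 12.2 FPKM in colitis mice (SD, n = 3 each), and the groups overlapped (exact permutation test, two-sided, p = 0.4). Ccng2 also overlapped, at 74.9 ± 7.94 and 109 ± 37.9 FPKM (exact permutation test, two-sided, p = 0.2), as did Fas, at 7.57 ± 1.16 and 12.4 ± 5.2 FPKM (exact permutation test, two-sided, p = 0.2). Limma's adjusted p was 0.633 for Ccnd1, 0.408 for Ccng2 and 0.251 for Fas, and with the replicate block 0.105, 0.514 and 0.0495. Casp8 rose from 49.4 ± 6.35 to 94.3 ± 26.4 FPKM (SD, n = 3 each), a log2 fold change of 0.90 (standard error 0.38, limma adjusted p = 0.203, with the block 0.151).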

Intriguingly, we found a decrease in the expression of Wnt-β-Catenin pathway genes and Wnt molecules, and an increase in pro-proliferation genes such as cyclin D and G and anti-proliferation genes such as Caspase 3 and 8 and Fas (Fig. 2I). These results suggest that colitis has complex effects on proliferation of the cells in the colorectal tract.

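All 21 genes that Fig. 2I shows as raised were higher in colitis mice, with log2 fold changes of 0.27 to 2.92. Of these 11 had an unadjusted P of at most 0.05, 1 passed limma's adjusted limit over all genes and 3 over the list alone; with the replicate block 15, 4 and 13. Of the 15 genes it shows as lowered, 14 could be tested, and Wnt16 was below the filter. All 14 were lower, between −3.01 and −0.49, and 9 passed the P limit, 2 the adjusted limit over all genes and 7 over the list; with the block 10, 3 and 9. Past the adjusted limit over all genes were Lgr5 and Igfbp3, and Igfbp3 went from 17.3 ± 3.51 to 2.93 ± 0.922 FPKM (SD, n = 3 each), a call lost in 3 of the 6 fits without 1 mouse. Of 14 Wnt target and stem cell genes listed beforehand 13 were lower, with a median of −1.55 (camera adjusted p = 0.00591, with the block 0.0108, by fry 0.129). Of 137 apoptosis genes 70 were higher and 67 lower, with a median of 0.02 (camera adjusted p = 4.66e-05, with the block 6.28e-07, by fry 0.851).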

### Gene expression profiling revealed pleiotropic effects of BBR on colitis

We then compared the gene expression profiles of rectal samples of colitis mice and colitis mice treated with BBR (Fig. 1A). 

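Between colitis mice receiving BBR and colitis mice, 978 genes had an unadjusted P of at most 0.05, 182 higher and 796 lower with BBR. Chance gives 766 without a batch and 362 to 377 in simulated data with a batch of the size seen here. The simulated genes varied independently, so real data can spread more widely. The other 3 splits of these 6 mice that part as many same-numbered mice gave 89 to 1335 genes at this limit, so 978 is not shown to exceed an arbitrary grouping. No gene passed limma's adjusted limit, and the smallest adjusted p was 0.0844, for Csf3. The values of the groups did not overlap for 1084 genes (7.08%), where chance gives 10% without a batch. A batch that shifts 1 mouse on each side makes the share expected by chance smaller, so 7.08% is not shown to be below it. The median log2 fold change of all genes was −0.09 as deposited and 0.04 after quantile normalization, which changed the split at the P limit to 485 higher and 630 lower (43.5% higher against 18.6%). Centring on the median gave 380 higher and 594 lower. With the replicate block 1685 genes passed the P limit and 1 the adjusted limit, Slc30a10, which is named after its value was seen. Leaving out colitis mouse number 3 receiving BBR moved the adjusted count most, to 58 genes.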

GO analysis revealed that BBR increased the expression of genes in organic acid transport, oxidation-reduction, cell response to nutrient, and circadian genes in colitis mice (Fig. 3A), and KEGG analysis revealed that BBR promoted the expression of genes in mineral absorption, steroid hormone and retinol metabolism, and carbon metabolism, as well as circadian rhythm genes to a lesser extent (Fig. 3B). 

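In colitis mice, 24 of the 40 listed mineral absorption genes were higher with BBR and 16 lower, with a median log2 fold change of 0.18 against −0.09 for all genes (camera adjusted p = 0.00548, with the replicate block 0.00157). The adjusted p was 0.0986 after quantile normalization and 0.722 by fry, and ran from 1.69e-05 to 0.794 over all alternatives. Of the 24 Reactome circadian clock genes 18 were higher, with a median of 0.19 (camera adjusted p = 0.00278, with the block 0.00160, by fry 0.635). A list of 21 clock genes had 16 higher and a median of 0.40 (camera adjusted p = 0.00156, with the block 0.00156, by fry 0.645). With 1 mouse left out, the camera adjusted p reached 0.0667 for the Reactome clock genes and 0.0933 for this list. The calls were lost in 2 and in 1 of the 6 such fits. Of the 48 sets, 27 passed the camera limit and 1 passed by fry, while camera called 9 to 25 sets in the other 3 splits of these 6 mice that part as many same-numbered mice. Without the lists of the paper's heatmaps, picked from these mice in their true groups, 19 of the other 39 passed, against 7 to 18 in those splits.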

On the other hand, GO analysis showed that BBR suppressed the expression of genes in innate and adaptive immune response, inflammation, chemokine signaling pathway, chemotaxis, and cell response to bacteria (Fig. 3C), and KEGG analysis revealed that BBR suppressed the expression of genes in the pathways of cytokine-receptor, IL17, NF-κB, TNFα, and chemokine signaling (Fig. 3D). 

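Chemokine and chemokine receptor genes were lower with BBR in 37 of 50 cases, with a median log2 fold change of −0.59 (camera adjusted p = 4.55e-04, with the replicate block 3.17e-05). The call depended on single mice. Without colitis mouse number 2 these genes no longer fell more than other genes, with an adjusted p of 0.992, the highest of a range from 1.69e-08 over all alternatives, and without colitis mouse number 4 receiving BBR it was 0.721. Of 100 interleukin signaling genes 78 were lower, with a median of −0.20 (camera adjusted p = 4.91e-04, with the block 0.00197). Of 467 innate immune system genes 348 were lower, with a median of −0.17 (camera adjusted p = 0.00156, with the block 0.00157), and −0.06 after quantile normalization. With 1 mouse left out, the camera adjusted p reached 0.134 for the innate immune system and 0.0187 for interleukin signaling. By fry, the adjusted p was 0.262 for chemokines and 0.130 for both other sets.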

Further analysis confirmed that BBR suppressed the expression of many genes in inflammation and the Jak-Stat pathway (Fig. 3E, F). These results indicate that BBR has profound anti-inflammation effects and moreover, it rescues the expression of genes in circadian rhythm and mineral absorption.

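Of the 19 inflammation genes in Fig. 3E, 16 could be tested, while Il27, Il19 and Ifng were below the filter. All 16 were lower in colitis mice receiving BBR, with log2 fold changes of −3.08 to −0.20, and 6 had an unadjusted P of at most 0.05. Limma's adjusted limit was passed by 0 over all genes and by 6 over the list alone; with the replicate block 6 passed the P limit, 0 the limit over all genes and 5 over the list. All 4 Jak-Stat genes in Fig. 3F were lower, between −3.51 and −2.84, all 4 at the P limit, 0 past the adjusted limit over all genes and 4 over the list, and the same counts came with the block. Csf3, which encodes a granulocyte growth factor, was listed at 0 in all 3 normal mice. It was 2.08 ± 0.661 FPKM in colitis mice and 0.133 ± 0.145 FPKM in colitis mice receiving BBR (SD, n = 3 each), where its 3-read floor is 0.165 FPKM. The log2 fold change with BBR was −3.34 (standard error 0.43) and limma's adjusted p was 0.0844, with the block 0.108. Csf3 passed the adjusted limit with the mice numbered 4 as a block, an alternative chosen after seeing the data (limma adjusted p = 0.0420), and with a pseudocount of 1, without a filter and without the trend. Il11 went from 6.6 ± 5.52 to 0.78 ± 0.624 FPKM (SD, n = 3 each) with no overlap, a log2 fold change of −2.84 (standard error 0.71, limma adjusted p = 0.477, with the block 0.235). Il6 was at most 0.08 FPKM in normal mice, under its floor of 0.224, and at least 16.3-fold higher in colitis mice (limma adjusted p = 0.0218, with the block 0.0167), a call lost in 5 of the 6 fits without 1 mouse. With BBR it was 0.57 ± 0.816 FPKM against 3.66 ± 2.02 FPKM (SD, n = 3 each), and these groups overlapped. Il1b was 22.8 ± 10.6 FPKM in colitis mice and 5.03 ± 5.61 FPKM with BBR (SD, n = 3 each), without overlap, with a log2 fold change of −3.06 (standard error 1.01, limma adjusted p = 0.568, with the block 0.259).

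**Figure D2:**
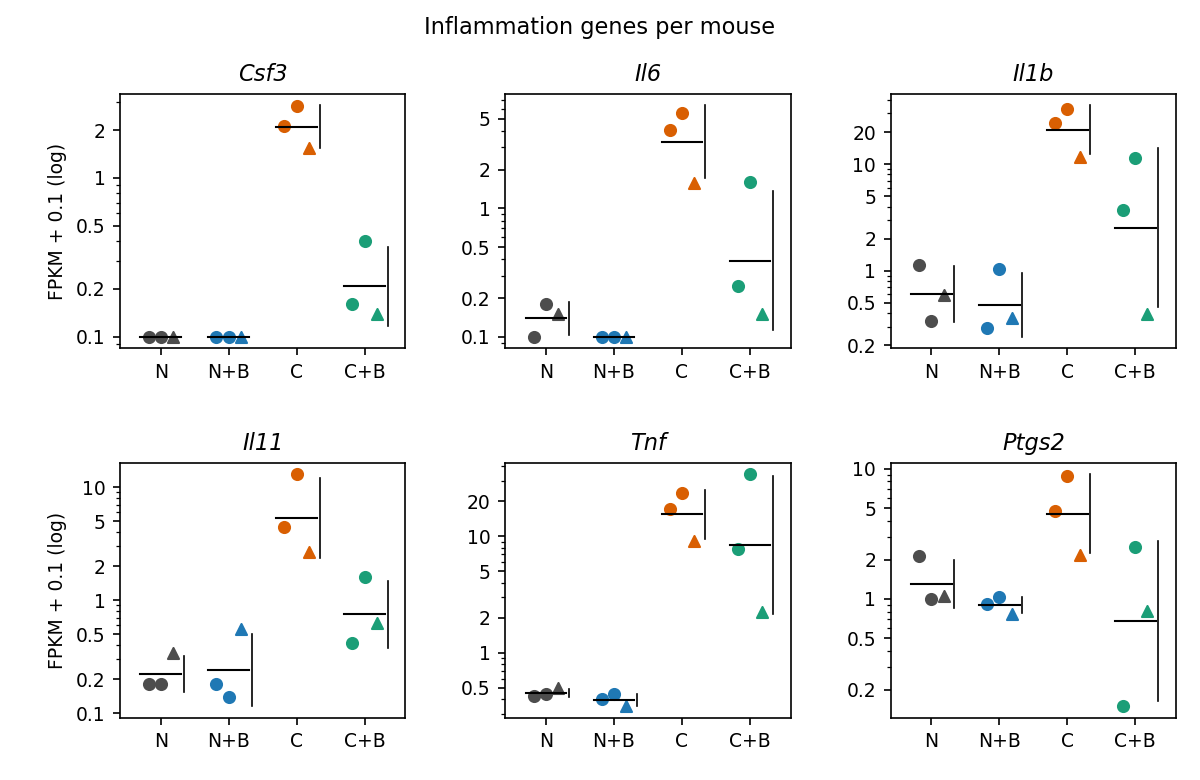
FPKM + 0.1 on a log axis of inflammation genes in each mouse: N, normal; N+B, normal receiving BBR; C, colitis; C+B, colitis receiving BBR. Horizontal lines are means and vertical lines SDs of the log values, and triangles are the mice numbered 4; in Csf3 every C+B mouse lies below every C mouse.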

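Of the 9 tested mineral absorption genes of Fig. 2F, 9 were higher in colitis mice receiving BBR than in colitis mice, between 0.07 and 3.71 on the log2 scale, 2 at an unadjusted P of at most 0.05 and 0 past limma's adjusted limit over all genes or over the list. With the replicate block these counts were 3, 0 and 0. Of the 11 tested circadian genes of Fig. 2G, 10 were higher, by up to 1.00, and Per1 was lower (−0.23). None reached the P limit, and 1 did with the block. Without 1 mouse, the number higher ranged from 4 to 11. Against normal mice, colitis mice receiving BBR had 3078 genes at the P limit, 282 higher and 2796 lower, and 3 past the adjusted limit, Socs3, Tnfrsf17 and Igfbp3; with the block 3492 and 0. With the mice numbered 4 as a block, chosen after seeing the data, 40 passed the adjusted limit. Without colitis mouse number 4 receiving BBR 2895 did, and 0 in each of the other 5 fits without 1 mouse. After quantile normalization the split was 970 higher and 914 lower, the share of higher genes went from 9.16% to 51.5% and the median of all genes from −0.42 to −0.01. The values of these groups did not overlap for 3477 genes (22.7%), where chance gives 10% without a batch. Igfbp3 was 2.46 ± 1.31 FPKM in colitis mice receiving BBR (SD, n = 3; limma adjusted p against normal mice 0.0277, with the block 0.0502). Tnfrsf17 was at most 0.14 FPKM in these mice, under its floor of 0.294, and at least 8.09-fold lower than in normal mice (limma adjusted p = 0.0277, with the block 0.107). Of the 3280 genes that differed between colitis and normal mice at the P limit, 2723 (83.0%) moved toward normal with BBR and 1522 still differed from normal at that limit. Both comparisons use the same colitis mice, so a share above chance follows from the design.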

**Fig. 3:**
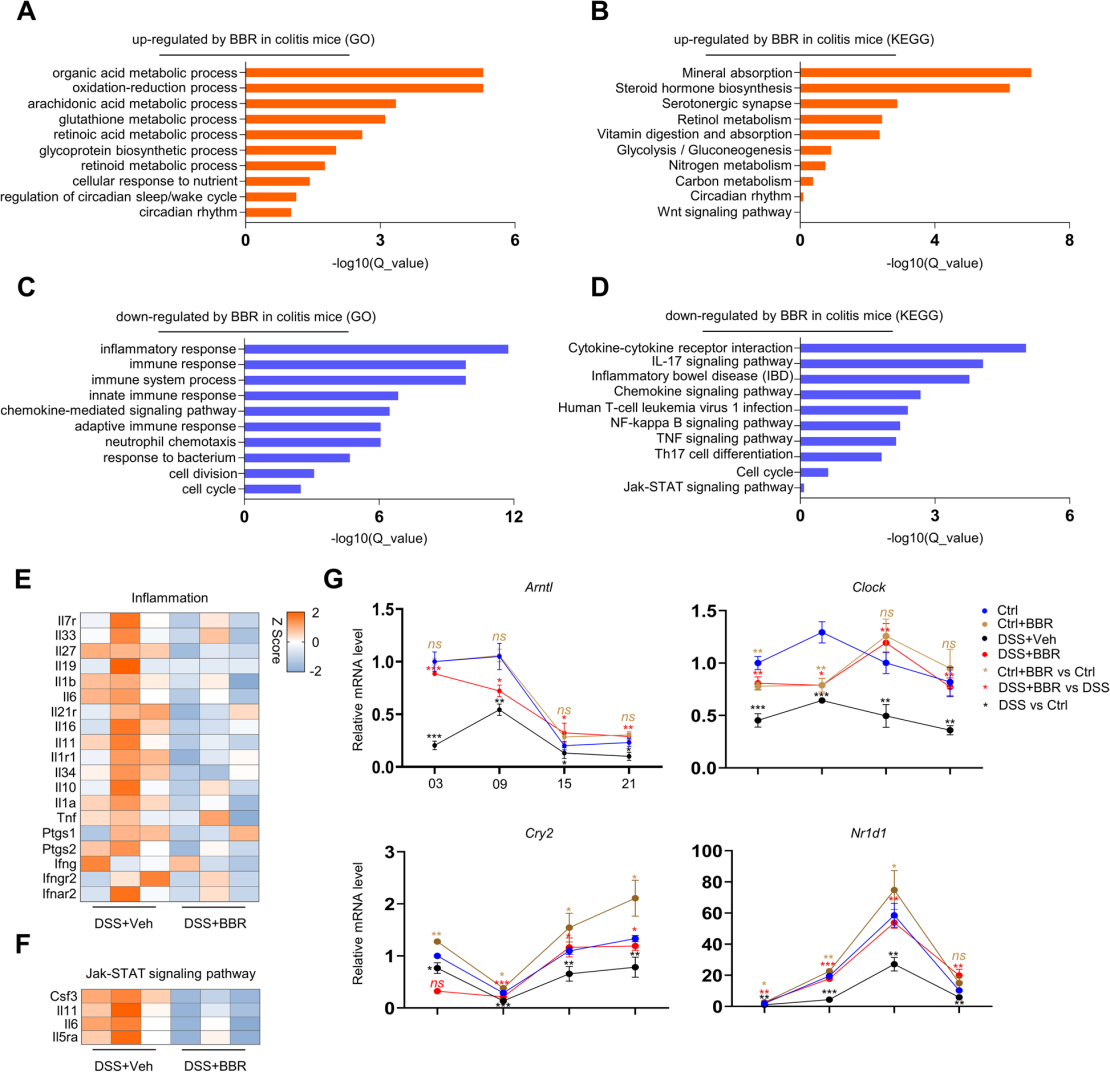
Gene expression profiling of rectal samples of BBR-treated colitis mice. **A**, **B** GO and KEGG pathway analyses showing up-regulated gene clusters by BBR in colitis mice. **C**, **D** GO and KEGG pathway analyses showing down-regulated gene clusters by BBR in colitis mice. **E**, **F** Heatmaps of inflammation-related and Jak-Stat signaling pathway genes, *n*=3 per group. **G** qPCR analysis of circadian rhythm genes in rectal samples of normal mice, colitis mice, normal mice receiving BBR, and colitis mice receiving BBR, which were collected at different time points of the day, *n*=3 per group. Data are presented as means ± SEM in **G**. Two-way ANOVA with Fisher’s LSD post hoc analysis (*α* = 0.05) was applied in **G**. * *p*<0.05, ** *p*<0.01, *** *p*<0.001. *p*<0.05 was considered as statistically significant

We also compared the RNA-seq data of rectal samples of normal mice and normal mice treated with BBR (Fig. S3). 

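Between normal mice receiving BBR and normal mice, 208 genes had an unadjusted P of at most 0.05, 79 higher and 129 lower with BBR, fewer than the 766 that chance gives. None passed limma's adjusted limit, and every adjusted p was 1. The groups did not overlap for 1474 genes (9.62%), where chance gives 10% without a batch and less with 1 shifted mouse on each side. With the replicate block 392 genes passed the P limit and 0 the adjusted limit. With only these 6 mice in the fit, which moved the counts most, 752 genes passed the P limit and 1 the adjusted limit, Entpd4, named after its value was seen. In simulated data with a batch of the size seen here, an unchanged comparison gave 362 to 377 genes at the P limit without a block and 797 to 826 with one.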

GO analysis revealed that BBR up-regulated the expression of genes in a negative regulator of growth, protein folding, circadian genes, and retinol metabolism, and KEGG analysis showed that BBR up-regulated the expression of genes in mineral absorption, protein folding, amino acid metabolism, and circadian rhythms (Fig. S3A–E). 

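Of 13 heat shock and chaperone genes listed beforehand, 12 were higher in normal mice receiving BBR, with a median log2 fold change of 0.61 (camera adjusted p = 3.41e-06, with the replicate block 6.68e-05). The median was 0.80 over the mice numbered 1 to 3 and 0.29 over those numbered 4. Of the 21 listed clock genes 15 were higher, with a median of 0.26 (camera adjusted p = 0.0379, with the block 0.0458). This list did not pass over genes with a mean of at least 1 (0.0696), and its adjusted p ran from 0.00197 to 0.977 over all alternatives. The 24 Reactome circadian clock genes had 13 higher and 11 lower (camera adjusted p = 0.757, with the block 0.627). The 40 mineral absorption genes had a median of 0.03, with 24 higher and 16 lower (camera adjusted p = 0.757, with the block 0.601). By fry 0 of the 48 sets passed, with a smallest adjusted p of 0.977. By camera 12 passed, against 5 to 11 in the other 3 splits of these mice that part as many same-numbered mice. Without the lists of the heatmaps 10 of the other 39 passed, against 5 to 8 in those splits.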

On the other hand, GO analysis showed that BBR inhibited the expression of the cell cycle, cell division, and DNA repair genes, and KEGG analysis revealed that BBR suppressed cell cycle, cancer, and p53 signaling pathway genes (Fig. S3A–E). 

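Of 395 mitotic cell cycle genes, 282 were lower in normal mice receiving BBR, with a median log2 fold change of −0.14 against −0.02 for all genes (camera adjusted p = 4.44e-06, with the replicate block 1.40e-05). The median was −0.12 over the mice numbered 1 to 3 and −0.27 over those numbered 4. Of 132 DNA repair genes 90 were lower, with a median of −0.12 (camera adjusted p = 0.00385, with the block 0.00402). With 1 mouse left out, the adjusted p reached 0.175 for the cell cycle and 0.479 for DNA repair. Rrm2, which encodes a subunit of ribonucleotide reductase, was 4.03 ± 1.05 FPKM in normal mice and 1.45 ± 0.465 FPKM with BBR (SD, n = 3 each), without overlap. Its log2 fold change was −1.43 (standard error 0.65, limma adjusted p = 1, with the block 1).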

Further analysis confirmed that BBR increases the expression of several mineral absorption and circadian rhythm genes (Fig. S3E, G). 

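All 7 mineral absorption genes of Fig. S3F were higher in normal mice receiving BBR, with log2 fold changes of 0.33 to 1.71, and 1 had an unadjusted P of at most 0.05. All 5 circadian genes of Fig. S3G were higher, between 0.24 and 1.21, and 1 reached that limit. No gene of either list passed limma's adjusted limit over all genes or over the list, and with the replicate block 2 of each list reached the P limit and 1 mineral absorption gene passed over the list. Slc46a1 was 32.7 ± 4.27 FPKM in normal mice and 54.1 ± 2.47 FPKM with BBR (SD, n = 3 each). Per2 was 10.9 ± 3.45 FPKM in normal mice and 24.6 ± 3.33 FPKM with BBR (SD, n = 3 each). Neither overlapped between the groups (exact permutation test, two-sided, p = 0.1), and both were higher within the mice numbered 4, by 0.74 and 1.14 on the log2 scale. Cry1 (0.73) and Slc46a3 (0.70) were higher on average and overlapped. Npas2, outside that panel, fell by 0.95 (standard error 0.29) from 10.7 ± 2.27 to 5.69 ± 2.22 FPKM (SD, n = 3 each).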

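Across the 15315 genes, the log2 fold changes with BBR in normal mice and in colitis mice had a Pearson r of 0.19 and a Spearman rho of 0.17, and 8552 genes (55.8%) changed in the same direction. Genes are not independent replicates, so no p-value is given across them. The r was between 0.06 and 0.24 when each mouse was left out in turn, and 0.08 over the mice numbered 1 to 3 alone. Of the 208 genes with an unadjusted P of at most 0.05 in normal mice, 130 (62.5%) changed in the same direction in colitis mice. At that limit in both comparisons were 35 genes, 28 of them (80%) in the same direction. The difference between the BBR effects was itself tested as an interaction in limma. There 371 genes had an unadjusted P of at most 0.05 and 0 an adjusted p under 0.05, and with the replicate block 779 and 0. Leaving each mouse out in turn also gave 0 past the adjusted limit.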

The fact that BBR showed similar effects on gene expression profiles in normal mice and colitis mice suggests that many of the effects of BBR are not secondary to inflammation suppression.

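Atp2b1 was 75.8 ± 13.6 FPKM in normal mice, 35.5 ± 2.51 FPKM in colitis mice and 53.3 ± 25.7 FPKM in colitis mice receiving BBR (SD, n = 3 each). Its log2 fold change in colitis was −1.08 (standard error 0.34, limma adjusted p = 0.123, with the replicate block 0.0350). With BBR it was 0.44 (limma adjusted p = 1.00, with the block 0.506), and the values with and without BBR overlapped. Atp2b4 was 9.02 ± 7.14, 1.68 ± 1.45 and 4.59 ± 6.18 FPKM in these groups (SD, n = 3 each), with log2 fold changes of −2.51 in colitis (limma adjusted p = 0.179, with the block 0.0378) and 0.89 with BBR (limma adjusted p = 1.00, with the block 0.669). Without colitis mouse number 4 receiving BBR, the change of Atp2b4 with BBR was −0.25. S100g with BBR ranged from 2.95 to 729 FPKM, with a log2 fold change of 3.71 (limma adjusted p = 0.669, with the block 0.392), and within the mice numbered 4 it was −1.70. Slc46a1 was 20.5 ± 2.74 FPKM in colitis mice and 35.1 ± 15.8 FPKM with BBR (SD, n = 3 each), with an overlap of the groups and a log2 fold change of 0.69 (limma adjusted p = 0.651, with the block 0.296).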

The above studies indicate that colitis and BBR profoundly affect the expression of mineral absorption-related genes. qPCR analysis confirmed the reduction in the expression of several mineral absorption-related genes including *Atp2b1* and *Atp2b4*, which were rescued by BBR (Fig. S4A). Western blot analysis of the colon samples confirmed a reduction in plasm membrane Ca^2+^ pump proteins (PMCA), encoded by *Atp2b1*, *Atp2b2*, *Atp2b3*, and *Atp2b4* and recognized by the same antibody, in colitis mice, which was rescued by BBR (Fig. S4B). These results suggest that BBR may help mineral absorption in colitis mice.

Since disruption of circadian rhythms increases IBD risks in human and mice [17], we compared the colon samples of colitis mice and colitis mice treated with BBR at different time points of the day: 03 (3am), 09 (9am), 15 (3pm), 21 (9pm), and found no significant difference in colon length or histology scores among the four groups (Fig. S5A–C), suggesting that the colitis pathology itself does not show day-night rhythm. We also compared the expression of several key circadian genes including *Arntl*, *Clock*, *Cry1*, *Cry2*, *Per1*, *Per2*, *Per3*, *Nr1d1*, and *Npas2* in colon samples collected at 03, 09, 15, and 21 of normal mice, colitis mice, normal mice receiving BBR, and colitis mice receiving BBR. We found that expression of many circadian genes showed day-night rhythms (Fig. 3G and Fig. S5D). In general, DSS greatly suppressed the expression of these circadian genes, which were largely rescued by BBR (Fig. 3G and Fig. S5D). On the other hand, DSS and BBR only slightly affected the day-night rhythms of circadian gene expression (Fig. 3G and Fig. S5D). These results suggest that circadian genes are targeted by BBR in colitis mice.

### Transcriptome analysis confirmed that BBR activated Wnt and circadian gene expression compared to SASP

We also conducted RNA-seq on colon samples of normal mice, colitis mice, normal mice receiving SASP, and colitis mice receiving SASP. We found that compared to colitis samples, SASP suppressed the expression of genes regulating inflammation and chemotaxis (*Ptgs2*, *IL1b*, *IL6*, *Ccl2*, *Ccl3*, *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cxcl5*, and *Cxcl12*), oxidative phosphorylation, IL17 signaling, and NF-kB signaling; and up-regulated genes regulating protein folding, RNA splicing, DNA replication and repair, amino acid metabolism, and some immune response genes (*Irf1*, *H2-Q4*, *H2-T2*3, and *Pamb8*) (Fig. S6A–D). Overall, the findings support the anti-inflammation activity of SASP. Moreover, we compared the transcriptomes of BBR-treated colitis samples and SASP-treated colitis samples and found that BBR up-regulated the expression of genes involved in ECM, Calcium ion transport, wound healing, stromal cells, Wnt, Akt, MAPK, and circadian genes and suppressed the expression of genes involved in cell cycle, DNA repair, IBD, immune response (Fig. S6E–J). These results further support that BBR and SASP have different actions in colitis treatment and that BBR increases the expression of circadian genes and Wnt molecules.

### BBR suppressed macrophages and granulocytes but not T cells in colitis models

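Of 15 macrophage genes listed beforehand, 14 were lower in colitis mice receiving BBR than in colitis mice, with a median log2 fold change of −1.10 (camera adjusted p = 1.03e-08, with the replicate block 4.20e-10, by fry 0.130). Of the 16 granulocyte genes 15 were lower, with a median of −2.01 (camera adjusted p = 5.27e-05, with the block 3.17e-05, by fry 0.331). Both fell within the mice numbered 1 to 3 (−1.16 and −1.26) and within the mice numbered 4 (−0.96 and −1.86). The granulocyte call depended on single mice, with an adjusted p of up to 0.721 when 1 was left out. Of 12 T cell genes 10 were lower, with a median of −0.55 (camera adjusted p = 0.00457, with the block 0.00106, by fry 0.181). Tnf was 0.357 ± 0.0379 FPKM in normal mice, 16.5 ± 7.24 FPKM in colitis mice and 14.6 ± 16.9 FPKM in colitis mice receiving BBR (SD, n = 3 each). It rose in colitis with a log2 fold change of 5.08 (limma adjusted p = 0.0141, with the block 0.0142, lost in 4 of the 6 fits without 1 mouse), while the change with BBR of −0.88 was within the spread (limma adjusted p = 1.00, with the block 0.662) and was 0.08 without colitis mouse number 4 receiving BBR. Ptgs2 was 1.29 ± 0.636, 5.15 ± 3.34 and 1.05 ± 1.21 FPKM in these groups (SD, n = 3 each). Its log2 fold change was 1.79 in colitis (limma adjusted p = 0.239, with the block 0.158) and −2.75 with BBR (limma adjusted p = 0.512, with the block 0.294).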

Our RNA-seq data indicate that BBR suppressed inflammation. To verify this, we immunostained rectal sections for immune cell marker CD45 and found the signals were increased in DSS-treated samples compared to control samples, which were suppressed by BBR (Fig. 4A). qPCR analysis revealed that BBR suppressed the expression of *IL6*, *IL1β*, *Ptgs2*, *IFNγ*, and *TNFα* in rectal samples (Fig. 4B). Western blot analysis of TNFα and IL6 in colon samples confirmed an increase in these two proteins in colitis mice, which was suppressed by BBR (Fig. 4C). We then designed a panel to identify and quantify all leukocyte populations in the colorectal tract by flow cytometry and found that BBR inhibited the activation/infiltration of macrophages and granulocytes but not T cells (Fig. 4D, E and Fig. S7A, B), consistent with previous studies reporting suppression of macrophages but inconsistent with previous studies reporting suppression of T cells by BBR [42, 45, 46]. Moreover, it has been shown that BBR may inhibit inflammation via NF-κB and AMPKs [39]. Our RNA-seq data show that colitis activated whereas BBR suppressed Jak-Stat3 signaling (Fig. 2C, Fig. 3D, and F), a critical regulator of cytokine expression and inflammation [58], consistent with previous studies showing that Stat3 activation might be affected by BBR [31, 59].

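In colitis mice receiving BBR, 42 of the 52 Jak-Stat genes listed beforehand were lower than in colitis mice, with a median log2 fold change of −0.45 that was −0.31 after quantile normalization (camera adjusted p = 6.65e-05, with the replicate block 1.01e-04, by fry 0.130). It was −0.32 over the mice numbered 1 to 3 and −0.50 over the mice numbered 4. The rise of this list in colitis was 0.34 over the mice numbered 1 to 3 and 0.09 over those numbered 4. Stat3 itself was 33.1 ± 1.92 FPKM in normal mice and 45.3 ± 7.13 FPKM in colitis mice (SD, n = 3 each), without overlap, a log2 fold change of 0.44 (standard error 0.22, limma adjusted p = 0.255, with the block 0.188).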

**Fig. 4:**
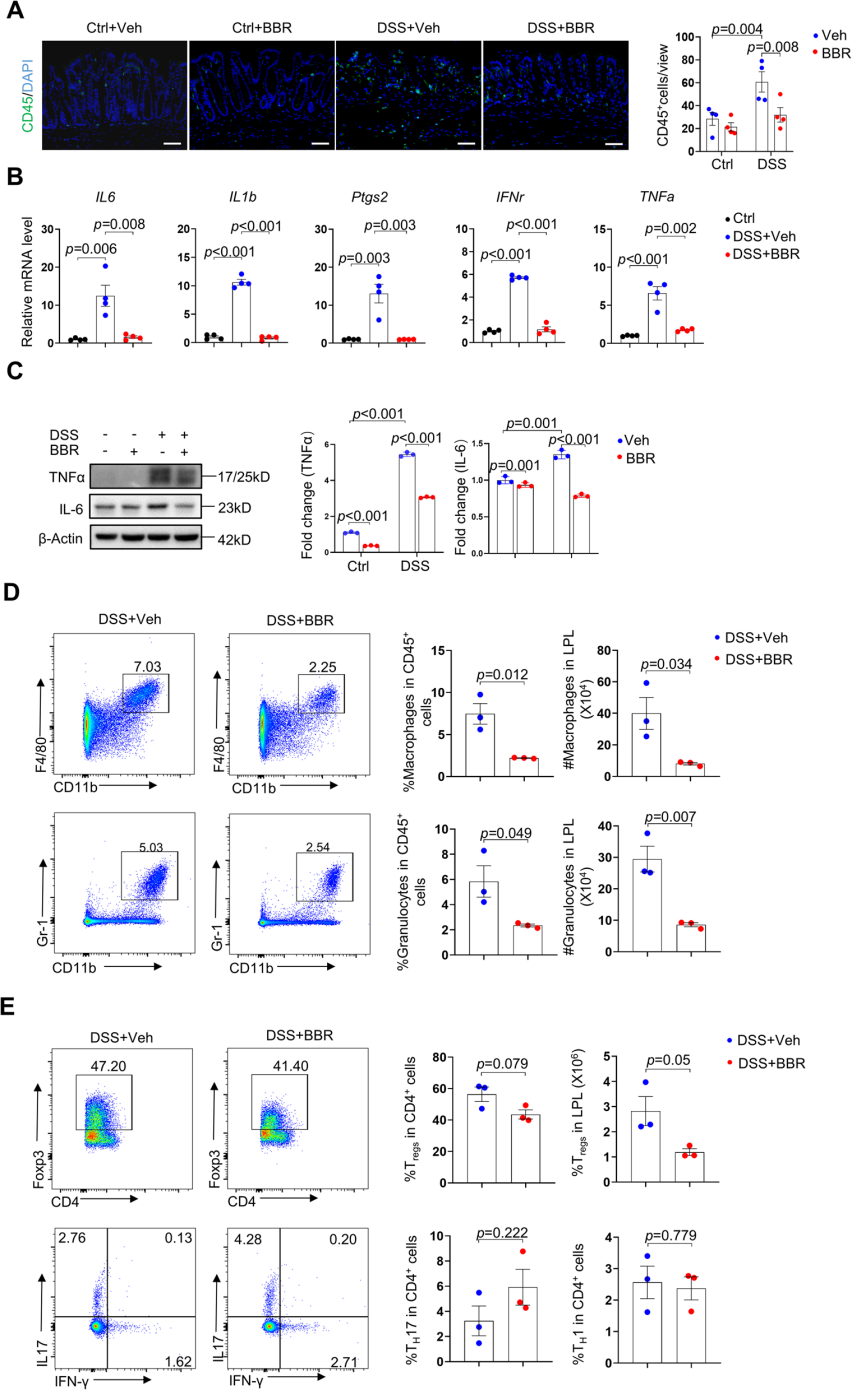
The effects of BBR on immune responses in colitis mice. **A** Immunostaining showed CD45^+^ cells in colon samples of normal mice, colitis mice, normal mice receiving BBR, and colitis mice receiving BBR, *n*=4 per group. Scale bars, 50 μm. Each dot represented the average of at least five views per sample. Right panel: Quantitation results. **B** Expression of *Il6*, *Il1b*, *Ptgs2*, *IFNγ*, and *TNFα* in rectal samples of the four mouse groups, *n*=4 per group. **C** Western blot analysis revealed that the colon samples of colitis mice showed an increase in TNFα and IL6, which was suppressed by BBR. Right panels: quantitation data. *n*=3. **D** Flow cytometric results showed the percentages and numbers of macrophages and granulocytes in colorectal samples of the four mouse groups. Right panels: Quantitation results. *n*=3 per group. **E** Flow cytometric analysis of T_H_1, T_H_17, and T_reg_ cells in colorectal samples of the four mouse groups. Right panels: Quantitation results. *n*=3 per group. Data are presented as means±SEM in **A**–**E**. Unpaired two-tailed Student’s *t* test was applied in **B**–**E**, two-way ANOVA with Fisher’s LSD post hoc analysis (*α* = 0.05) was applied in **A**. *p*<0.05 was considered as statistically significant. Abbreviations: DAPI, 4′,6-diamidino-2-phenylindole; LPL, lamina propria lymphocytes

### BBR promoted ISC proliferation and epithelial repair in colitis models

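Of the 395 mitotic cell cycle genes, 325 were lower in colitis mice receiving BBR than in colitis mice, with a median log2 fold change of −0.25 that was −0.12 after quantile normalization (camera adjusted p = 3.40e-06, with the replicate block 3.66e-06, by fry 0.425). It was −0.26 over the mice numbered 1 to 3 and −0.27 over the mice numbered 4. Mmp7, one of the genes of Fig. 2I, was 1.28 ± 0.552 FPKM in colitis mice (SD, n = 3). With BBR it was at most 0.1 FPKM, under its 3-read floor of 0.221, and at least 5.81-fold lower (limma adjusted p = 0.0875, with the block 0.136). With each mouse left out in turn, the log2 fold change of Mmp7 stayed between −3.45 and −2.89.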

Our RNA-seq data indicate that BBR affects not only cell division and cell cycle genes but also anti-proliferation genes (Fig. 2 and Fig. S3). Colorectal epithelia undergo rapid turnover, driven by Lgr5^+^ ISCs. To test the effects of BBR on ISCs, we induced colitis in *Lgr5-CreERT-GFP; Rosa-tdTomato* mice [5], which were treated with BBR. The genotypes of the mice were verified with PCR analysis of the genomic DNA (Fig. S8). While tamoxifen (TAM) administration led to Tomato labeling of the descendent cells of Lgr5^+^ ISCs, GFP staining detected ISCs (Fig. 5A). We found that BBR significantly increased the number of Lgr5^+^ ISCs and promoted the renewal activity of Lgr5^+^ ISCs, manifested by an increase in the number of GFP^+^ ISCs and Tomato^+^ epithelial cells, respectively (Fig. 5B, C). These results indicate that BBR promotes colorectal epithelial repair in experimental colitis models. Moreover, we found that in non-colitis mice, BBR modestly increased the colorectal epithelial turnover but not the number of GFP^+^ ISCs (Fig. 5B, C), suggesting that the epithelial phenotype is not secondary to inflammation suppression by BBR.

**Fig. 5:**
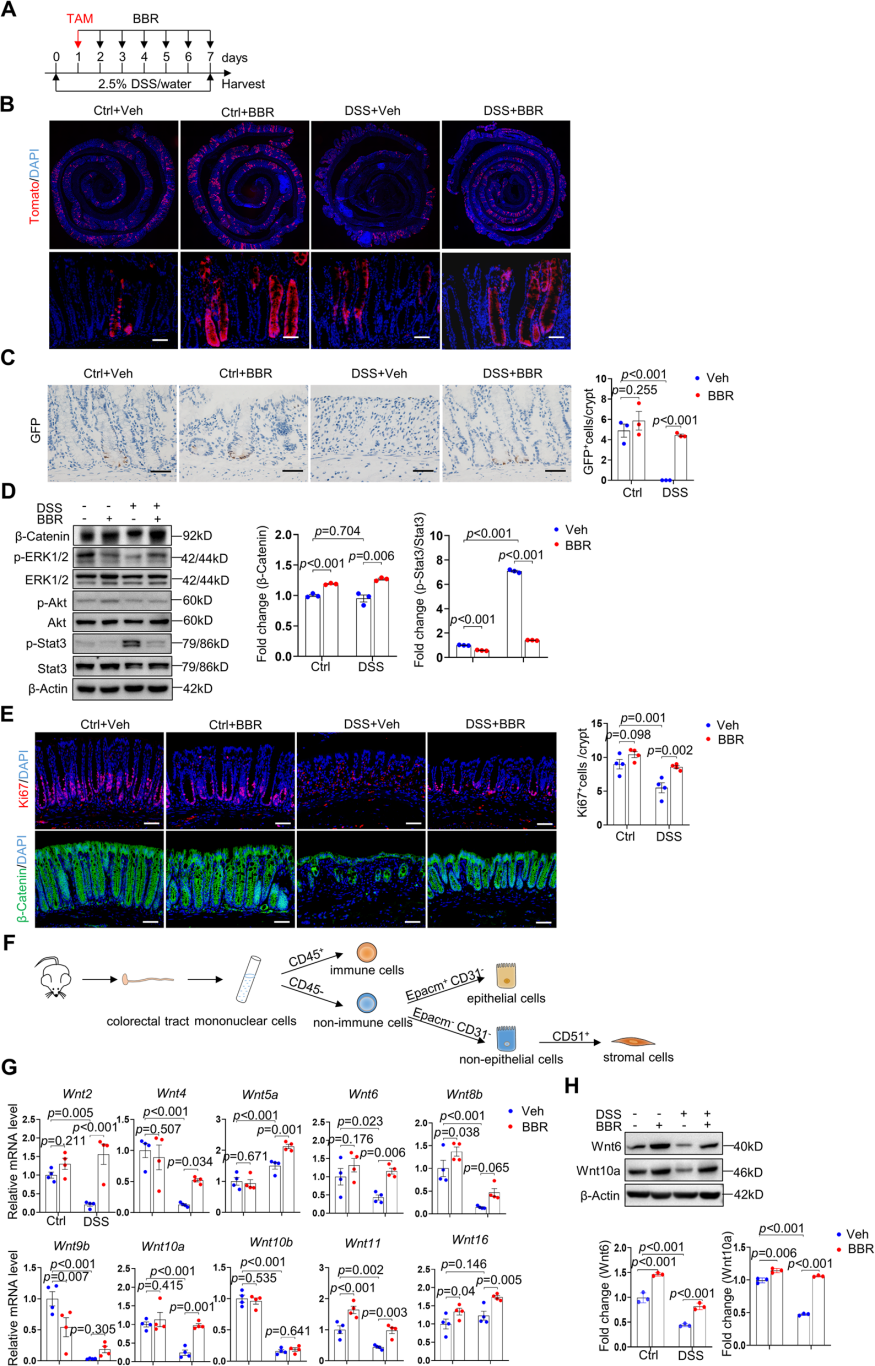
BBR promoted stromal expression of Wnts and ISC-mediated epithelial repair. **A** Diagram showing the times of DSS, BBR, and TAM treatment and colorectal sample collection. **B** Tracing of *Lgr5*^+^ cells in mouse colorectum. The samples of *Lgr5-CreERT; tdTomato* adult mice were sectioned and stained with DAPI. Scale bars, 50 μm. **C** DAB staining showed the number of Lgr5^+^ cells stained with GFP in the four mouse groups, *n*=3 per group. Scale bars, 50 μm. Each dot represented the average of at least five views per sample. Right panel: Quantitation results. **D** WB analysis of activation of β-Catenin and other signaling molecules in the colon samples of the four mouse groups. *n*=3 per group. **E** Immunostaining showed *Ki67*^+^ cells and activation of β-Catenin on rectal samples of normal mice, colitis mice, normal mice receiving BBR, and colitis mice receiving BBR. Scale bars, 50 μm. Each dot represented the average of at least five views per sample. *n*=4 per group. Right panels: Quantitation results. **F** Schematic diagram showing the sorting strategy of colorectal immune, epithelial, and stromal cells. **G** qPCR analysis of various *Wnt* molecules in stromal cells of the four mouse groups, *n*=3 per group. H Western blot analysis revealed that the colon samples of colitis mice showed a decrease in Wnt6 and Wnt10a, which was rescued by BBR. Right panels: quantitation data. *n*=3. Data are presented as means±SEM in (**C**-**H**). Two-way ANOVA with Fisher’s LSD post hoc analysis (*α* = 0.05) was applied in (**C**-**H**). *p*<0.05 was considered as statistically significant. Abbreviation: TAM, tamoxifen

### BBR promoted the expression of Wnt genes in colorectal stromal cells

The activity of ISCs is controlled by their niche, especially the resident stromal cells [6], which secrete Wnts, BMPs, Notch, and other signaling molecules to regulate ISC proliferation and differentiation. In particular, Wnts are critical for ISC proliferation [60]. Western blot analysis of major mitogenic pathways in rectal homogenates revealed that β-Catenin, a downstream transcription factor stabilized by Wnts, was greatly elevated by BBR treatment in colitis samples (Fig. 5D). On the other hand, BBR treatment did not affect ERK and Akt activation (Fig. 5D). We immunostained the rectal sections for β-Catenin and found that BBR increased β-Catenin signals in epithelial cells, associated with an increase in Ki67^+^ proliferating cells (Fig. 5E). These results suggest that Wnt-β-Catenin may play an important role in restitution of colorectal epithelia. We also detected increased p-Stat3 levels in the samples of colitis mice, which was suppressed by BBR (Fig. 5D). These results, together with our RNA-seq results (Fig. 2C, Fig. 3D, and F), suggest that Stat3 pathway plays a role in BBR-induced suppression of inflammation.

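Socs3, a gene induced by Stat3, was 3.45 ± 1.2 FPKM in normal mice, 46.3 ± 12.4 FPKM in colitis mice and 35.3 ± 22.5 FPKM in colitis mice receiving BBR (SD, n = 3 each). It was higher in colitis with a log2 fold change of 3.74 (standard error 0.40, limma adjusted p = 0.00325, with the replicate block 0.00952). With BBR the change was −0.54 (limma adjusted p = 1.00, with the block 0.812), and the values with and without BBR overlapped. Colitis mice receiving BBR remained above normal mice by 3.20 on the log2 scale (limma adjusted p = 0.0277, with the block 0.0651). The mean log2 level of the listed Wnt ligand genes was −1.80, −1.30 and −0.94 in colitis mice number 1, 2 and 4. With BBR it was −1.78, −1.78 and −0.62 in colitis mice number 2, 3 and 4. The groups overlapped, and no rise of the list beyond the spread was seen. These are whole-tissue values, while the paper measured Wnt genes by qPCR in sorted stromal cells.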

A recent study reported that BBR activated Wnt-β-Catenin signaling in colonic epithelial cells to protect the mucosal barrier and blocking the activation of this pathway with FH535, a β-Catenin/Tcf inhibitor, diminished the barrier-protection and immune-suppression activities of BBR [41]. We tested whether BBR directly acted on epithelial cells and activated the β-Catenin pathway using colonic epithelial cell line HCT116. We treated the cells with different doses of BBR and found that BBR activated ERK and Akt to minimal extents; however, it decreased the protein levels of β-Catenin (Fig. S9). These results suggest that increased activation of β-Catenin in colorectal epithelial cells of BBR-treated colorectal samples is unlikely to be cell-autonomous. Instead, BBR may act on other cells to stimulate the synthesis and secretion of Wnt molecules, which then activate β-Catenin in epithelial cells to promote the expression of tight junction proteins. Certainly, this warrants further investigation.

The colonic tissues contain immune cells (CD45^+^), endothelial cells (CD31^+^), and stromal cells besides epithelial cells (EpCAM^+^). Stromal cells do not express CD45, CD31, or EpCAM. Recent studies have shown that stromal cell express CD51 [61]. We isolated stromal cells (CD45^-^CD31^-^EpCAM^-^CD51^+^) from colorectal mononuclear cells by excluding immune cells, endothelial cells, and epithelial cells (Fig. 5F and Fig. S10A). We also analyzed the expression of stromal cell markers Vimentin and CD29 [62, 63] on sorted stromal cells by flow cytometry and found that more than 96.6% of cells were positive for the two markers (Fig. S10A). We then immunostained the sorted cells for Vimentin, EpCAM, CD31, and CD45 and found that all the sorted cells were positive for Vimentin but negative for EpCAM, CD31, and CD45 (Fig. S10B). These results verified the identity of the stromal cells.

qPCR analysis revealed that the stromal cells expressed many Wnt molecules (Fig. 5G). In DSS-induced colitis models, the expression of Wnt molecules including *Wnt2*, *4*, *6*, *8b*, *9b*, *10a*, *10b*, and *11* were suppressed in stromal cells, which was restored by BBR treatment (Fig. 5G), while expression of *Wnt5a* and *Wnt16* was not significantly affected by DSS or BBR and other Wnt molecules were not detected (Fig. 5G). Western blot analysis of the colon samples for Wnt6 and Wnt10a expression confirmed a reduction in these two proteins in colitis mice, which was rescued by BBR (Fig. 5H). Overall, these results suggest that BBR might induce ISC expansion via stromal cell-produced Wnt molecules, consistent with the fact that Lgr5 is a target of Wnt signaling and that Lgr5 activation drives ISC proliferation [60].

### Inhibiting Wnt secretion diminished the therapeutic effect of BBR

The above studies showed that Wnt molecules were down-regulated in DSS-induced colitis samples whereas BBR could restore their expression in resident stromal cells. To test the in vivo roles of Wnt-β-Catenin activation, we administrated IWP-2, an inhibitor of PORCN (Porcupine O-Acyltransferase) required for Wnt modification and secretion, to the mice via peritoneal injection at a dose that has been previously used [64]. We found that β-Catenin signals were significantly suppressed (Fig. 6A). Moreover, in the presence of IWP-2, the therapeutic effects of BBR on colitis mice including the body weight, the colon length, histological changes, the number of goblet cells, and the colitis score were largely diminished (Fig. 6B–E). The remaining effect is likely due to the immune suppression activity of BBR, as we found that IWP-2 did not affect Stat3 activation (Fig. 6A). Overall, these results suggest that Wnt secretion, likely by stromal cells, is required for BBR to execute its therapeutic effect on experimental colitis.

**Fig. 6:**
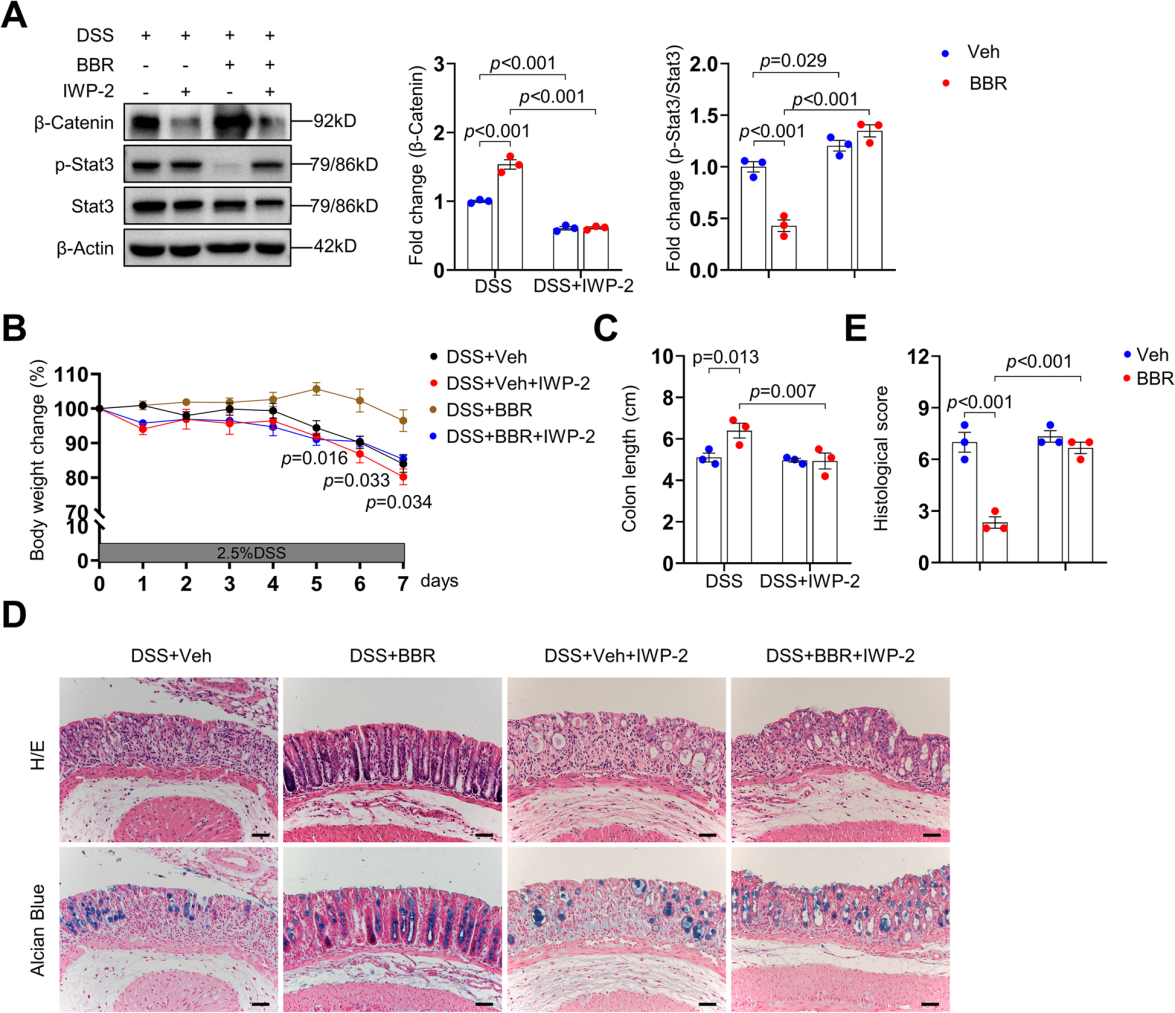
Inhibiting Wnt secretion dampened the therapeutic effects of BBR on colitis. **A** WB results showed activation of β-Catenin in rectal samples of colitis mice, colitis mice receiving IWP-2, colitis mice receiving BBR, and colitis mice receiving BBR and IWP-2, *n*=3 per group. **B–E** The body weights (**B**), colon length (**C**), and histological scores (**E**) were determined and H/E and Alcian Blue staining of rectal sections was performed (**D**). *n*=3 per group. Scale bars, 50 μm. Data are presented as means±SEM in **A**–**C** and **E**. Two-way ANOVA with Fisher’s LSD post hoc analysis (*α* = 0.05) was applied in **A**–**C** and **E**. *p*<0.05 was considered as statistically significant.

### BBR restored circadian gene expression in stromal cells

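Cry2 was 13.8 ± 3.00 FPKM in normal mice and 5.32 ± 0.756 FPKM in colitis mice (SD, n = 3 each), a log2 fold change of −1.34 (standard error 0.42, limma adjusted p = 0.120, with the replicate block 0.0828). Nr1d1 went from 93.8 ± 24.1 to 24.6 ± 19.2 FPKM (SD, n = 3 each), a log2 fold change of −2.29 (standard error 0.94, limma adjusted p = 0.194, with the block 0.0826). Neither overlapped between the groups. With the mice numbered 4 as a block, chosen after seeing the data, Cry2 passed the adjusted limit (limma adjusted p = 0.0435) and Nr1d1 did not (0.0721). With BBR in colitis mice, Npas2 went from 7.19 ± 1.98 to 10.9 ± 0.853 FPKM (SD, n = 3 each) without overlap, a log2 fold change of 0.62 (standard error 0.29, limma adjusted p = 0.809, with the block 0.436). Arntl went from 14.2 ± 8.15 to 19.5 ± 8.38 FPKM (SD, n = 3 each), and these groups overlapped (exact permutation test, two-sided, p = 0.6). Nr1d1 (0.64), Per2 (0.59) and Per3 (0.40) were higher with BBR and Clock was unchanged (0.01), all with overlapping groups.

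**Figure D3:**
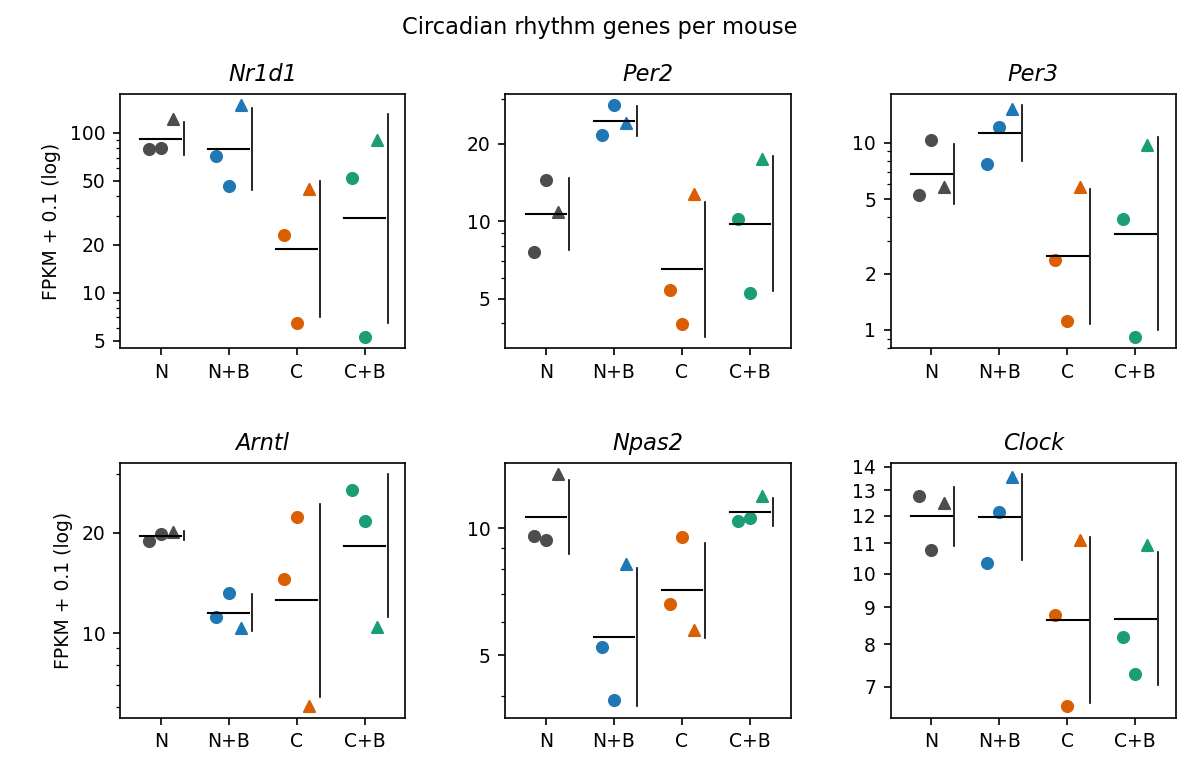
FPKM + 0.1 on a log axis of circadian rhythm genes in each mouse: N, normal; N+B, normal receiving BBR; C, colitis; C+B, colitis receiving BBR. Horizontal lines are means and vertical lines SDs of the log values, and triangles are the mice numbered 4; in Nr1d1 every C mouse lies below every N mouse, and the C+B mice overlap the C mice.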

Our RNA-seq data indicate that colitis was associated with a decrease in the expression of various circadian rhythm genes, which was restored by BBR (Figs. 2 and 3). Previous studies have implicated circadian clock in bone marrow/peripheral macrophages as a regulator of IBD pathogenesis [8]. To determine the contribution of various colorectal cell types to the change in circadian gene expression, we isolated CD45^+^ immune cells, EpCAM^+^ epithelial cells, and CD51^+^ stromal cells from the colon of normal mice, colitis mice, normal mice receiving BBR, and colitis mice receiving BBR, via FACS sorting (Fig. 5F). We isolated RNA from these cells and performed qPCR. We found that expression of major circadian genes was not altered by colitis or by BBR treatment in epithelial cells (Fig. S11A). In immune cells, colitis was associated with a decrease in expression of *Per2* while the expression of other key circadian genes was not affected (Fig. S11B). However, BBR failed to rescue the expression of *Per2* in colitis mice (Fig. S11B). These results suggest that colitis and BBR only have a minor effect on the expression of circadian genes in epithelial cells and immune cells of the colorectal tract.

On the contrary, we found that in colorectal stromal cells, colitis was associated with decreases in the mRNA levels of *Arntl*, *Clock*, *Cry1*, *Cry2*, *Per2*, *Per3*, *Nr1d1*, *Npas2*, and BBR restored the expression of these genes except *Per2* (Fig. 7A). Furthermore, we found that BBR increased the expression of circadian genes including *Arntl*, *Clock*, *Cry2*, *Per1*, and *Npas2* in stromal cells of normal mice (Fig. 7A). Western blot analysis confirmed a reduction in *Arntl* and *Clock* protein levels in the stromal cells of the colitis mice, which was rescued by BBR (Fig. 7B). These results suggest that colitis and BBR mainly affect the circadian rhythm in resident stromal cells rather than epithelial and immune cells.

**Fig. 7:**
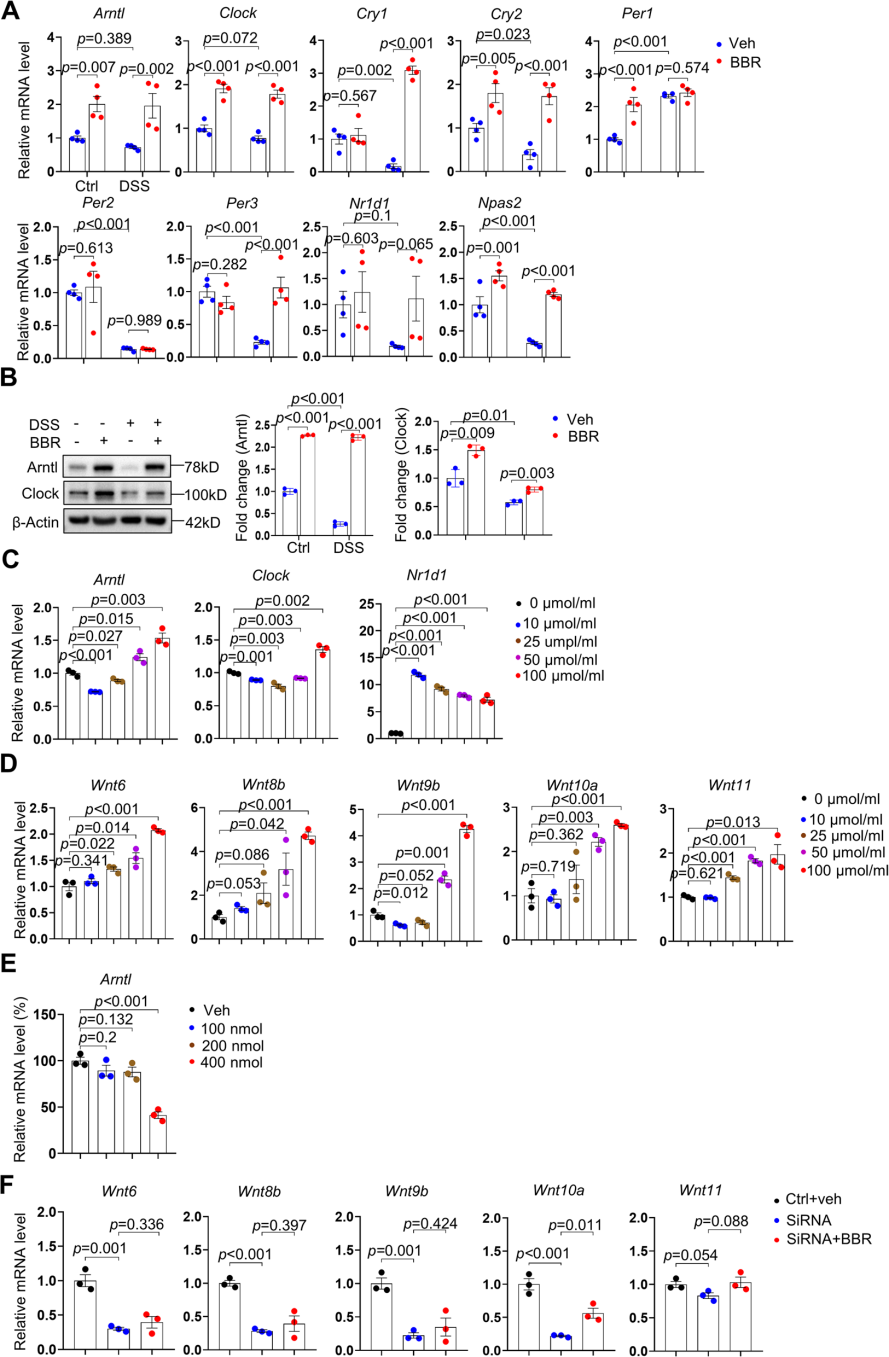
BBR promotes expression of Wnt genes via circadian rhythm. **A** qPCR analysis of various circadian genes in stromal cells from normal mice, colitis mice, normal mice receiving BBR, and colitis mice receiving BBR, *n*=4 per group. **B** Western blot analysis revealed that the colon stromal cells of the colitis mice showed a decrease in Arntl and Clock, which was rescued by BBR. Right panels: quantitation data. *n*=3. **C** qPCR analysis of *Arntl*, *Clock*, *Nr1d1* in cultured stromal cells treated by different dose of BBR, *n*=3 per group. **D** qPCR analysis of *Wnt6*, *Wnt8b*, *Wnt9b,Wnt10b*, and *Wnt11* in cultured stromal cells treated with different dose of BBR, *n*=3 per group. **E** Expression of *Arntl* in cultured stromal cells treated by different concentrations of *Arntl siRNA*, *n*=3 per group. **F** qPCR analysis of *Wnt6*, *Wnt8b*, *Wnt9b*, and *Wnt10b* but not *Wnt11* in *Arntl siRNA* knock-down cells (400 nmol) compared to control. *n*=3 per group. Data are presented as means±SEM in **A**–**F**. Unpaired two-tailed Student’s *t* test was applied in **C**–**F**, two-way ANOVA with Fisher’s LSD post hoc analysis (*α* = 0.05) was applied in **A** and **B**. *p*<0.05 was considered as statistically significant

### Circadian rhythms play a role in BBR-induced Wnt gene expression

Recent studies have shown that circadian rhythms in ISCs are controlled by niche cells during regeneration [13, 65]. To determine whether the circadian rhythm is involved in BBR-induced Wnt expression in stromal cells, we used the primary colorectal stromal cells as a model. In cultured cells, we found that BBR promoted the expression of circadian rhythm genes including *Arntl*, *Clock*, and *Nr1d1* but no other genes (Fig. 7C). Moreover, BBR promoted the expression of various *Wnt* genes including *Wnt6*, *8b*, *9b*, *10a*, and *11* (Fig. 7D). These results suggest that BBR directly acts on stromal cells. Since not all circadian genes or Wnt genes are up-regulated by BBR in cultured stromal cells, we speculate that BBR also regulates the expression of circadian genes and *Wnt* genes in non-cell-autonomous manners.

We then knocked down the main circadian gene *Arntl* in cultured stromal cells with siRNA (Fig. 7E). We found that knock-down of *Arntl* inhibited the expression of *Wnt6*, *8b*, *9b*, and *10a* but not *Wnt11* in cultured stromal cells (Fig. 7F). Moreover, in *Arntl* knockdown cells, BBR failed to increase the expression of *Wnt6*, *8b*, *9b*, and *10a* but not *Wnt11* (Fig. 7F). Taken together, these results suggest that BBR promotes the expression of a number of *Wnt* genes in a circadian-dependent manner in stromal cells.

## Discussion

IBDs are common diseases and the current treatments mainly target immune cells or inflammatory cytokines, with limited success. Early studies have tested targeting epithelial cells, e.g., by activating EGF or TGFβ signaling, to treat colitis, yet, those studies failed to meet the expectation due to the mild efficacy and side effects of the treatments. Here, we show that BBR, a natural product, executes its therapeutic effects on colitis by suppression of inflammation and promoting epithelial repair via activating ISCs. These findings support BBR as a drug candidate to treat patients with colitis.

We show that BBR suppresses the activation of macrophages and granulocytes in colitis mouse models, accompanied by decreases in the production of inflammatory cytokines including IL1β, TNFα, and IL6, yet, T cells are not significantly affected. These findings are consistent with the reported effect of BBR on macrophages but not consistent with the reported effects on T cells [42, 45, 46]. Although BBR has been shown to inhibit NF-κB and AMPK in immune cells [66], we find that BBR also inhibits the activation of Jak-Stat3 signaling, a well-established regulator of cytokine production and inflammation [58]. Overall, our studies support the anti-innate immunity effects of BBR and implicate Stat3 as a mediator in its action.

IBD patients often show disrupted crypt structure in the colorectal tract, especially ulcerative colitis patients. Importantly, we show that BBR promotes ISC activation and the repair of the colorectal epithelia. We find that resident stromal cells expressed several Wnt molecules, and moreover, BBR promotes the expression of the Wnt molecules in these cells. Accordingly, we observe an increase in β-Catenin activation in BBR-treated epithelial cells, accompanied by increased ISC activation. Furthermore, we find that inhibition of Wnt secretion dampens the therapeutic effect of BBR. These results suggest that ISC-mediated epithelial repair is a key factor in colitis treatment.

In this study, our gene expression profiling and quantitative PCR assays reveal that the expression of circadian clock genes is suppressed in experimental colitis, mainly in resident stromal cells. Recent studies suggest that macrophages show circadian rhythms in colitis mouse models [24, 67]. BBR might act on Rev-ERB and mice with Rev-ERbα ablation show more severe colitis, likely via enhanced NF-κB activation in macrophages [23, 67]. Intriguingly, we show that only the expression of *Per2* is suppressed in the colorectal immune cells in colitis mice, which was not affected by BBR, suggesting that circadian rhythms in colonic immune cells are not a major target of BBR. This discrepancy may be caused by analyzing colorectal immune cells in our study and analyzing circulating immune cells in the other study [67]. In contrast to epithelial and immune cells, we uncover decreased expression of a wide-spectrum of circadian genes in colonic stromal cells of colitis mice. The expression of circadian genes shows a day-night rhythm in normal colon samples, which was suppressed in colitis mice. BBR rescues circadian gene expression, although the day-night rhythm is only slightly affected. Overall, these results suggest that BBR may execute its therapeutic effects via affecting circadian gene expression in resident stromal cells rather than immune cells or epithelial cells.

We further show that the circadian clock regulates BBR-induced Wnt production in stromal cells. Previous studies have reported that ISCs show circadian rhythms during regeneration but not under physiological conditions [68, 69]. Here, we show that colitis is associated with decreased expression of circadian rhythm genes in resident stromal cells, which leads to reduced expression of Wnt molecules. These results suggest that the circadian clock in stromal cells affects ISC activities via controlling the synthesis of Wnt molecules (Fig. 8), thus revealing a novel mechanism by which the circadian clock contributes to colitis pathogenesis.

**Fig. 8:**
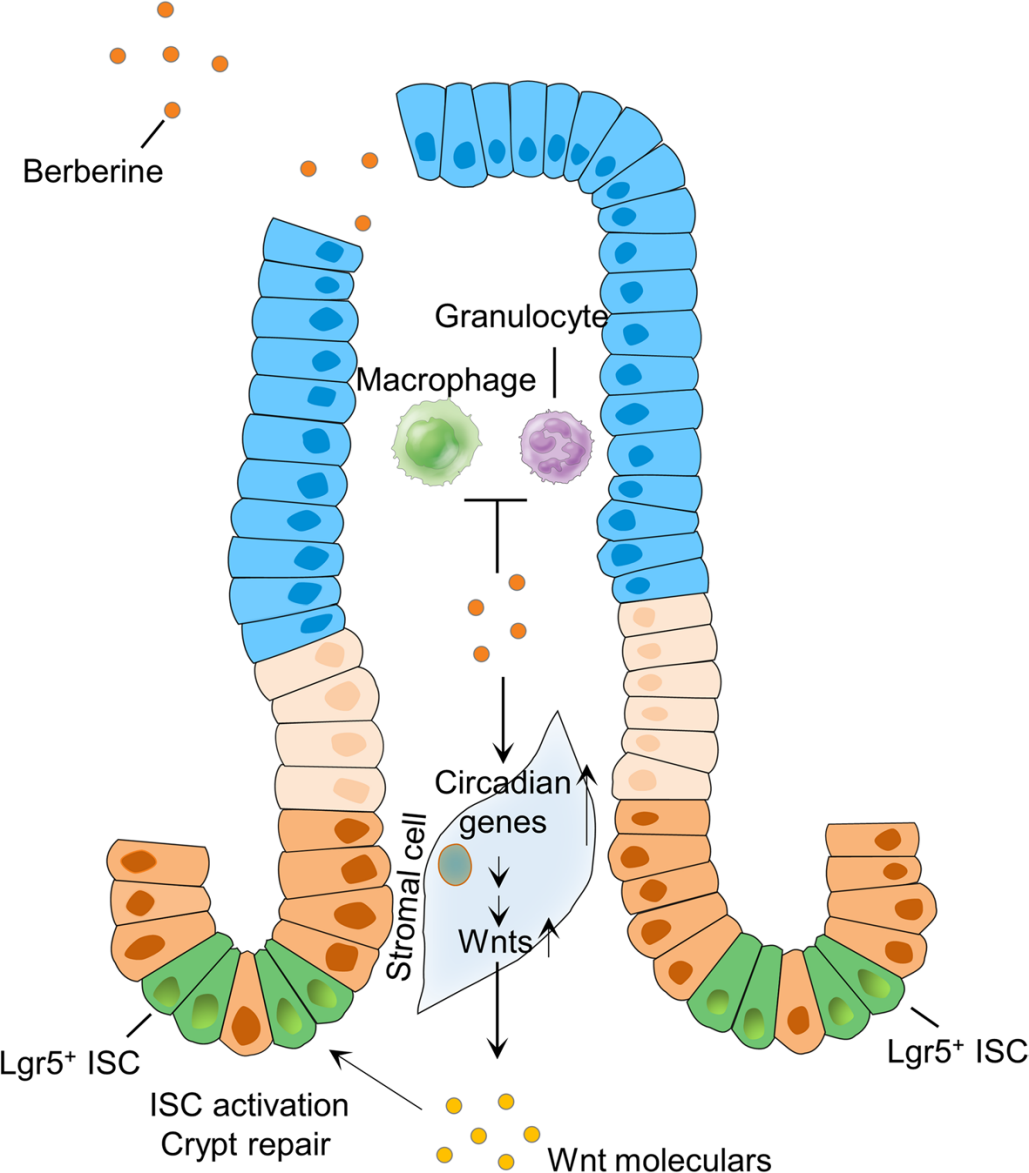
Schematic depiction of the molecular mechanism by which BBR promotes colonic epithelial repair via resident stromal cells and ISCs in colitis treatment

How does BBR affect the expression of clock genes in stromal cells? Since gut microbiota directly regulate circadian rhythms and BBR has been shown to alter the composition of intestinal microbiota [70], one possibility would be that BBR acts on microbes, which in turn regulate circadian gene expression in stromal cells. However, we find that BBR affects the expression of several key circadian genes in cultured stromal cells, suggesting that BBR may directly regulate circadian gene expression as well. In addition, previous studies have shown that BBR activates AMPK [71], which is an important regulator of circadian genes [72]. We speculate that BBR may also control circadian gene expression via AMPK, this certainly warrants further investigation.

While colitis pathogenesis studies have mainly focused on immune cells and microbiota, our recent studies have shown that stromal cell-generated PGE_2_ plays a critical role in suppressing colitis development and IBD patients show a reverse correlation between the levels of Cox2 (an enzyme to synthesize PGE_2_) expression in colorectal stromal cells and severity of the disease [73]. It is likely that loss of anti-inflammation activity in resident stromal cells contributes to the pathogenesis of IBDs. Recent single-cell profiling also reveals that stromal cells might even gain pro-inflammatory activities in IBD [62, 74]. Here, we show that BBR targets colon resident stromal cells to increase the expression of Wnt molecules, which in turn activate ISCs to promote epithelial regeneration. Overall, these results underscore the importance of resident stromal cells in the pathogenesis of colitis as well as the treatment of colitis.

## Conclusions

Our study shows that berberine is more effective in treating experimental colitis than sulfasalazine. BBR suppresses the activation of innate immune cells and promotes intestinal stem cell expansion and colonic epithelial repair in colitis models. Mechanistically, BBR up-regulates the expression of Wnt molecules in resident stromal cells, the ISC niche, via circadian rhythms, to activate ISCs (Fig. 8). These findings suggest that the stromal niche/ISC duo is a feasible target for IBD treatment and that the dual effects of BBR in suppressing inflammation and promoting epithelial repair make it a strong candidate to treat IBD patients.

## Methods

### Chemicals and reagents

Berberine chloride (purity ≥98%) was purchased from Shanghai Meryer Chemical Technology Co., Ltd (Shanghai China) and Sichuan Good Doctor Panxi Pharmaceutical Co., LTD. (Xichang China). Dextran sulfate sodium (DSS) was purchased from MP Biomedicals (MW; 36000-50000, MP Biomedicals, Solon, OH, USA); Sulfasalazine was from Shanghai Fuda Pharmaceutical Co. Ltd (Shanghai China). Tamoxifen was purchased from Sigma (USA). Lipofectamine^TM^2000 was purchased from Invitrogen (USA). Berberine, sulfasalazine, and DSS were dissolved in water.

### Mice

All mouse works followed the recommendations of the National Research Council Guide for the Care and Use of Laboratory Animals, with the protocols approved by the Institutional Animal Care and Use Committee of Shanghai, China [SYXK(SH)2011-0112]. Male C57BL/6 mice, age 8~10 weeks, weight 23~25g, were obtained from the Shanghai Model Organisms Center, Inc. *Lgr5-GFP-CreERT* mice were generated in Hans Clever’s lab and *Rosa-tdTomato* mice were purchased from The Jackson Laboratories. The mice were maintained in the SPF animal facility of Shanghai Jiao Tong University. The colon samples used in this study were collected starting from 9am unless designated otherwise.

#### Genotyping of Lgr5-GFP-CreERT; Rosa-tdTomato mice

The tail DNA was used for genotyping. Standard PCR reactions were conducted for genotyping. The following primers were used: Lgr5-CreERT 8060:5′-CTGCTCTCTGCTCCCAGTCT -3′, Lgr5-CreERT 8061:5′-ATACCCGGTGAACAGCTC -3′, Lgr5-CreERT 9402:5′-CACCCCGGTGAACAGCTC -3′. Rosa-tdTomato MR9020:5′-AAGGGAGCTGCAGTGGAGTA-3′, Rosa-tdTomato MR9021:5′-CCGAAAATCTGTGGGAAGTC-3′, Rosa-tdTomato MR9103:5′-GGCATTAAAGCAGCGTATCC-3′, Rosa-tdTomato MR9105:5′-CTGTTCCTGTACGGCATGG-3′. The amplified DNA was electrophoresed onto 3% agarose gel.

### Induction of colitis and treatment regimens

For induction of the colitis model, adult male mice were given 2.5% DSS in drinking water for 7 days. For treatment, the mice were divided into four groups: normal mice, colitis mice, colitis mice receiving berberine or SASP, and normal mice receiving berberine or SASP. Berberine or SASP was administrated via gavage one dose per day, starting either at day 1 and continued until day 7 with mice being sacrificed at day 8, or starting at day 8 after treatment with mice being sacrificed at day 14.

### Tracing the Lgr5 lineage cells

In the tracing experiment, *Lgr5-CreERT; Rosa-tdTomato* mice were divided into four groups: normal group, colitis group, colitis group receiving berberine, and normal group receiving berberine. GFP staining was used to determine the presence of Lgr5^+^ ISCs. To trace the daughter cells of Lgr5^+^ ISCs, tamoxifen and berberine were administrated at day 1 after given DSS, and the mice were sacrificed at day 8. Tomato^+^ cells were analyzed.

### H/E and Alcian blue staining

The rectum segments 2 cm above the anal canal were removed and put into a roll, which was fixed in 4% paraformaldehyde overnight. On the second day, the samples were dehydrated and embedded in paraffin. For the cryostat section, rectal samples were embedded in OCT and frozen in liquid nitrogen. Rectal samples were sectioned at 4 μm thickness and then prepared for staining. H/E staining and Alcian Blue staining were performed following standard protocols.

### Histological score

Histological score was evaluated following the standard protocol, which consists of two different scores: epithelium score and infiltration score. For the epithelium score, normal=0; loss of goblet cells=1; loss of goblet cells in large areas=2; loss of crypts=3; loss of crypts in large areas=4. For the infiltration score, no infiltration=0; infiltration around the crypt=1; infiltration reaching the muscularis mucosa=2; infiltration to the muscularis mucosa and thickening of mucosa with abundant edema=3; infiltration to submucosa=4.

### Immunohistochemical staining

Tissue sections were dewaxed, rehydrated, and permeabilized with 1% Triton X100 in PBS for 15 min. For antigen recovery, sections were put into 99°C citrate buffer or EDTA buffer for 30 min. The sections were blocked with 20% goat serum in PBS at room temperature for 1 h, then incubated with primary antibody (1:100) at 4°C overnight. On the second day, the sections were firstly rewarmed at 37°C for 1 h. For immunofluorescent staining, fluorescence-conjugated secondary antibody of corresponding species and DAPI were added at dilution 1:100 for 1 h at 37°C, and then sealed. The following primary antibodies were used: CD45 (abcam, ab10558), Ki67 (Invitrogen, pa5-19462), E-Cadherin (BD, 610182), β-Catenin (BD, 61053). DAB staining was performed following the standard protocol. The following antibodies were used: p-STAT3 (cell signaling, 9145), GFP (Cell Signaling, 2956), Vimentin (abcam, ab92547), CD45 (abcam, ab10558), CD31 (abcam, ab56299), EpCAM (abcam, ab221552). All antibodies were diluted 1:100.

### Primary colorectal stromal cell and HCT116 culture

Mice were euthanized and the colorectal tract was collected, washed for 10 min in PBS containing 0.01 mM DTT (Sigma) and 0.3 mM EDTA to remove the mucus, and then placed in PBS containing 0.3 mM EDTA for 10 more minutes. The tissue was then cut into 3–4 mm pieces, digested with type VIII collagenase at 37°C for 1.5 h. The digested juice was filtered through a 70-μm cell strainer. After centrifuging at 1000 rpm for 5 min, the cells were re-suspended in MEM Alpha medium containing 15% fetal bovine serum and cultured in 12-well plates at 37°C in a humidified atmosphere with 5% CO_2_. These cells were considered stromal cells.

Human colon cancer cell HCT-116 was cultured in RPMI 1640 medium containing 10% fetal bovine serum at an environment of 37°C with 5% CO_2_.

### siRNA transfection

For *in vitro* knock-down experiments, we used Lipofectamine^TM^2000 and Stealth RNAi ^TM^ negative control kit from Invitrogen. The sequences of *Arntl* siRNA were: 5′-CGAAGUCGAUGGUUCAGUUTT-3′; and 5′-AACUGAACCAUCGACUUCGTA-3′. The siRNA transfection was performed following the standard procedure provided by Invitrogen.

### Western blot

The colorectal tissues were taken out from −80°C and placed on ice. RIPA buffer containing protein inhibitors was added in 1:10 ratio according to the weight of the tissues. After grinding for 2–3 cycles (65HZ, 90s), the supernatant was collected and the protein concentration was determined using Pierce^TM^ BCA Protein Assay Kit (Pierce, USA). Protein samples were electrophoresed with 10% SDS-PAGE and transferred to PVDF membrane (Millipore), blocked with 5% non-fat milk for 1 h, incubated with primary antibodies at 4°C overnight, followed by incubation with secondary antibodies. The blots were visualized and quantified with the FluoChem M system (ProteinSimple). The following antibodies were used: β-Catenin (BD, 61053), p-Stat3 (Cell Signaling, 9145), Stat3 (Cell Signaling, 9139), p-ERK (Cell Signaling, 9106), ERK (Cell Signaling, 9102), p-Akt (Cell Signaling, 4060), Akt (Cell Signaling, 9272), β-Actin (Santa Cruz, 47778), Arntl (Cell Signaling, 14020), Clock (Cell Signaling, 5157), IL-6 (abcam, 229381), TNFα (Cell Signaling, 11948), Wnt6 (abcam, 154144), Wnt10a (abcam, 106522), PMCA (Santa Cruz, 271917). All antibodies were diluted 1:1000.

### Quantitative PCR

Total RNA was isolated from tissues or cells with Trizol regent (Invitrogen), and 1 μg RNA was reversed transcribed into cDNA with the cDNA Synthesis Kit (Thermo), which was used for quantitative PCR analysis (Roche LightCycler480II). All the primers were based on previously published studies and purchased from Shanghai Sangon Biotech Co., Ltd. The sequences of the primers were listed in Table S1.

### RNA sequencing and analysis

Total RNA was extracted from the fresh rectal samples of normal mice, colitis mice, normal mice receiving berberine, and colitis mice receiving berberine. Ribo-Zero Gold rRNA removal kit H/M/R (Illumina) was used for rRNA depletion. Total RNA sample QC was performed on 2100 Bioanalyzer (Agilent) using Agilent RNA 6000 Nano Kit. Libraries were constructed following standard steps, with library being single-strand circle DNA (ssCir DNA). For the purpose to make DNA nanoball (DNB), the library was amplified with phi29 (Thermo Fisher Scientific). For sequencing, DNBs were transformed to single end 50 bases reads and sequence on the BGISEQ-500 platform (BGI-Shenzhen, China). Filtering reads and generating FASTQ format were achieved by SOAPnuke (v1.5.2). Bowtie2 (v2.2.5) was used to align clean reads to the reference mouse genome with parameters and RSEM (v1.2.12) was used to calculate gene expression. In this study, different expression genes (DEGs) that met statistical significance (*P*-value ≤0.05) and expression fold changes (fold change ≥0) were analyzed further. In pathway analysis and GO analysis, all candidate DEGs were classified according to official classification with the KEGG or GO annotation result and hyper (a function of R) was performed in GO and pathway functional enrichment. In GO analysis, stage-specific gene signature was analyzed in Biological Process. The *P*-value calculating formula was performed on wiki (https://en.wikipedia.org/wiki/Hypergeometric_distribution). False discovery rate (FDR) was calculated for each *p* value with FDR ≤ 0.01 and was defined as significantly enriched.

### Flow cytometry and cell sorting

The fresh rectal samples were digested with collagenase VIII following the standard protocol. Released cells were passed through a 70-μm strainer and cells were collected after being centrifuged at 1000 rpm for 5 min. For rectal lymphocyte isolation, at the interface of a 40:80% Percoll (GE Healthcare) gradient, lamina propria lymphocytes could be collected after being centrifuged at 2500 rpm for 20 min. For rectal lymphocytes analysis, lamina propria lymphocytes were stained with Fixable Viability dye (BD Bioscience) for 20 min. After that, the isolated cells were stained with lymphocyte surface markers for 30 min. The surfaces markers were as follows: APC-F4/80, APC/Cyanine7-CD4, APC/Cyanine7-Gr1, FITC-CD3, PerCP/Cyanine5.5-CD11b, APC-CD86, and BV510-CD8a (all from BioLegend), FITC-MHCII (eBioscience), and Alexa Fluor 700-CD45.2 (BD). All data collected were re-analyzed using FlowJo (Tree Star). For cell sorting, the cells were stained with the following antibodies for 30 min: FITC-CD31, PE-CD45, PE-CD51, and PE-CD326 (also known as EpCAM) (all from BioLegend). Cell sorting was performed on S3e^TM^ cell sorter (Bio-Rad). For primary colon stromal marker analysis, cells were stained with the following markers for 30 min: PE/Cyanine7-Epcam, FITC-CD31, PE/Dazzle-CD45, FITC-CD29, PE-CD51 (all from BioLegend), and Vimentin (abcam, ab92547). In addition, Vimentin required secondary antibodies.

### Statistical analysis

All data were presented as mean ± SEM and all experiments were repeated at least three times. Statistical analysis and plotting were processed with GraphPad Prism 8. Unpaired two-tailed Student’s *t* test was used to determine the significance of the differences between two groups. *p*<0.05 were considered significant.

## Supplementary Information

**Additional file 1: Table S1.** Primer sequences used in the study. **Fig. S1.** Determining the optimal dose of BBR or SASP on colitis treatment. **Fig. S2.** Comparison of BBR and SASP on colitis after DSS withdrawal. **Fig. S3.** Gene expression profiling of rectal samples of BBR-treated normal mice. **Fig. S4.** BBR promotes the expression of mineral absorption genes. **Fig. S5.** Comparison of phenotypes at 03, 09, 15, and 21 of the day in DSS-induced colitis mice. **Fig. S6.** Gene expression profiling of samples of SASP-treated colitis mice. **Fig. S7.** Isotype controls for immune cell flow cytometry analysis. **Fig. S8.** Genotyping of the *Lgr5-CreERT; Rosa-tdTomato* mice. **Fig. S9.** The effect of BBR on β-Catenin and other signaling molecules in HCT116 cells. **Fig. S10.** Verification of the colonic stromal cells. **Fig. S11.** The effect of BBR on circadian gene expression in colorectal immune and epithelial cells.

**Additional file 2.** Original gels and blots.

## Data Availability

The mouse RNA-seq data used in this study were uploaded onto the GEO database (NCBI) under the accession Series GSE197342 [75] and GSE216260 [76], which are publicly available. All other data generated or analyzed during this study are included in this published article and its additional files.

## Abbreviations

BBR: Berberine
SASP: Sulfasalazine
IBD: Inflammatory bowel disease
ISC: Intestinal stem cell

# Supplementary material for: Berberine increases stromal production of Wnt molecules and activates Lgr5+ stem cells to promote epithelial restitution in experimental colitis
**Source:** BMC Biol. 2022 Dec 17;20:287. doi: 10.1186/s12915-022-01492-z
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primer sequences used in the study. Fig. S1. Determining the optimal dose of BBR or SASP on colitis treatment. Fig. S2. Comparison of BBR and SASP on colitis after DSS withdrawal. Fig. S3. Gene expression profiling of rectal samples of BBR-treated normal mice. Fig. S4. BBR promotes the expression of mineral absorption genes. Fig. S5. Comparison of phenotypes at 03, 09, 15, and 21 of the day in DSS-induced colitis mice. Fig. S6. Gene expression profiling of samples of SASP-treated colitis mice. Fig. S7. Isotype controls for immune cell flow cytometry analysis. Fig. S8. Genotyping of the Lgr5-CreERT; Rosa-tdTomato mice. Fig. S9. The effect of BBR on β-Catenin and other signaling molecules in HCT116 cells. Fig. S10. Verification of the colonic stromal cells. Fig. S11. The effect of BBR on circadian gene expression in colorectal immune and epithelial cells.

**Table S1. Primer sequences used in the study.**

| Gene(mouse) | Forward Primer | Reverse Primer |
| --- | --- | --- |
| IL6 | GTTGCCTTCTTGGGACTGATG | GACTCTGGCTTTGTCTTTCTTGTT; |
| IL1b | GCAACTGTTCCTGAACTCAACT | ATCTTTTGGGGTCCGTCAACT |
| TNF-α | CCCTCACACTCAGATCATCTTCT | GCTACGACGTGGGCTACAG |
| IFN-γ | CTGCTGATGGGAGGAGATGTCT | TGCTGTCTGGCCTGCTGTTA |
| Ptgs2 | CAGATGACTGCCCAACTCCC | TGAACCCAGGTCCTCGCTTA |
| Arntl | GCAGTGCCACTGACTACCAAGA | TCCTGGACATTGCATTGCAC |
| Clock | CCTATCCTACCTTGGCCACACA | TCCCGTGGAACCTAGAC |
| Cry1 | CCCAGGCTTTTCAAGGAATGGAACA | TCTCATCATGGTCATCAGACAGAGG |
| Cry2 | GGGACTCTGTCTATTGGCATCTG | GTCACTCTAGCCCGCTTGGT |
| Per1 | CAGGCTAACCAGGAAATCTACCAGC | CACAGCCACAGAGAAGGTGTCCTGG |
| Per2 | GGCTTCACCATGCCTGTTGT | GGAGTTATTTCGGAGGCAAGTGT |
| Per3 | CTGCTCCAACTCAGCTTCCTTT | TTAGACAGCAAGGCTCTGGTTCT |
| Npas2 | GTATGCACAGAGCCAAGTGATGTT | TGCTCACTGTGCAGAGACGTTG |
| Nr1d1 | TTTTTCGCCGGAGCATCCAA | ATGTCGGCAAGCATCCGTTG |
| B2M | GCTATCCAGAAAACCCCTCAAATTCA | GCAGGCGTATCTATCAGCCTCAGTG |
| S100g | CCTGCAGAAATGAAGAGCATTTT | CTCCATCGCCATTCTTATCCA |
| Slc5a1 | TTGGAGTCCTCTGGGATGTC | GCCATCATCCTCTTCGTCAT |
| Slc46a1 | ATGTTAGCTCTAACCACAGTCG | AACAAAATGCTGCGTATAGAGC |
| Slc26a3 | GGTTGGGAACATGAGTCTTGGA | GCCGAAGCTGTCTCCTATGG |
| Slc34a2 | CTATTCCGCCCTGGTTCTC | GAAAATGCAGAGCGTCTTCC |
| VDR | AGGCCCACACTCAGCTTCT | ACAGGTCCAGGGTCACAGAG |
| Atp2b1 | GCACCAAGTTGAAAACATCTCCC | TCTCCACAAAGTGCATTATCCCC |
| Atp2b4 | GGTCAGGTCATCTCTGCAATAC | CATCTCGGCAAGGTCAATCT |

**Fig. S1**

**
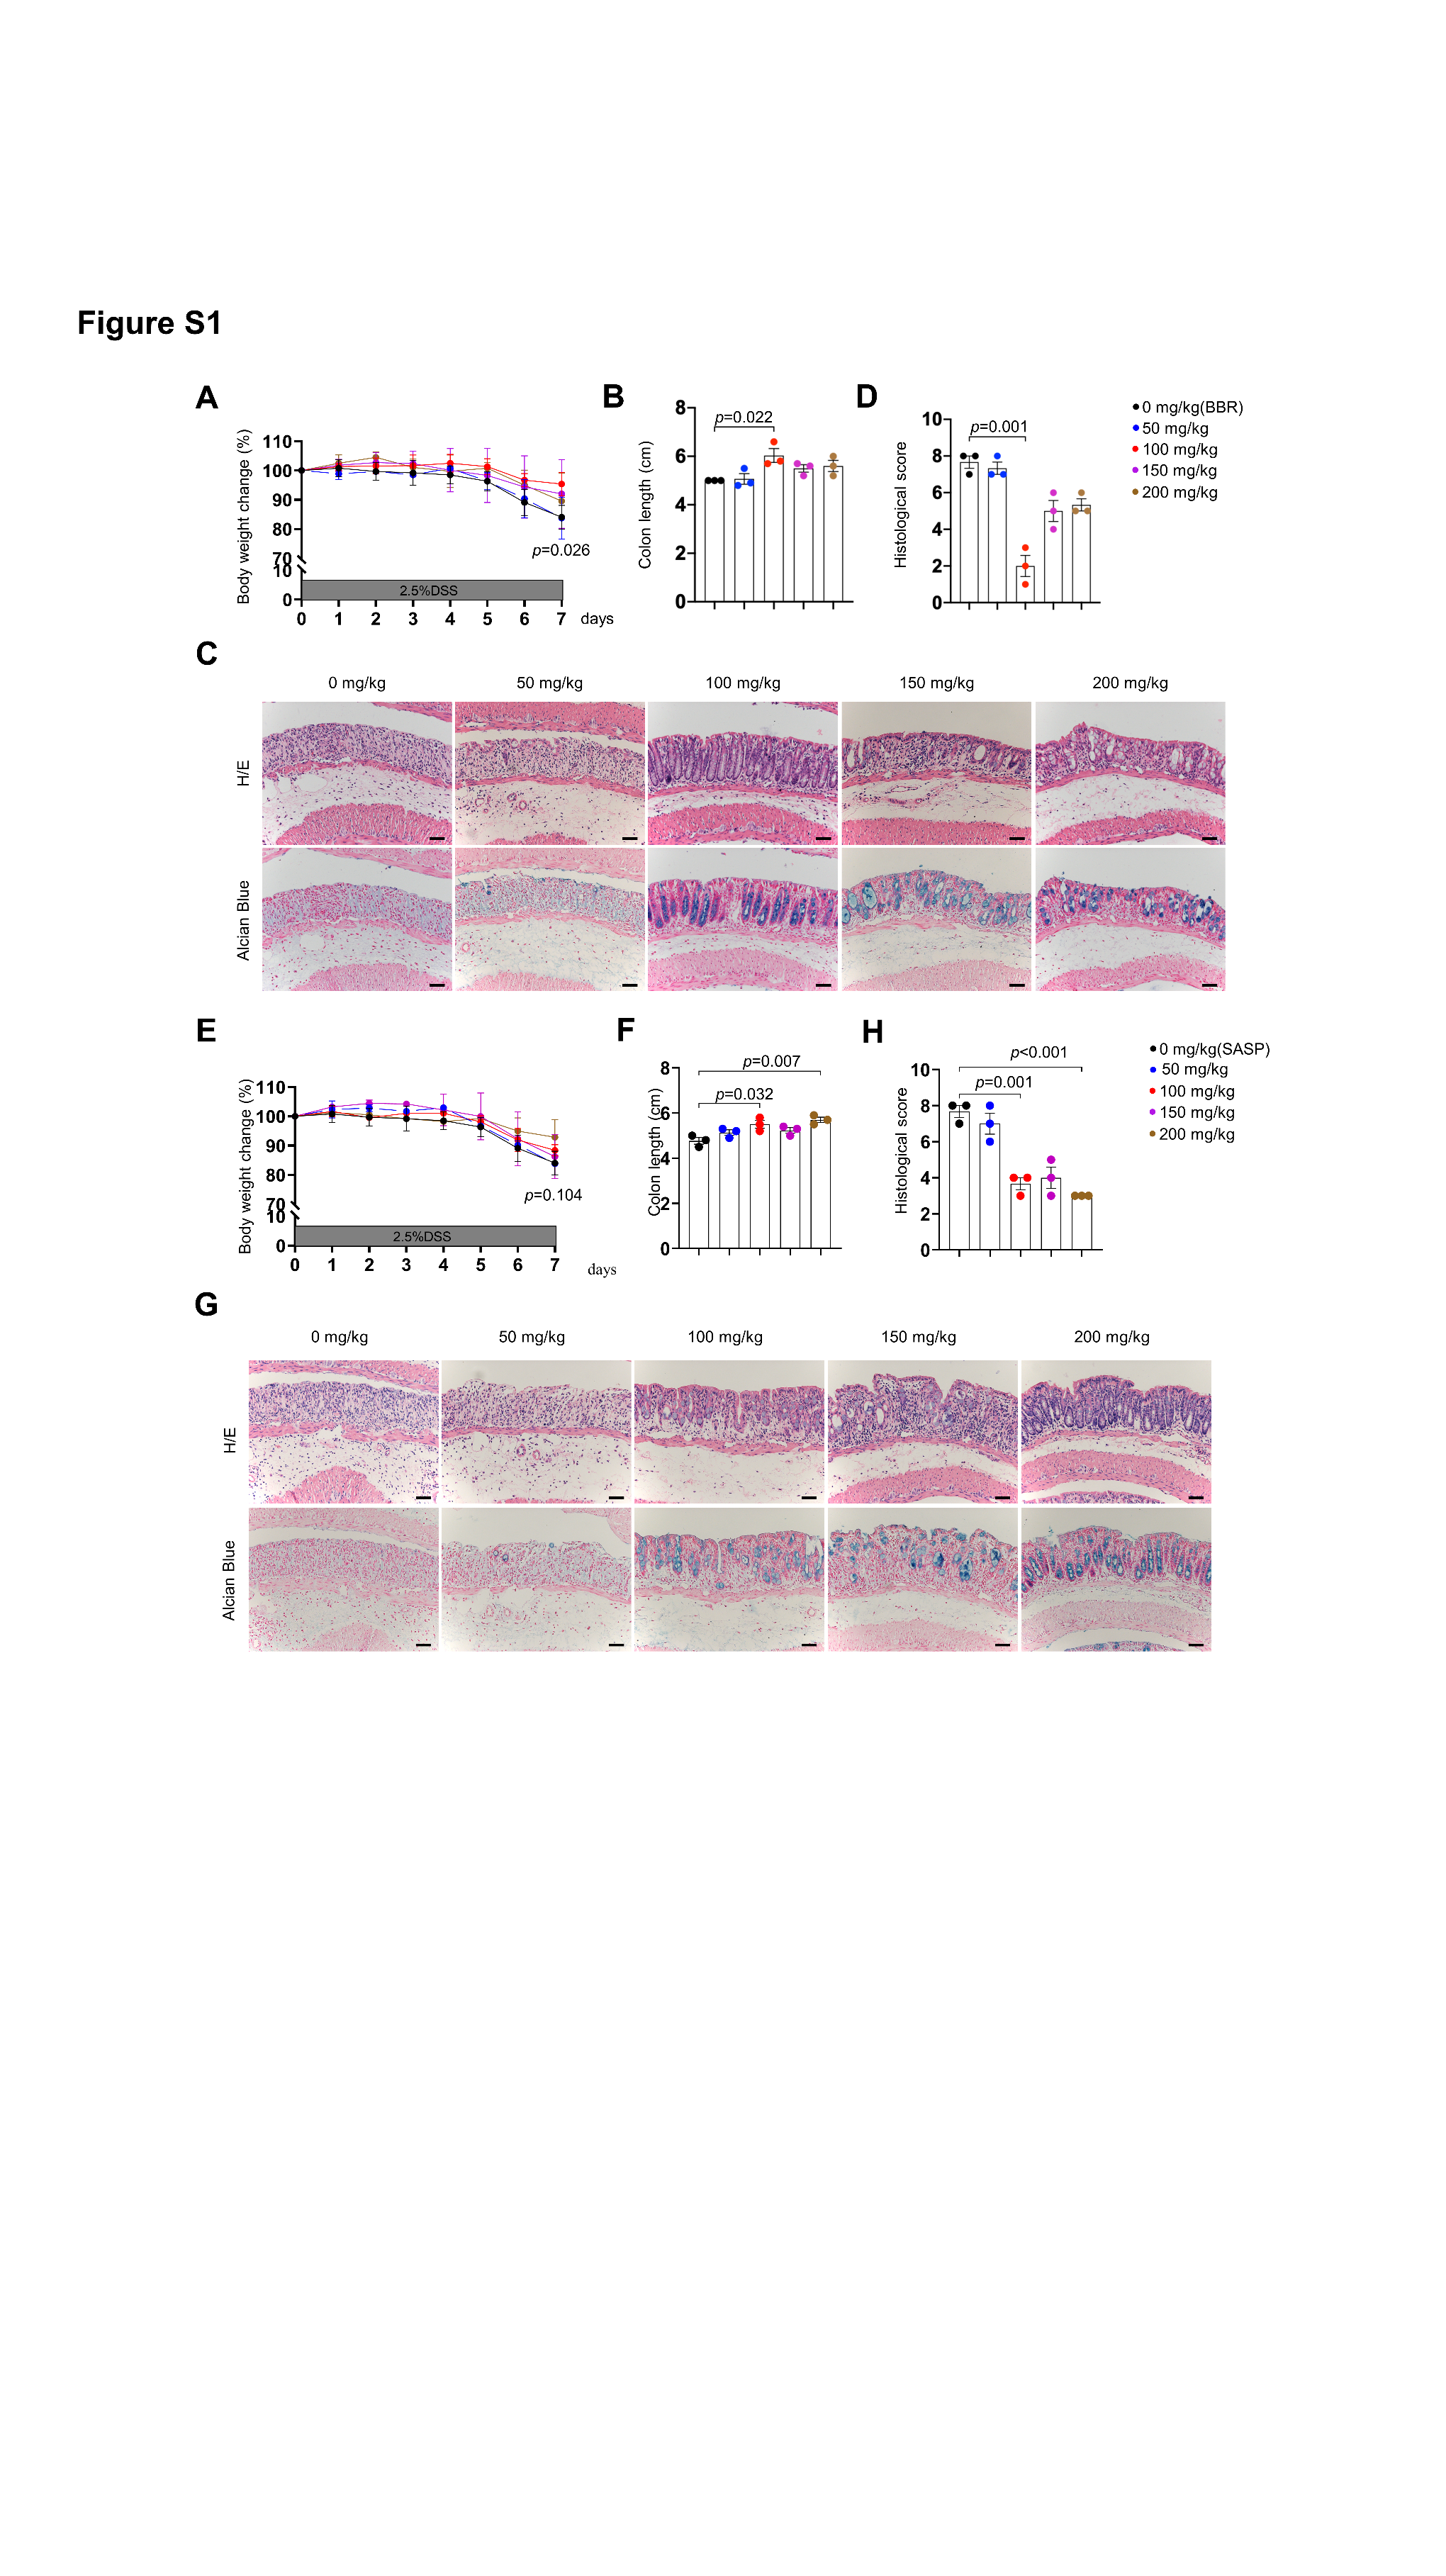
**

**Fig. S1 Determining the optimal dose of BBR or SASP on colitis treatment.A**-**D** Colorectal samples were harvested after 7 days of DSS treatment in adult male mice, which were treated with different doses of BBR starting from day 1. We determined the body weights (**A**), colon length (**B**), and histological scores (**D**) and performed H/E and Alcian Blue staining of rectal sections (**C**). **E**-**H** Colorectal samples were harvested after 7 days of DSS treatment in adult male mice, which were treated with different doses of SASP starting from day 1. We determined body weights (**E**), colon length (**F**), and histological scores (**H**) and performed H/E and Alcian Blue staining of rectal sections (**G**). *n*=3 per group. Scale bars, 50 μm. Data are presented as means±SEM. Unpaired two-tailed Student’s *t* test was applied. *p*<0.05 was considered as statistically significant.

**Fig. S2**

**
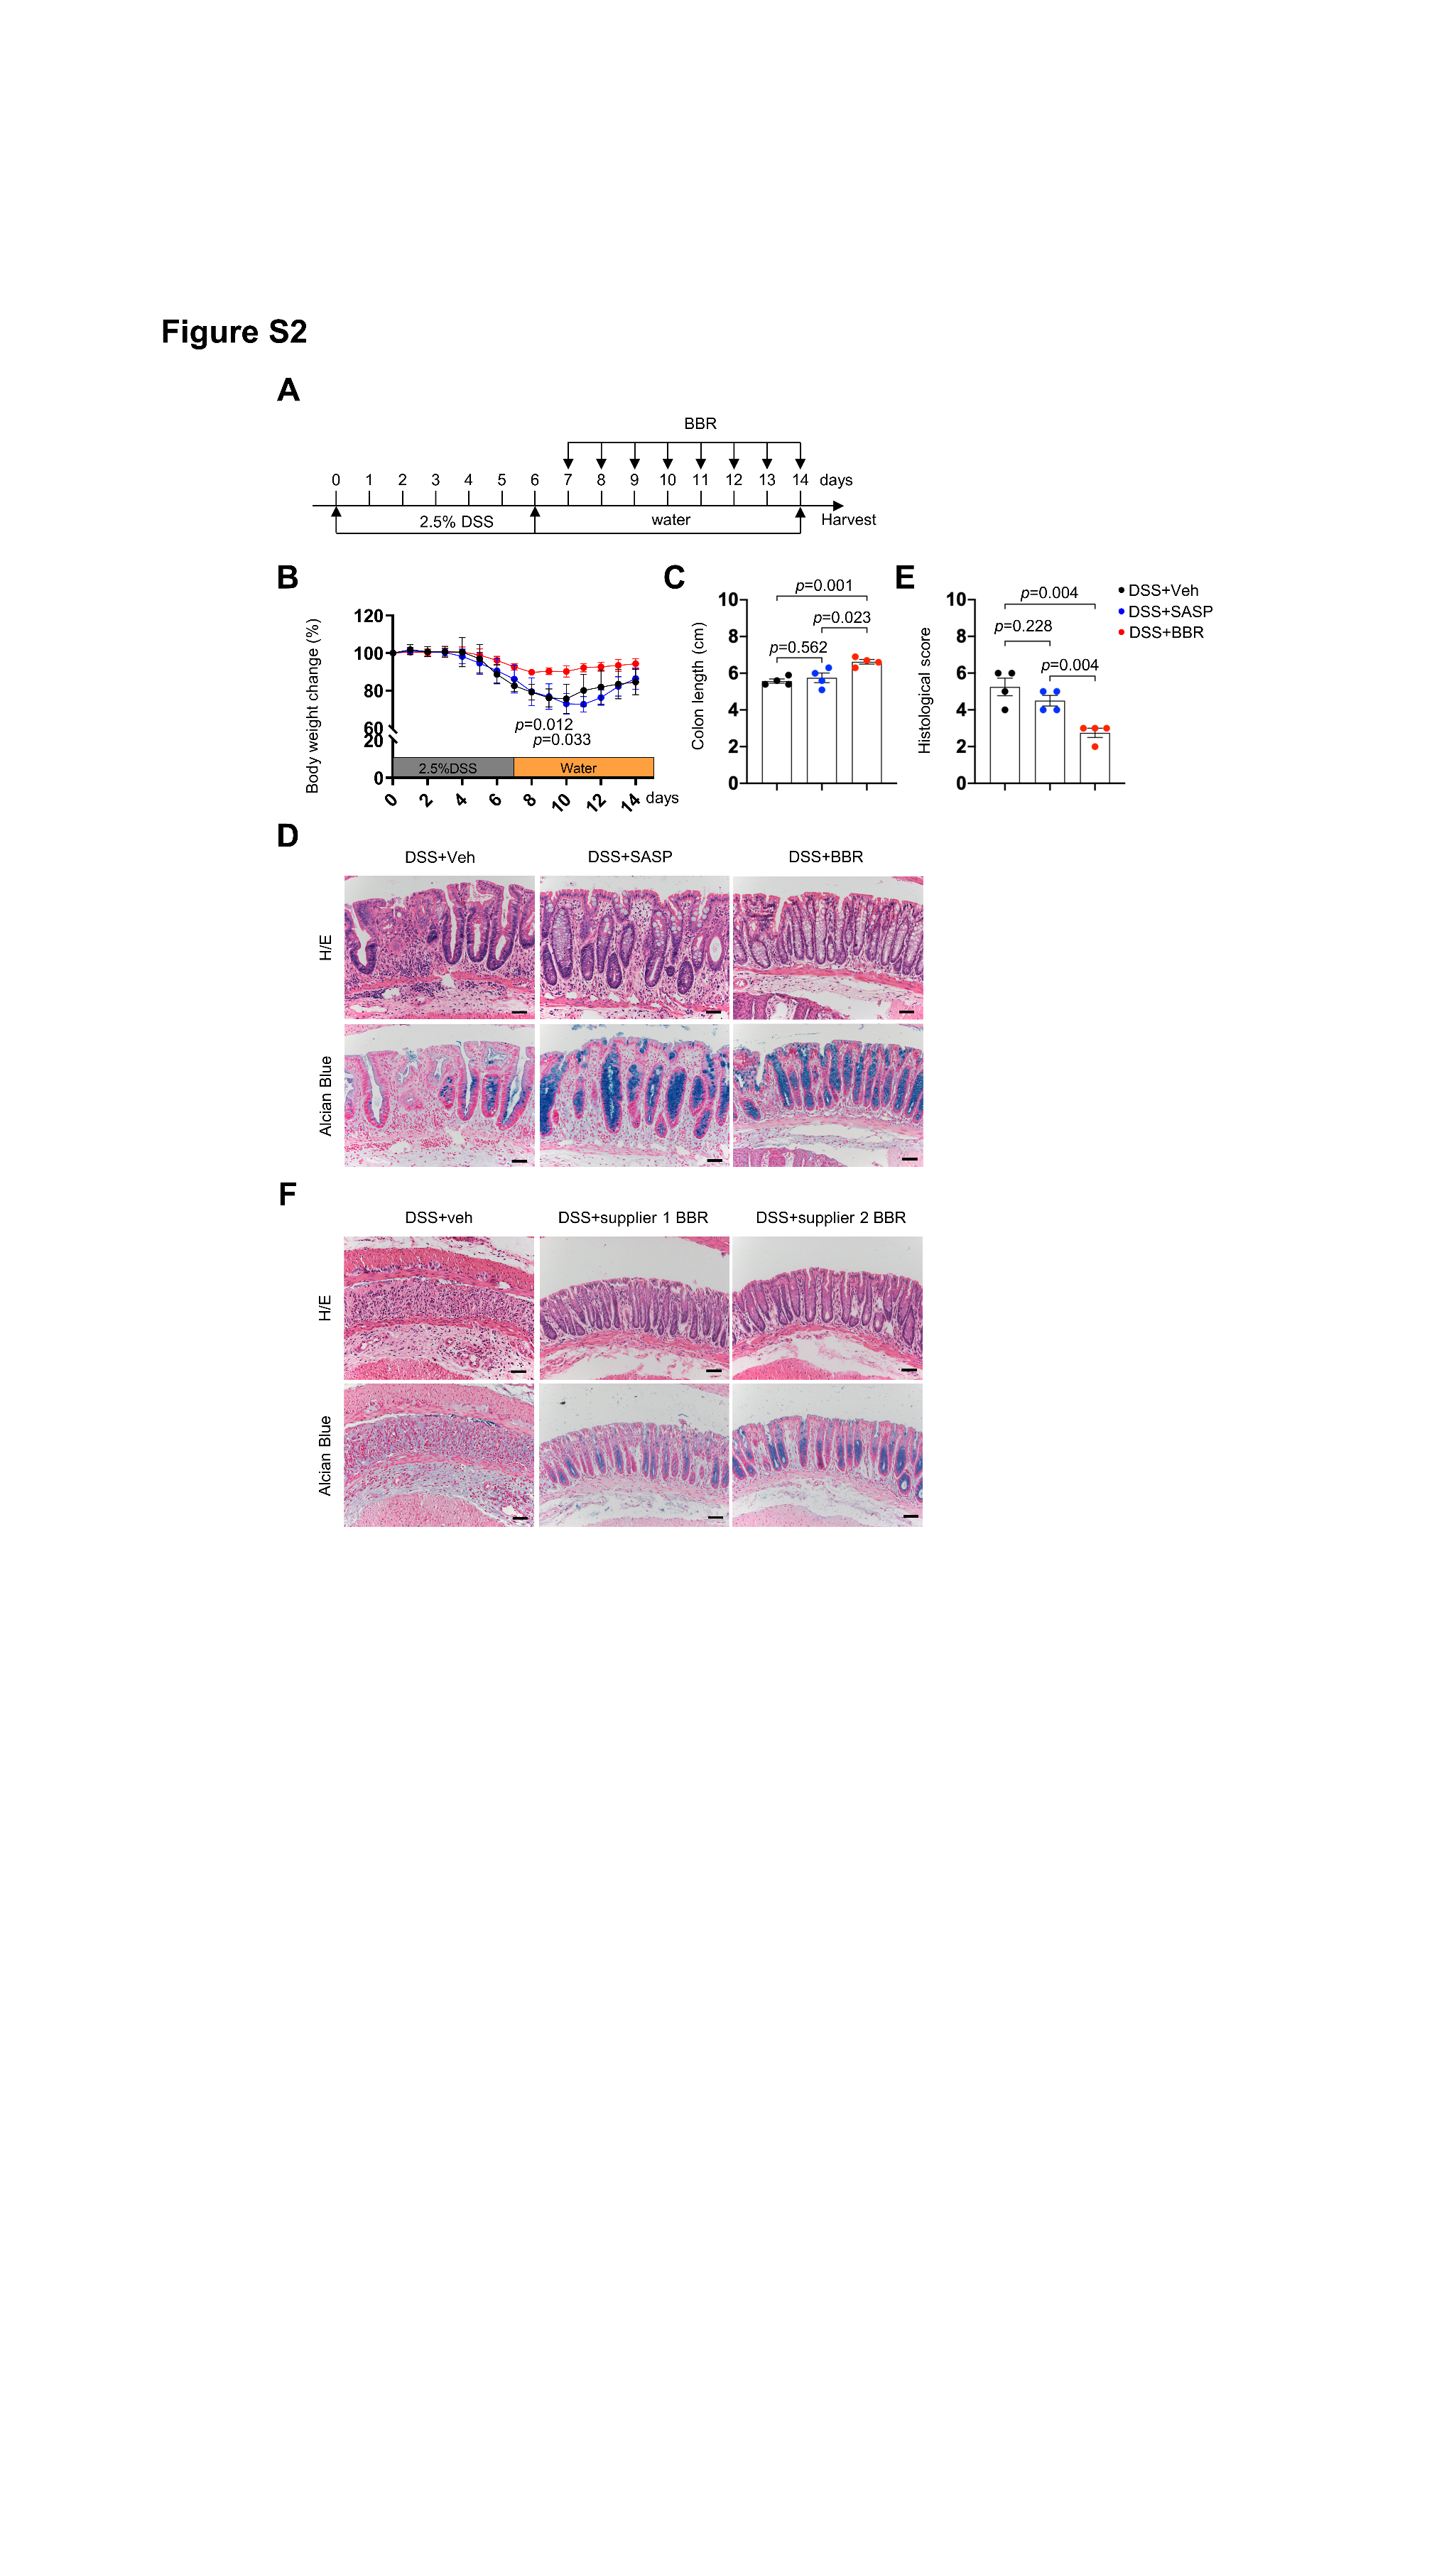
**

**Fig. S2 Comparison of BBR and SASP on colitis after DSS withdrawal.** **A** Diagram showing the times of DSS and BBR treatment and colorectal sample collection. The mice were treated with DSS for 7 days and then on DSS-free water for 7 more days. BBR or SASP was administrated at the beginning of DSS withdrawal. **B-E** We determined body weights (**B**), colon length (**C**), and histological scores (**E**) and performed H/E and Alcian Blue staining of rectal sections (**D**). *n*=3 per group. Scale bars, 50 μm. **F** BBR from two different suppliers were compared. *n*=3 per group. Scale bars, 50 μm. Data are presented as means±SEM in (**B, C** and **E**). Unpaired two-tailed Student’s *t* test was applied in (**B, C** and **E**). *p*<0.05 was considered as statistically significant.

**Fig. S3**

**
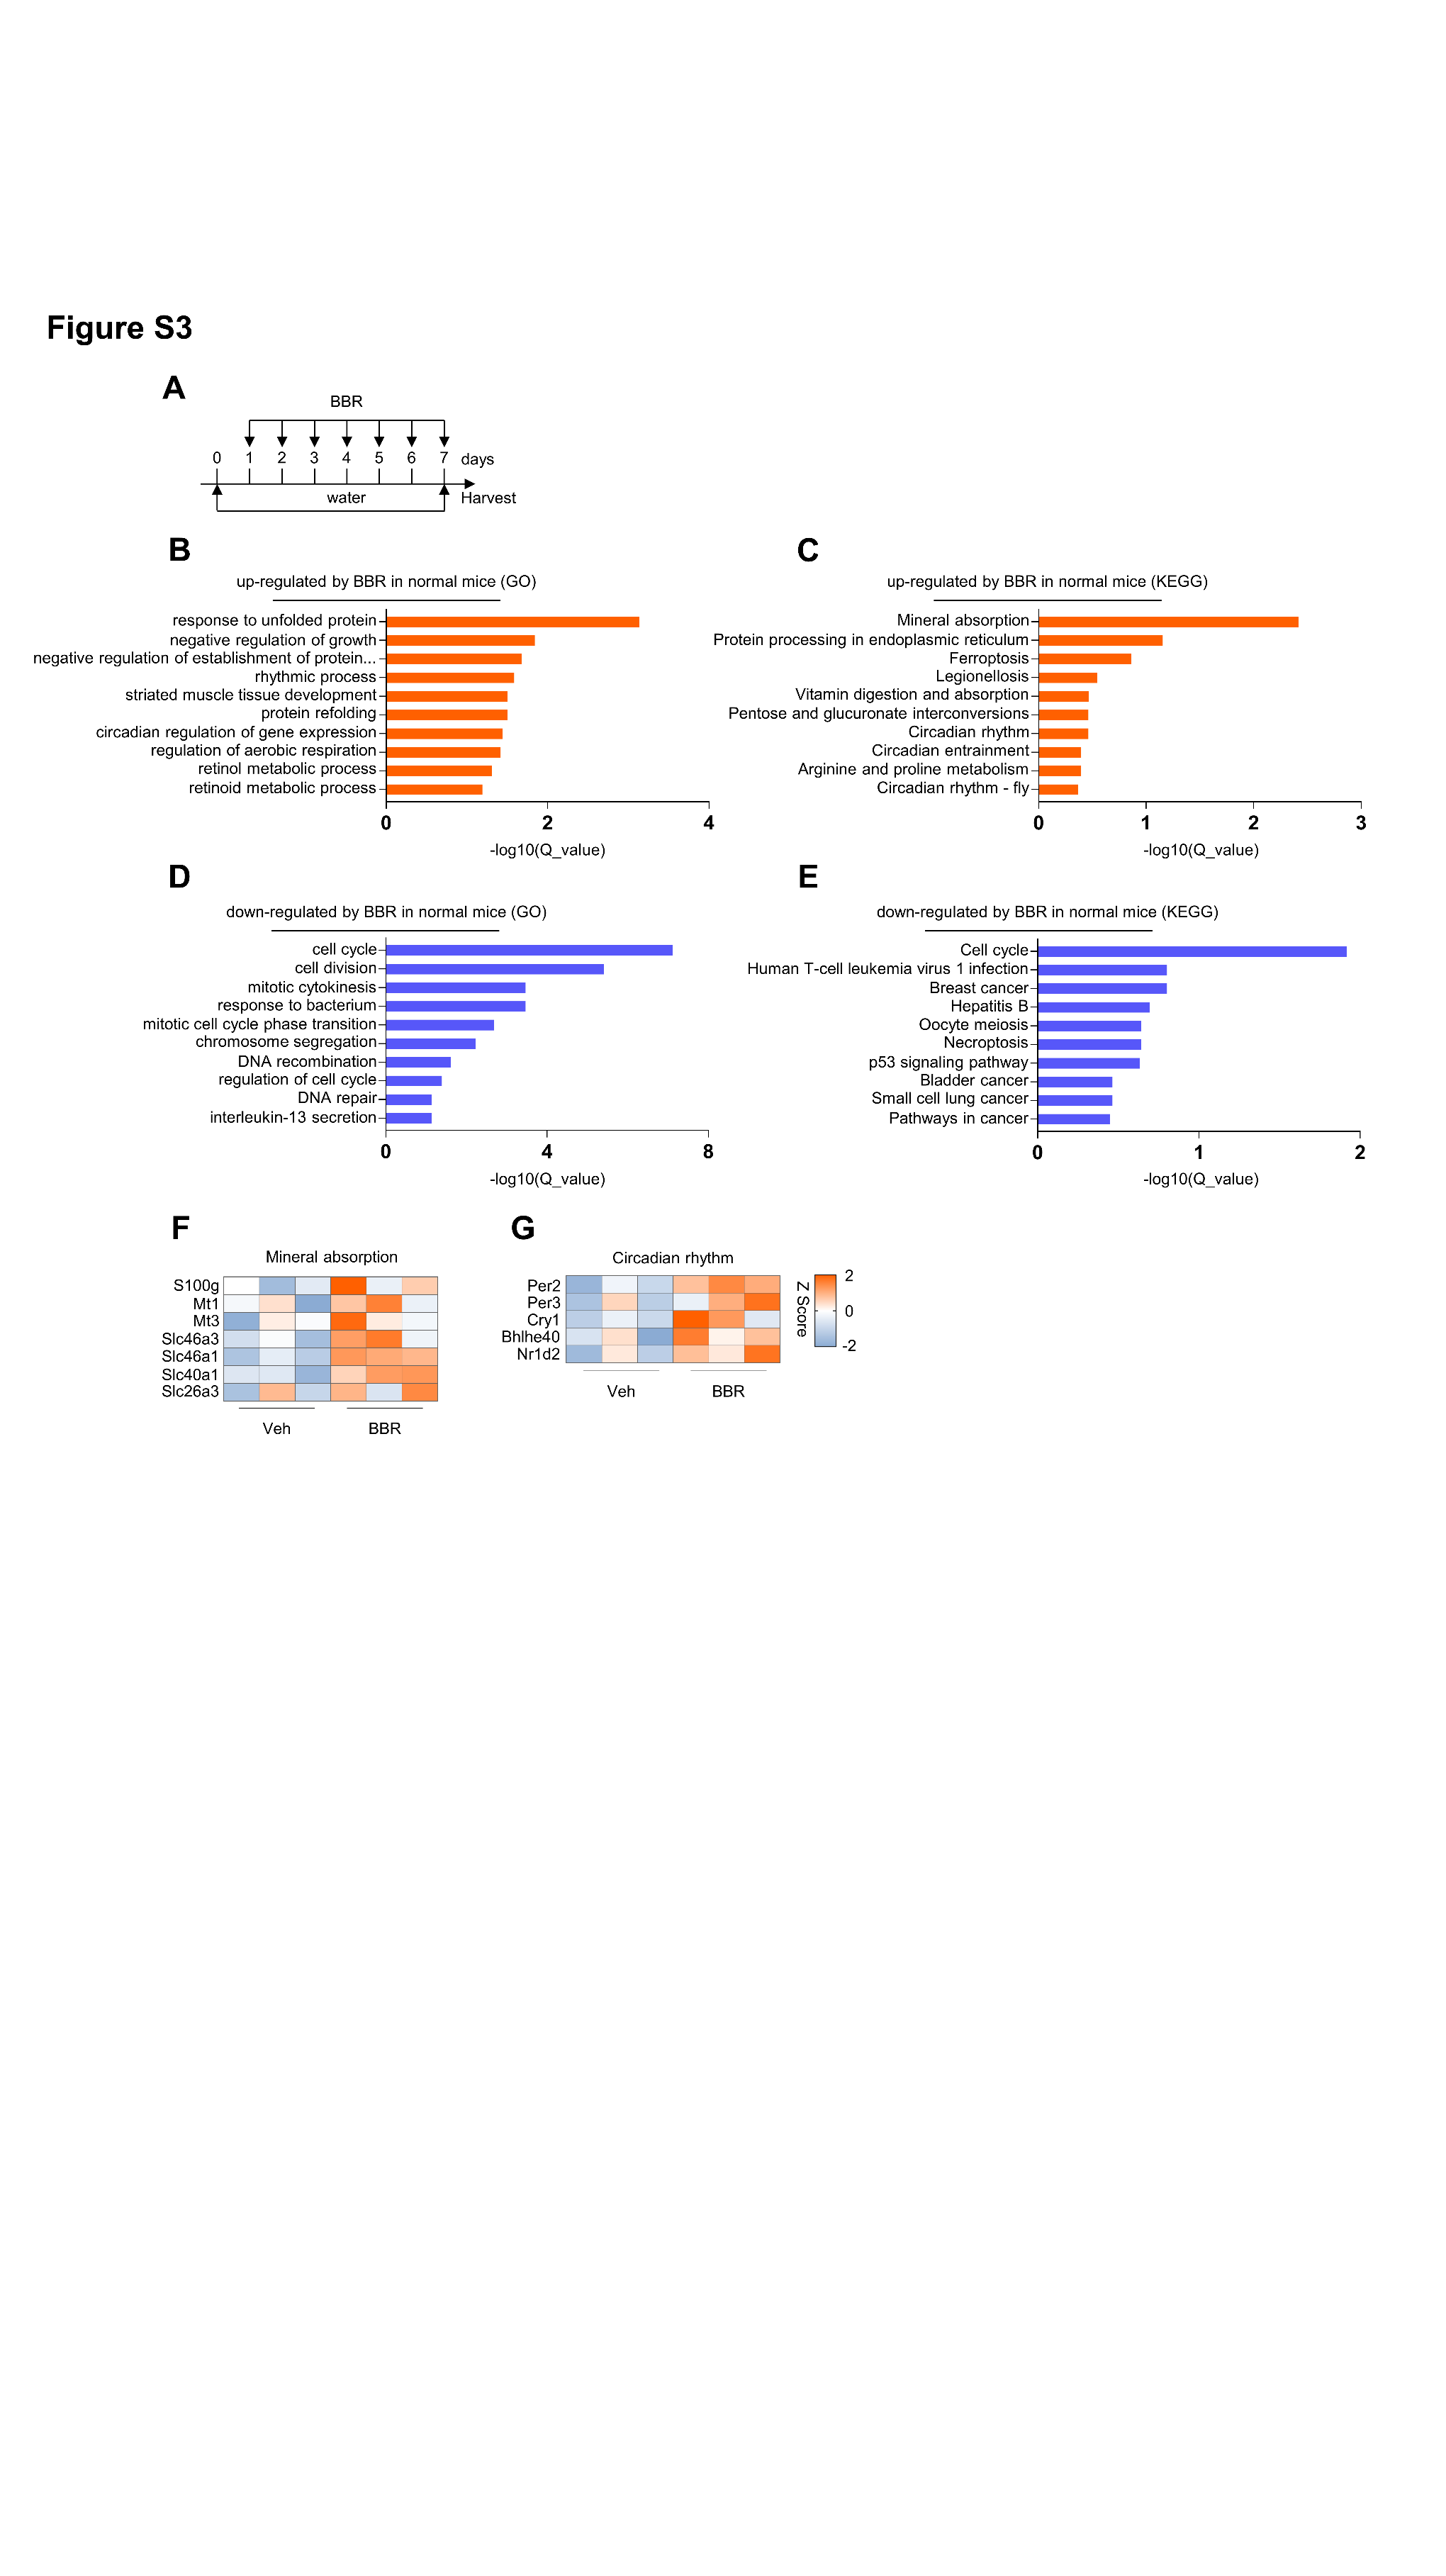
**

**Fig. S3 Gene expression profiling of rectal samples of BBR-treated normal mice. A** Diagram showing the times of BBR treatment and sample collection. **B, C** GO and KEGG pathway analyses showing up-regulated gene clusters by BBR in normal mice. **D, E** GO and KEGG pathway analyses showing down-regulated gene clusters by BBR in normal mice. **F, G** Heatmaps of mineral absorption and circadian rhythm genes, *n*=3 per group.

**
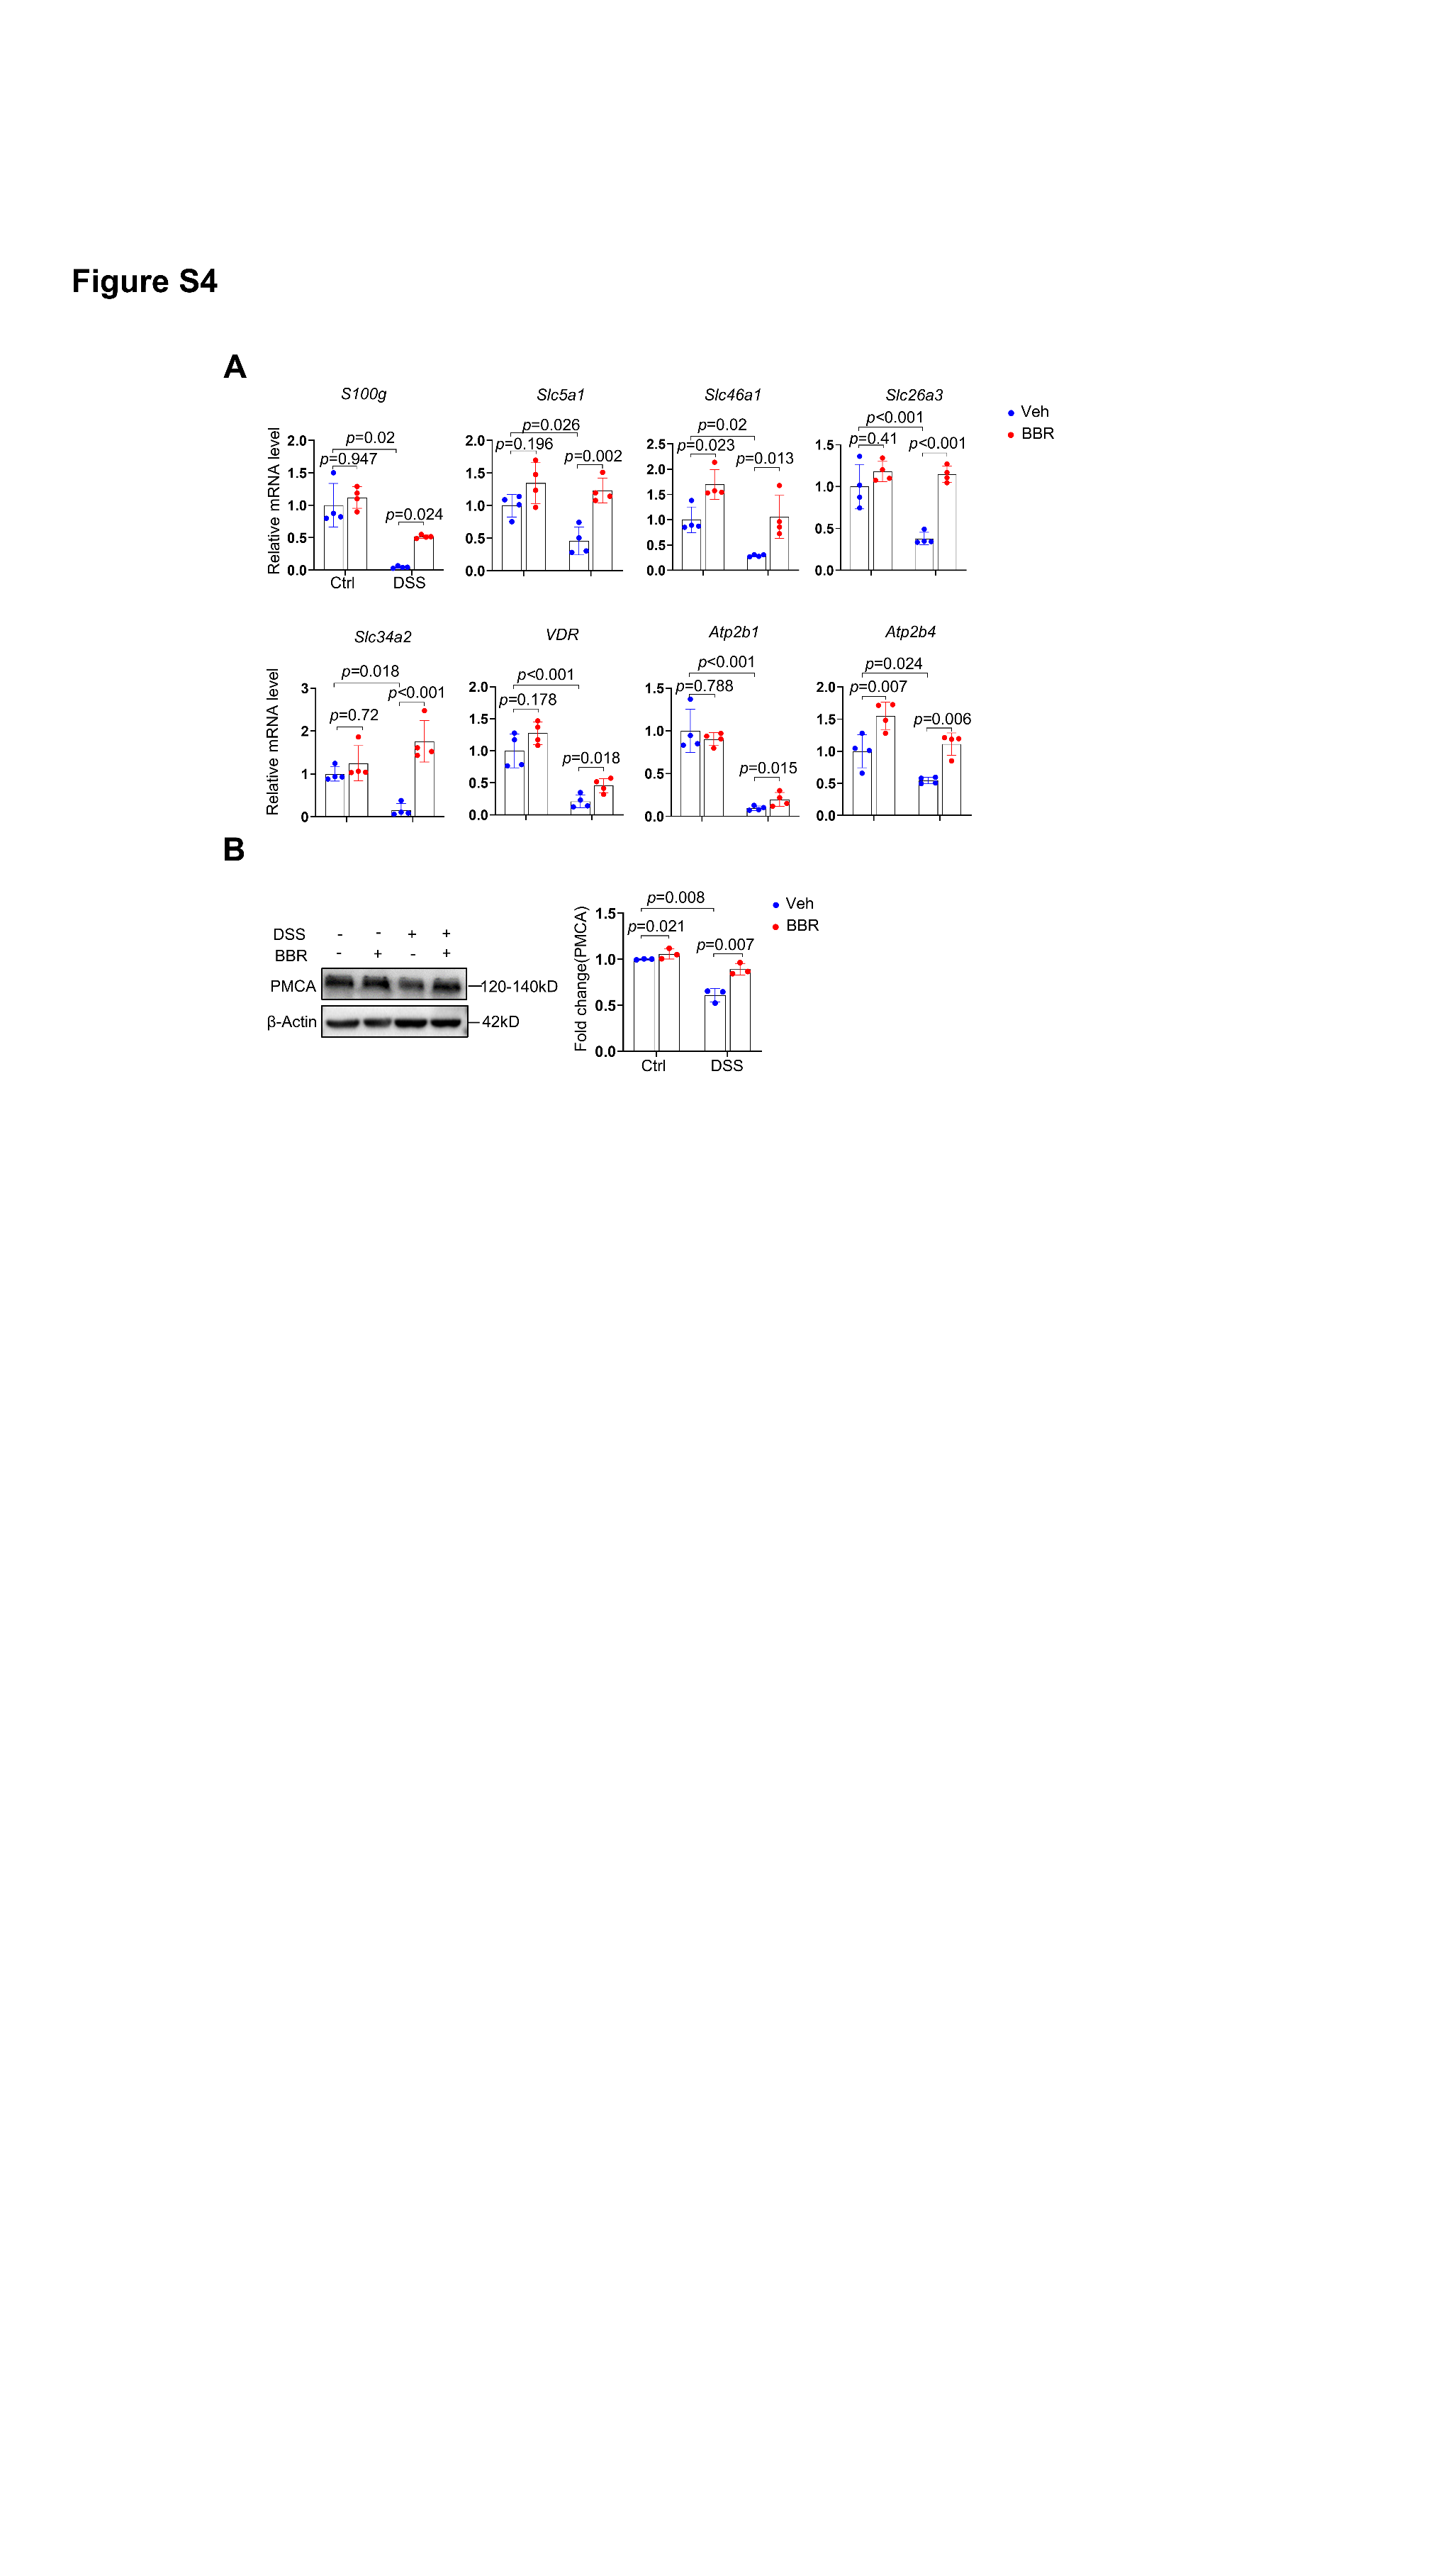
Fig. S4**

**Fig. S4 BBR promotes the expression of mineral absorption genes.** **A** qPCR analysis of various mineral absorption-related genes in colon samples of normal mice, colitis mice, normal mice receiving BBR, and colitis mice receiving BBR, n=4 per group. **B** Western blot analysis revealed that the colon samples of colitis mice showed a decrease in PMCA proteins, which was rescued by BBR. Right panels: quantitation data. n=3. Data are presented as means±SEM in (**A, B**). Two-way ANOVA with Fisher’s LSD post hoc analysis (α = 0.05) was applied in (**A, B**). p<0.05 was considered as statistically significant.

**Fig. S5**

**
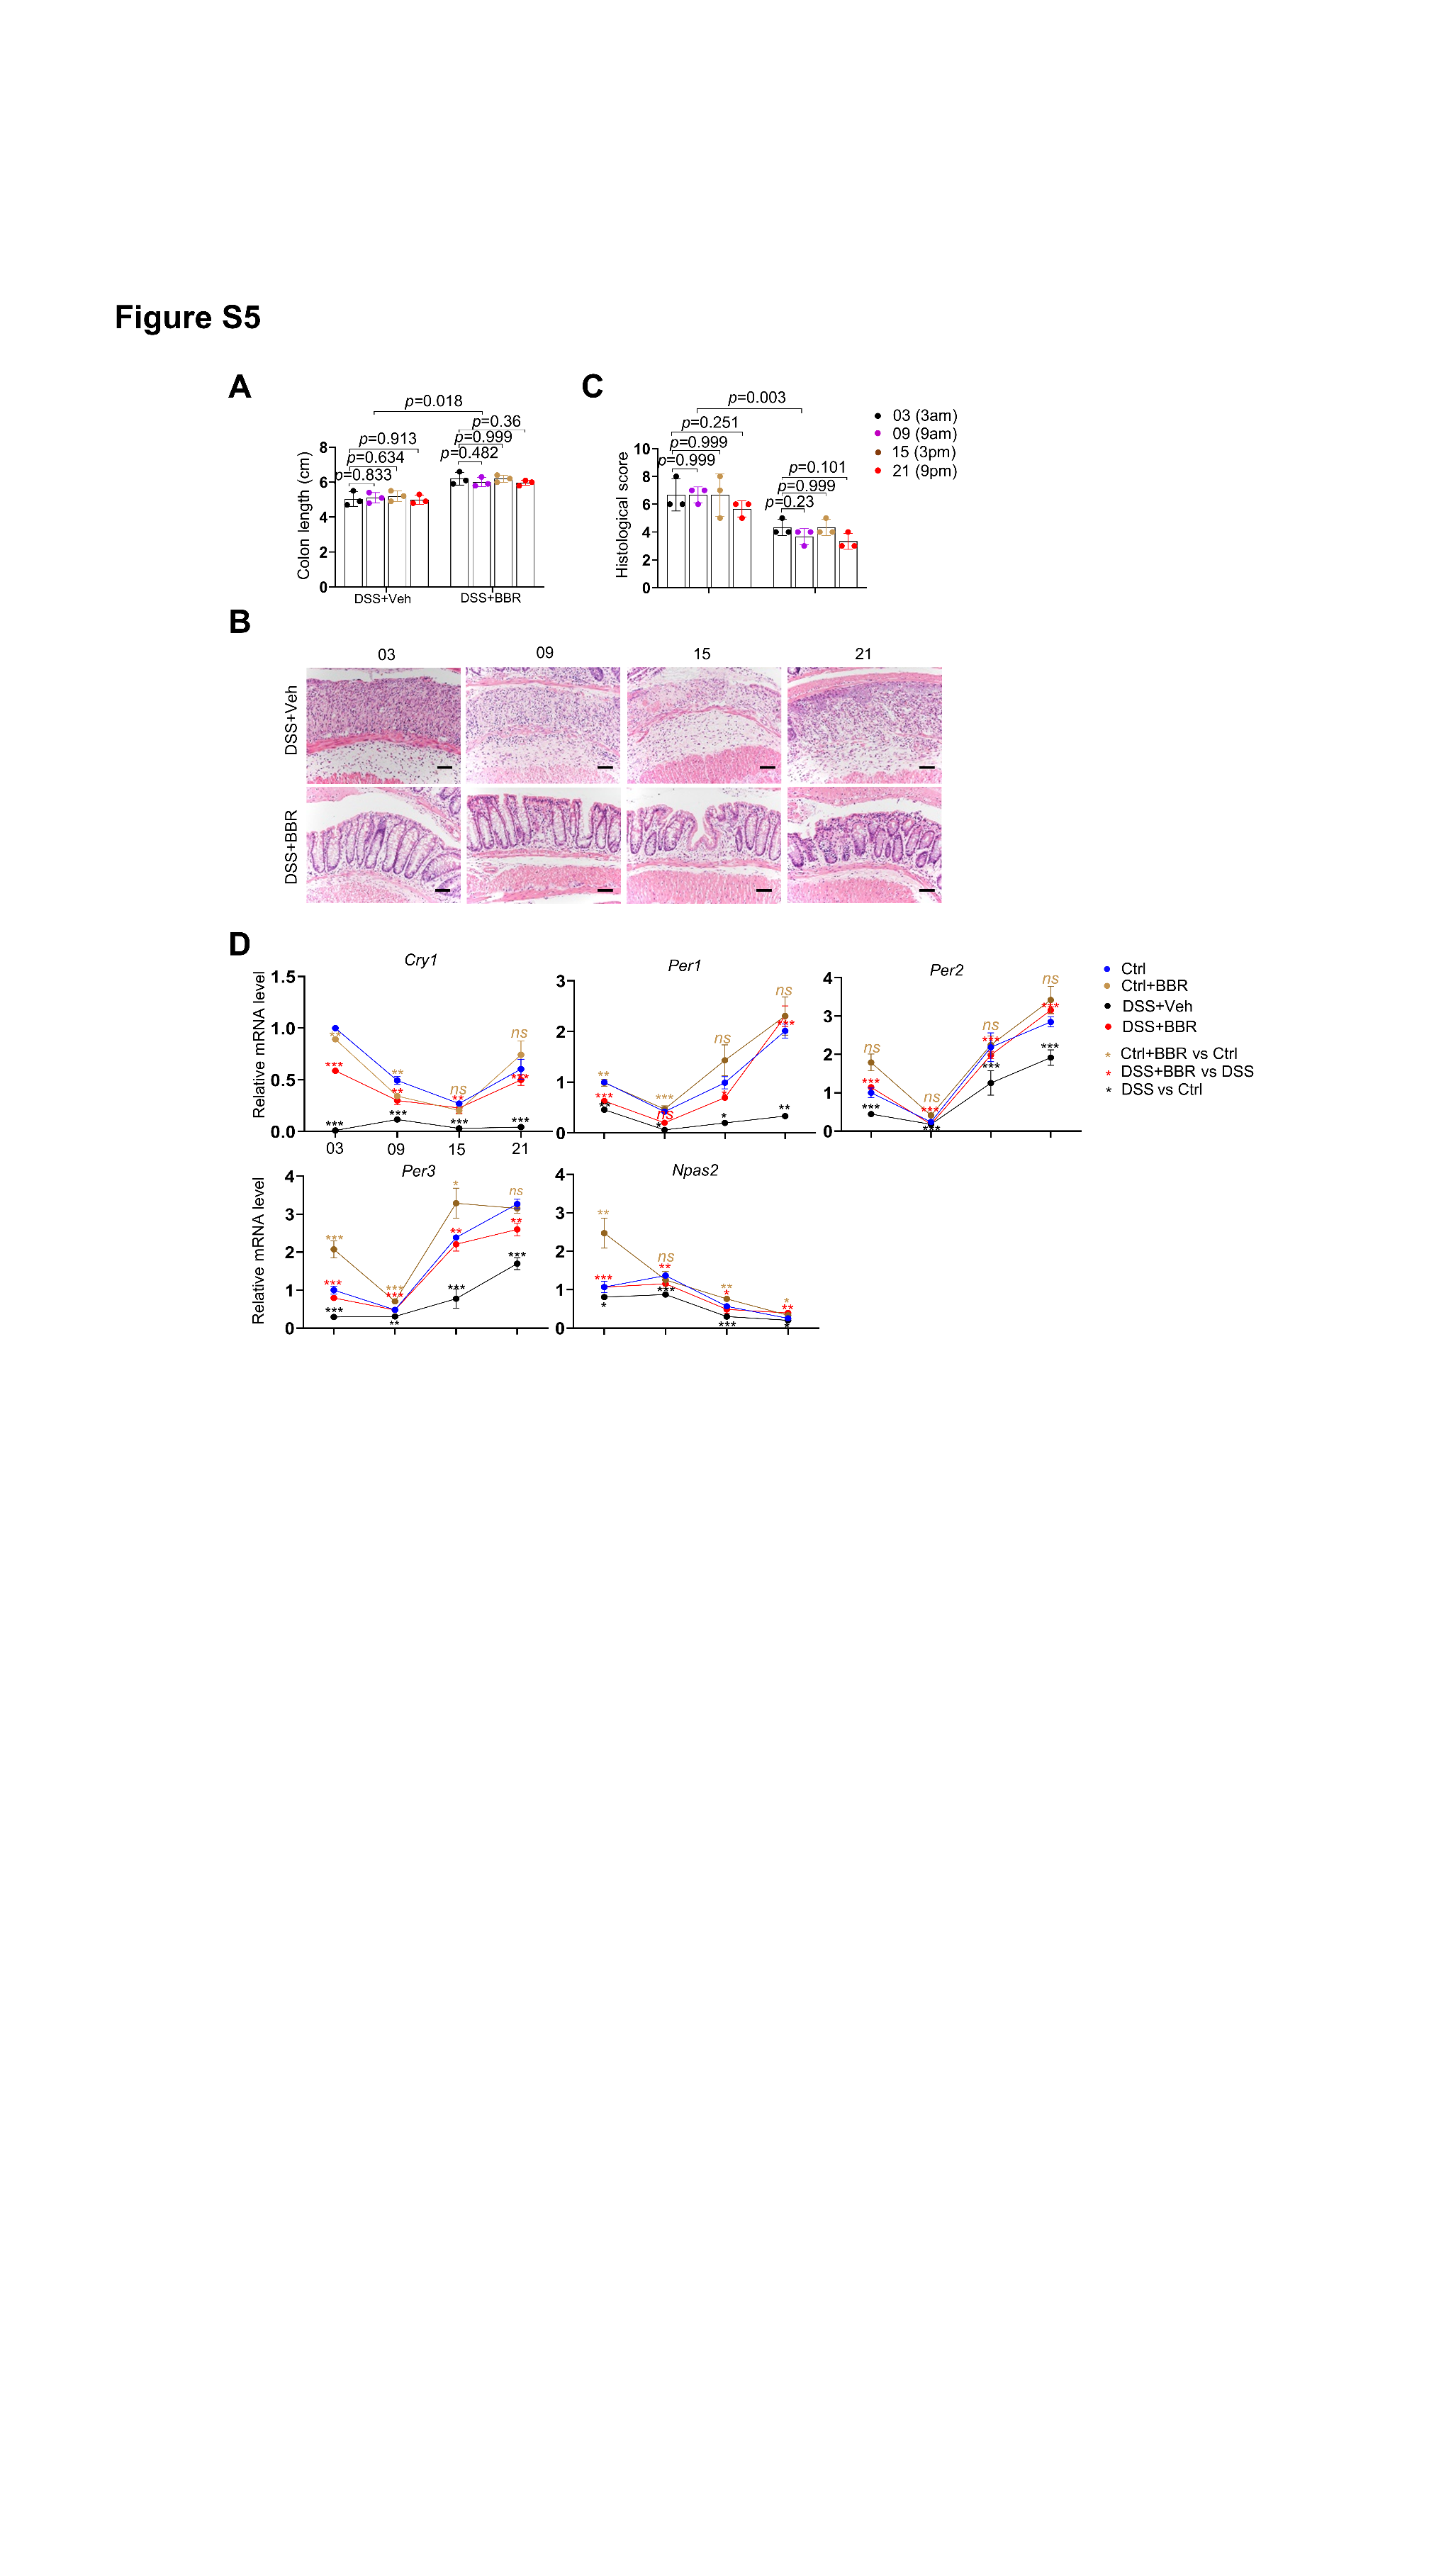
**

**Fig. S5 Comparison of phenotypes at 03, 09, 15, and 21 of the day in DSS-induced colitis mice. A-C** Colorectal samples were harvested at different time of the day after 7 days of DSS treatment in adult male mice, which were treated with BBR starting from day 1. We determined colon length (**A**) and histological scores (**B**) and performed H/E and Alcian Blue staining of rectal sections (**C**). **D** qPCR analysis of circadian rhythm genes in rectal samples of normal mice, colitis mice, normal mice receiving BBR, and colitis mice receiving BBR, which were collected at different time points, *n*=3 per group. Data are presented as means ± SEM. Unpaired two-tailed Student’s *t* test was applied in (**A**). Two-way ANOVA with Fisher’s LSD post hoc analysis (α = 0.05) was applied in (**D).** *p*<0.05 was considered as statistically significant. * *p*<0.05, ** *p*<0.01, *** *p*<0.001.

**Fig. S6**

**
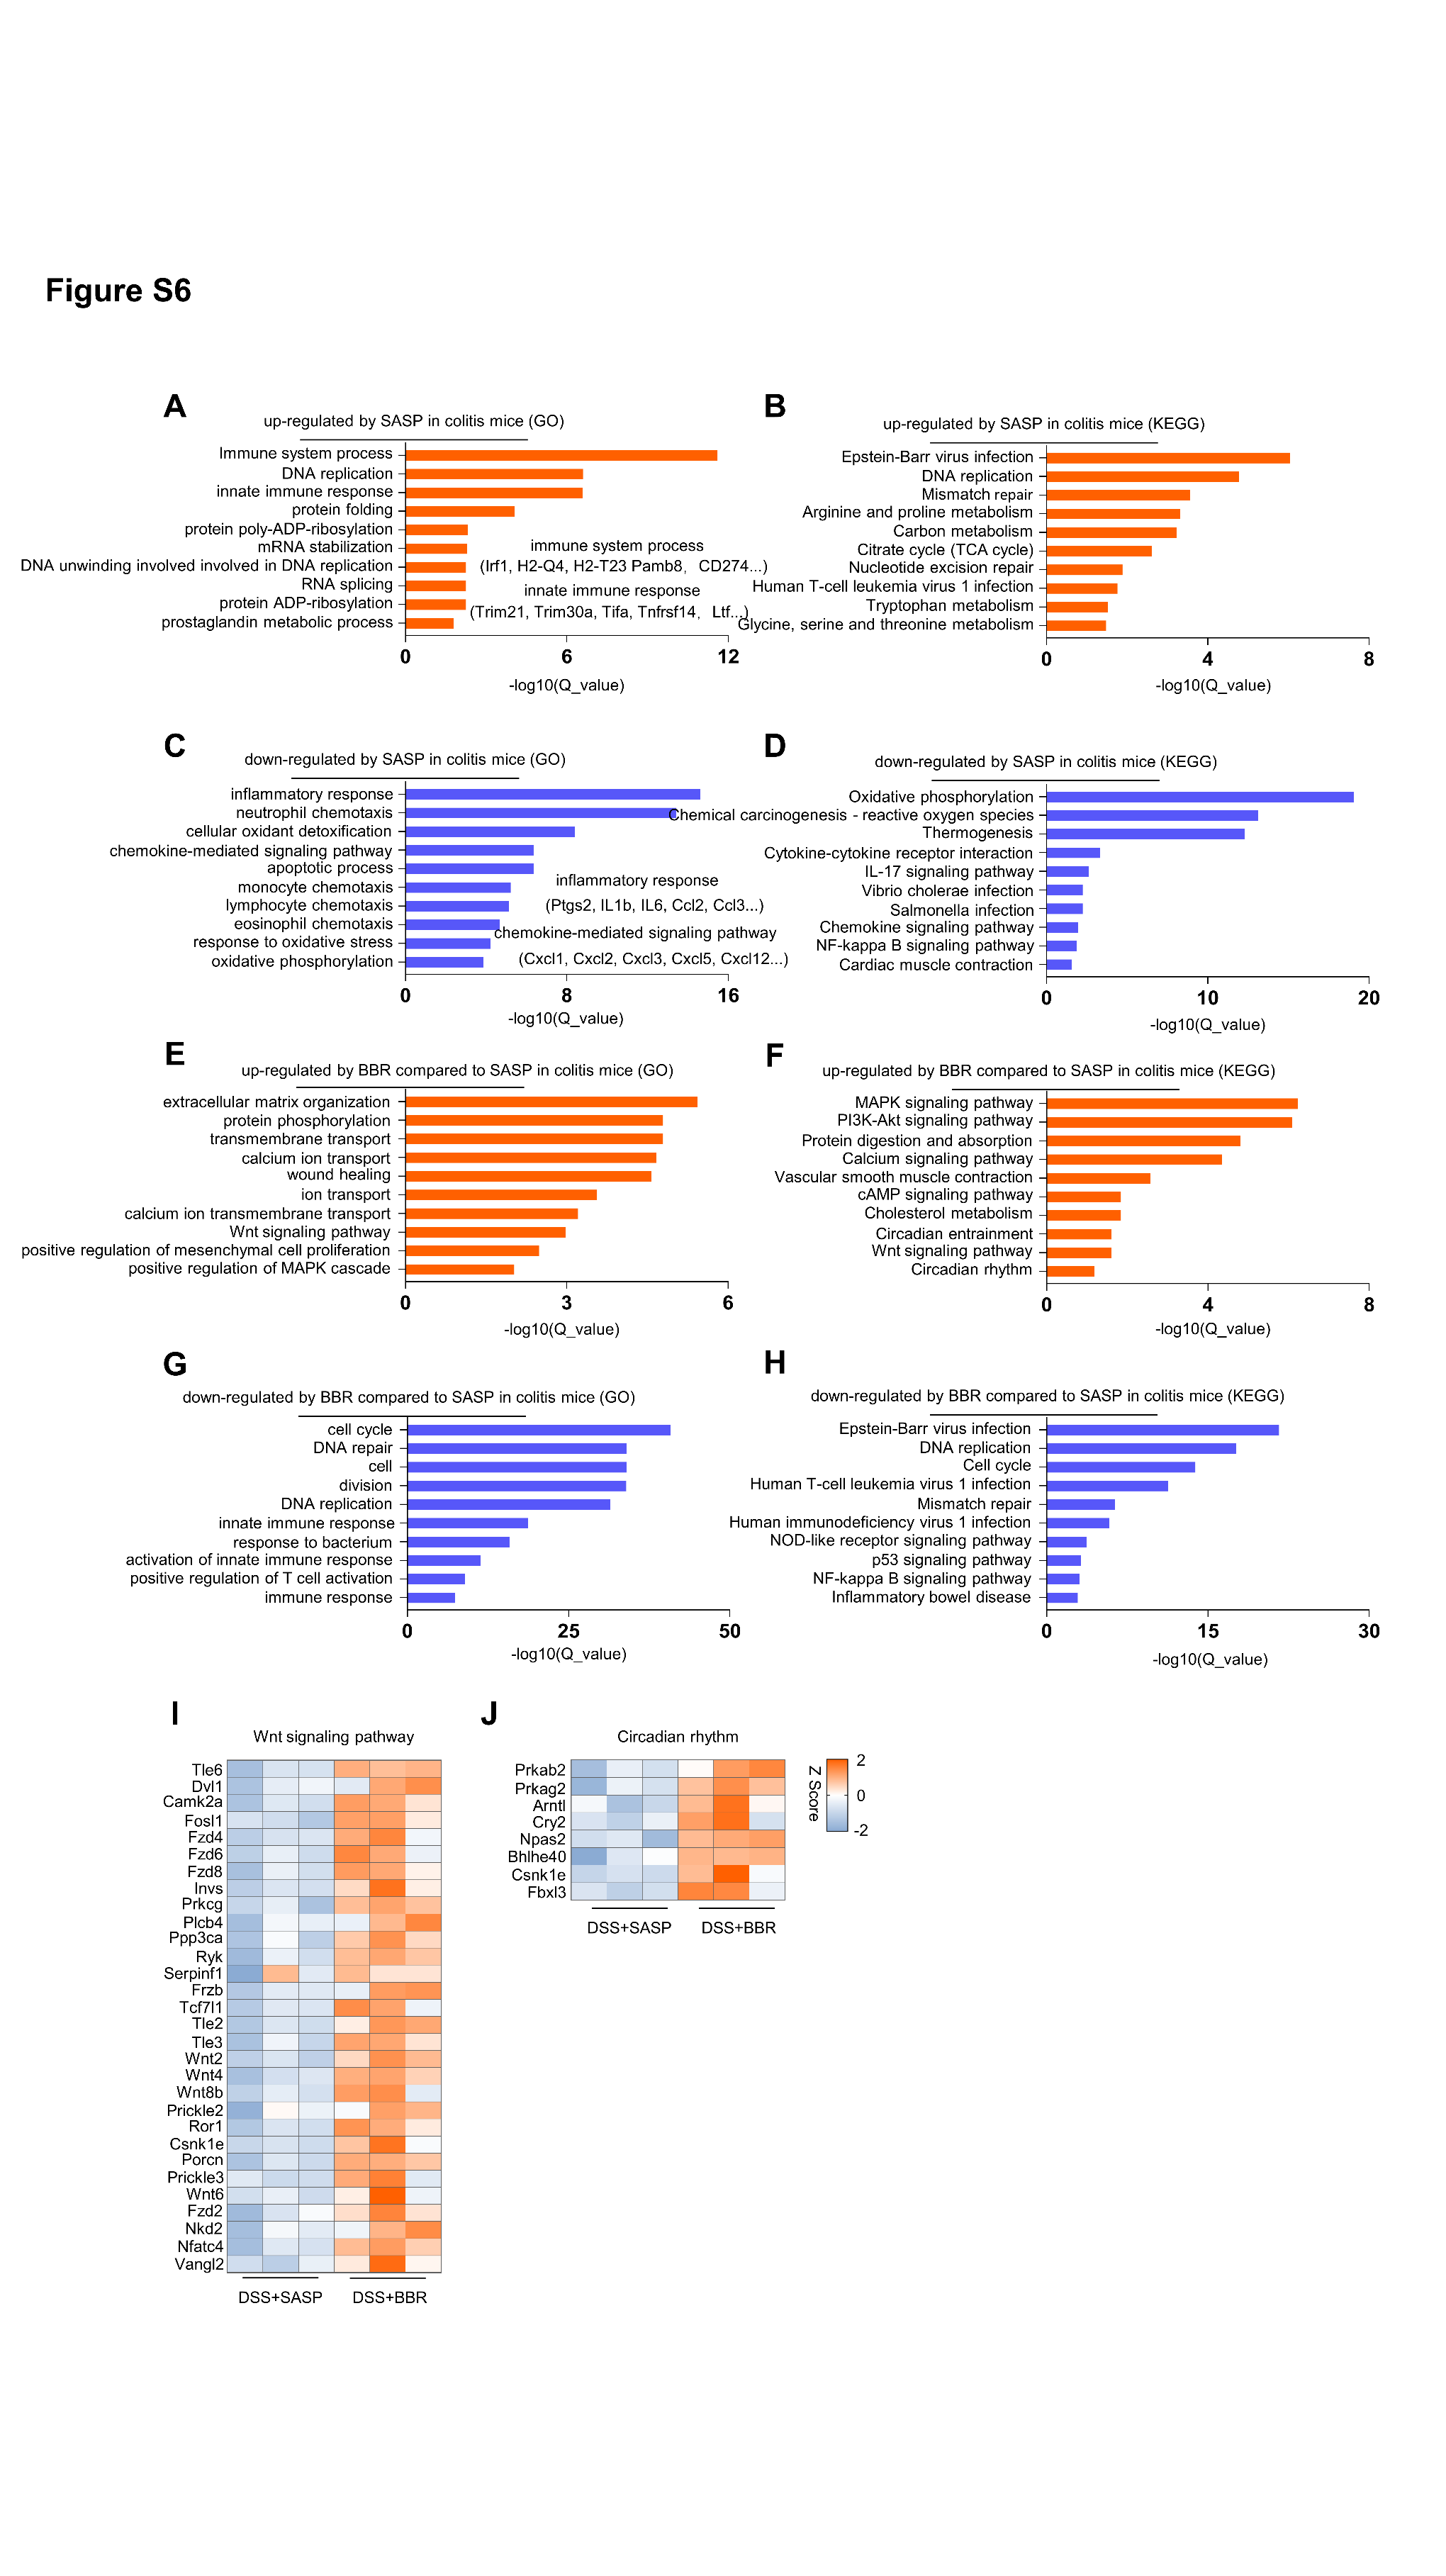
**

**Fig. S6 Gene expression profiling of samples of SASP-treated colitis mice. A, B** GO and KEGG pathway analyses showing up-regulated gene clusters by SASP in colitis mice. **C, D** GO and KEGG pathway analyses showing down-regulated gene clusters by SASP in colitis mice. **E, F** GO and KEGG pathway analyses showing up-regulated gene clusters by BBR in colitis mice compared to SASP-treated colitis mice. **G, H** GO and KEGG pathway analyses showing down-regulated gene clusters by BBR in colitis mice compared to SASP-treated colitis mice. *n*=3 per group. **I, J** heatmaps of Wnt signaling pathways genes (**I**) and circadian rhythm genes (**J**) up-regulated by BBR compared to SASP-treated colitis samples. *n*=3 per group.

**Fig. S7**

**
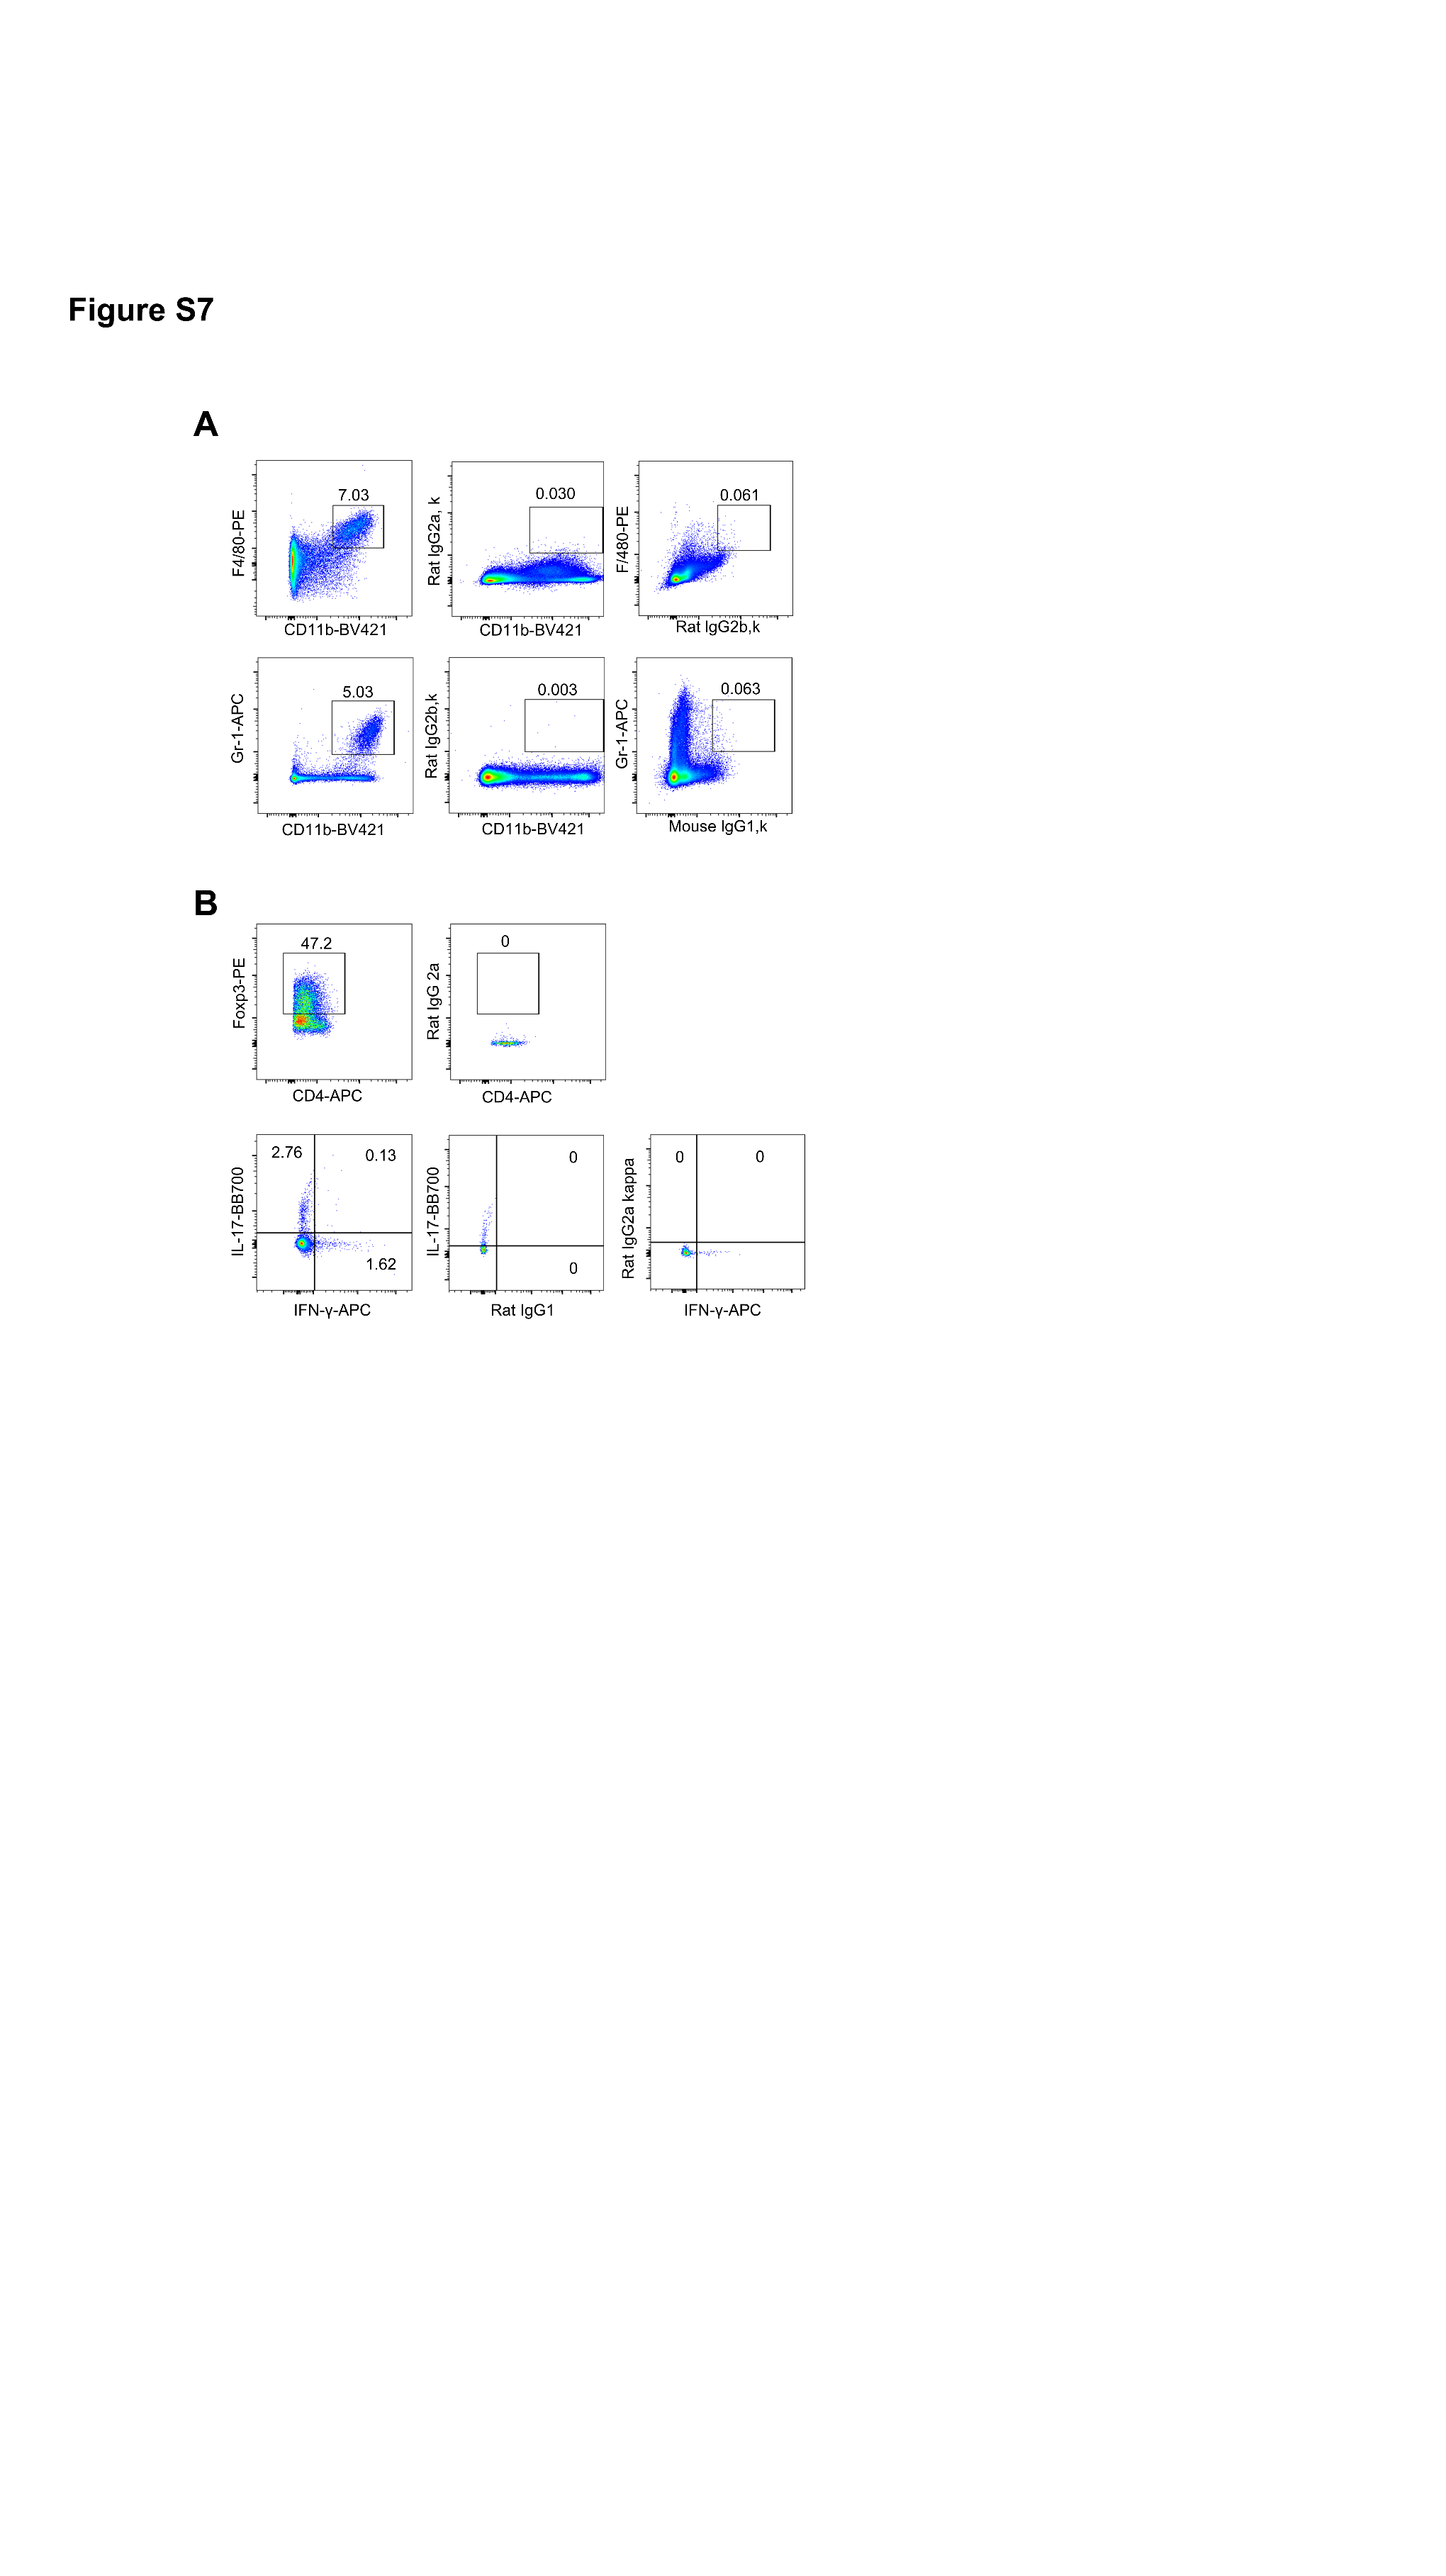
**

**Fig. S7 Isotype controls for immune cell flow cytometry analysis.** Representative FACS plots showing gating strategy for granulocytes and macrophages (**A**) and T cells (**B**).

**Fig. S8**

**
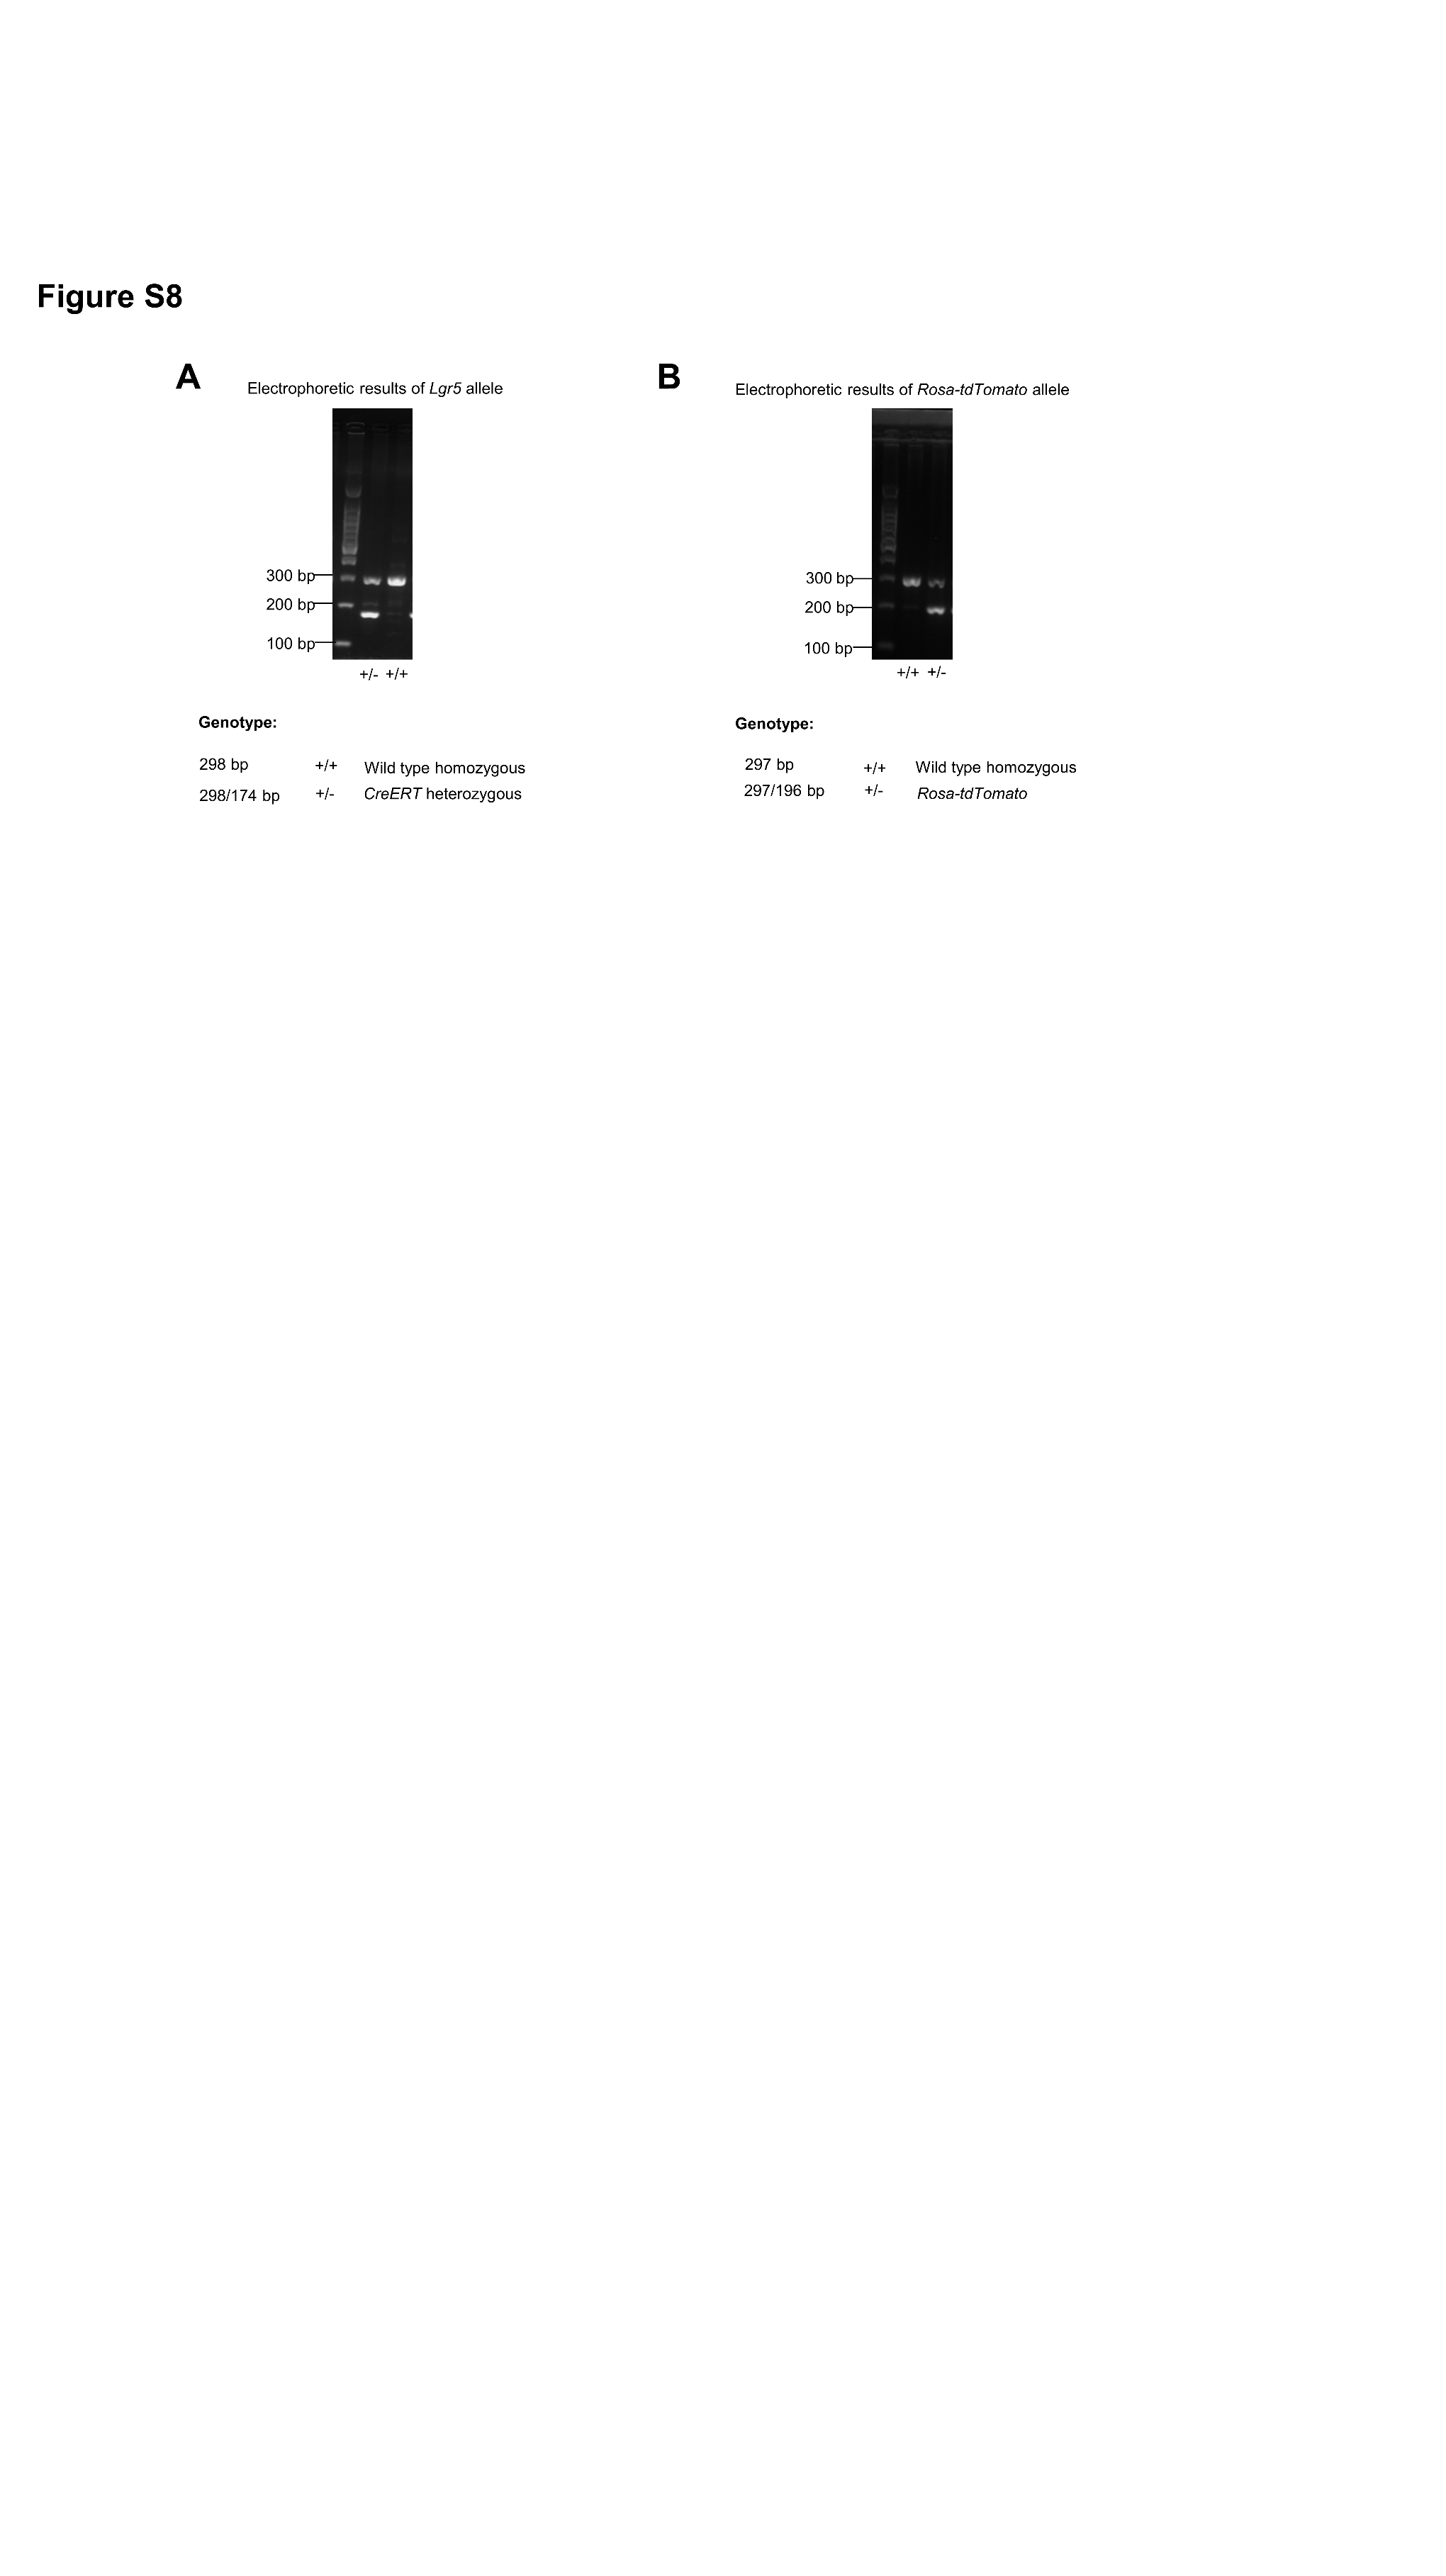
**

**Fig. S8 Genotyping of the *Lgr5-CreERT; Rosa-tdTomato* mice.** Representative PCR results showing the deletion of one allele of *Lgr5* (**A**) and the floxed STOP codon in one allele of Tomato (**B**) in *Lgr5-CreERT; Rosa-tdTomato* mice.

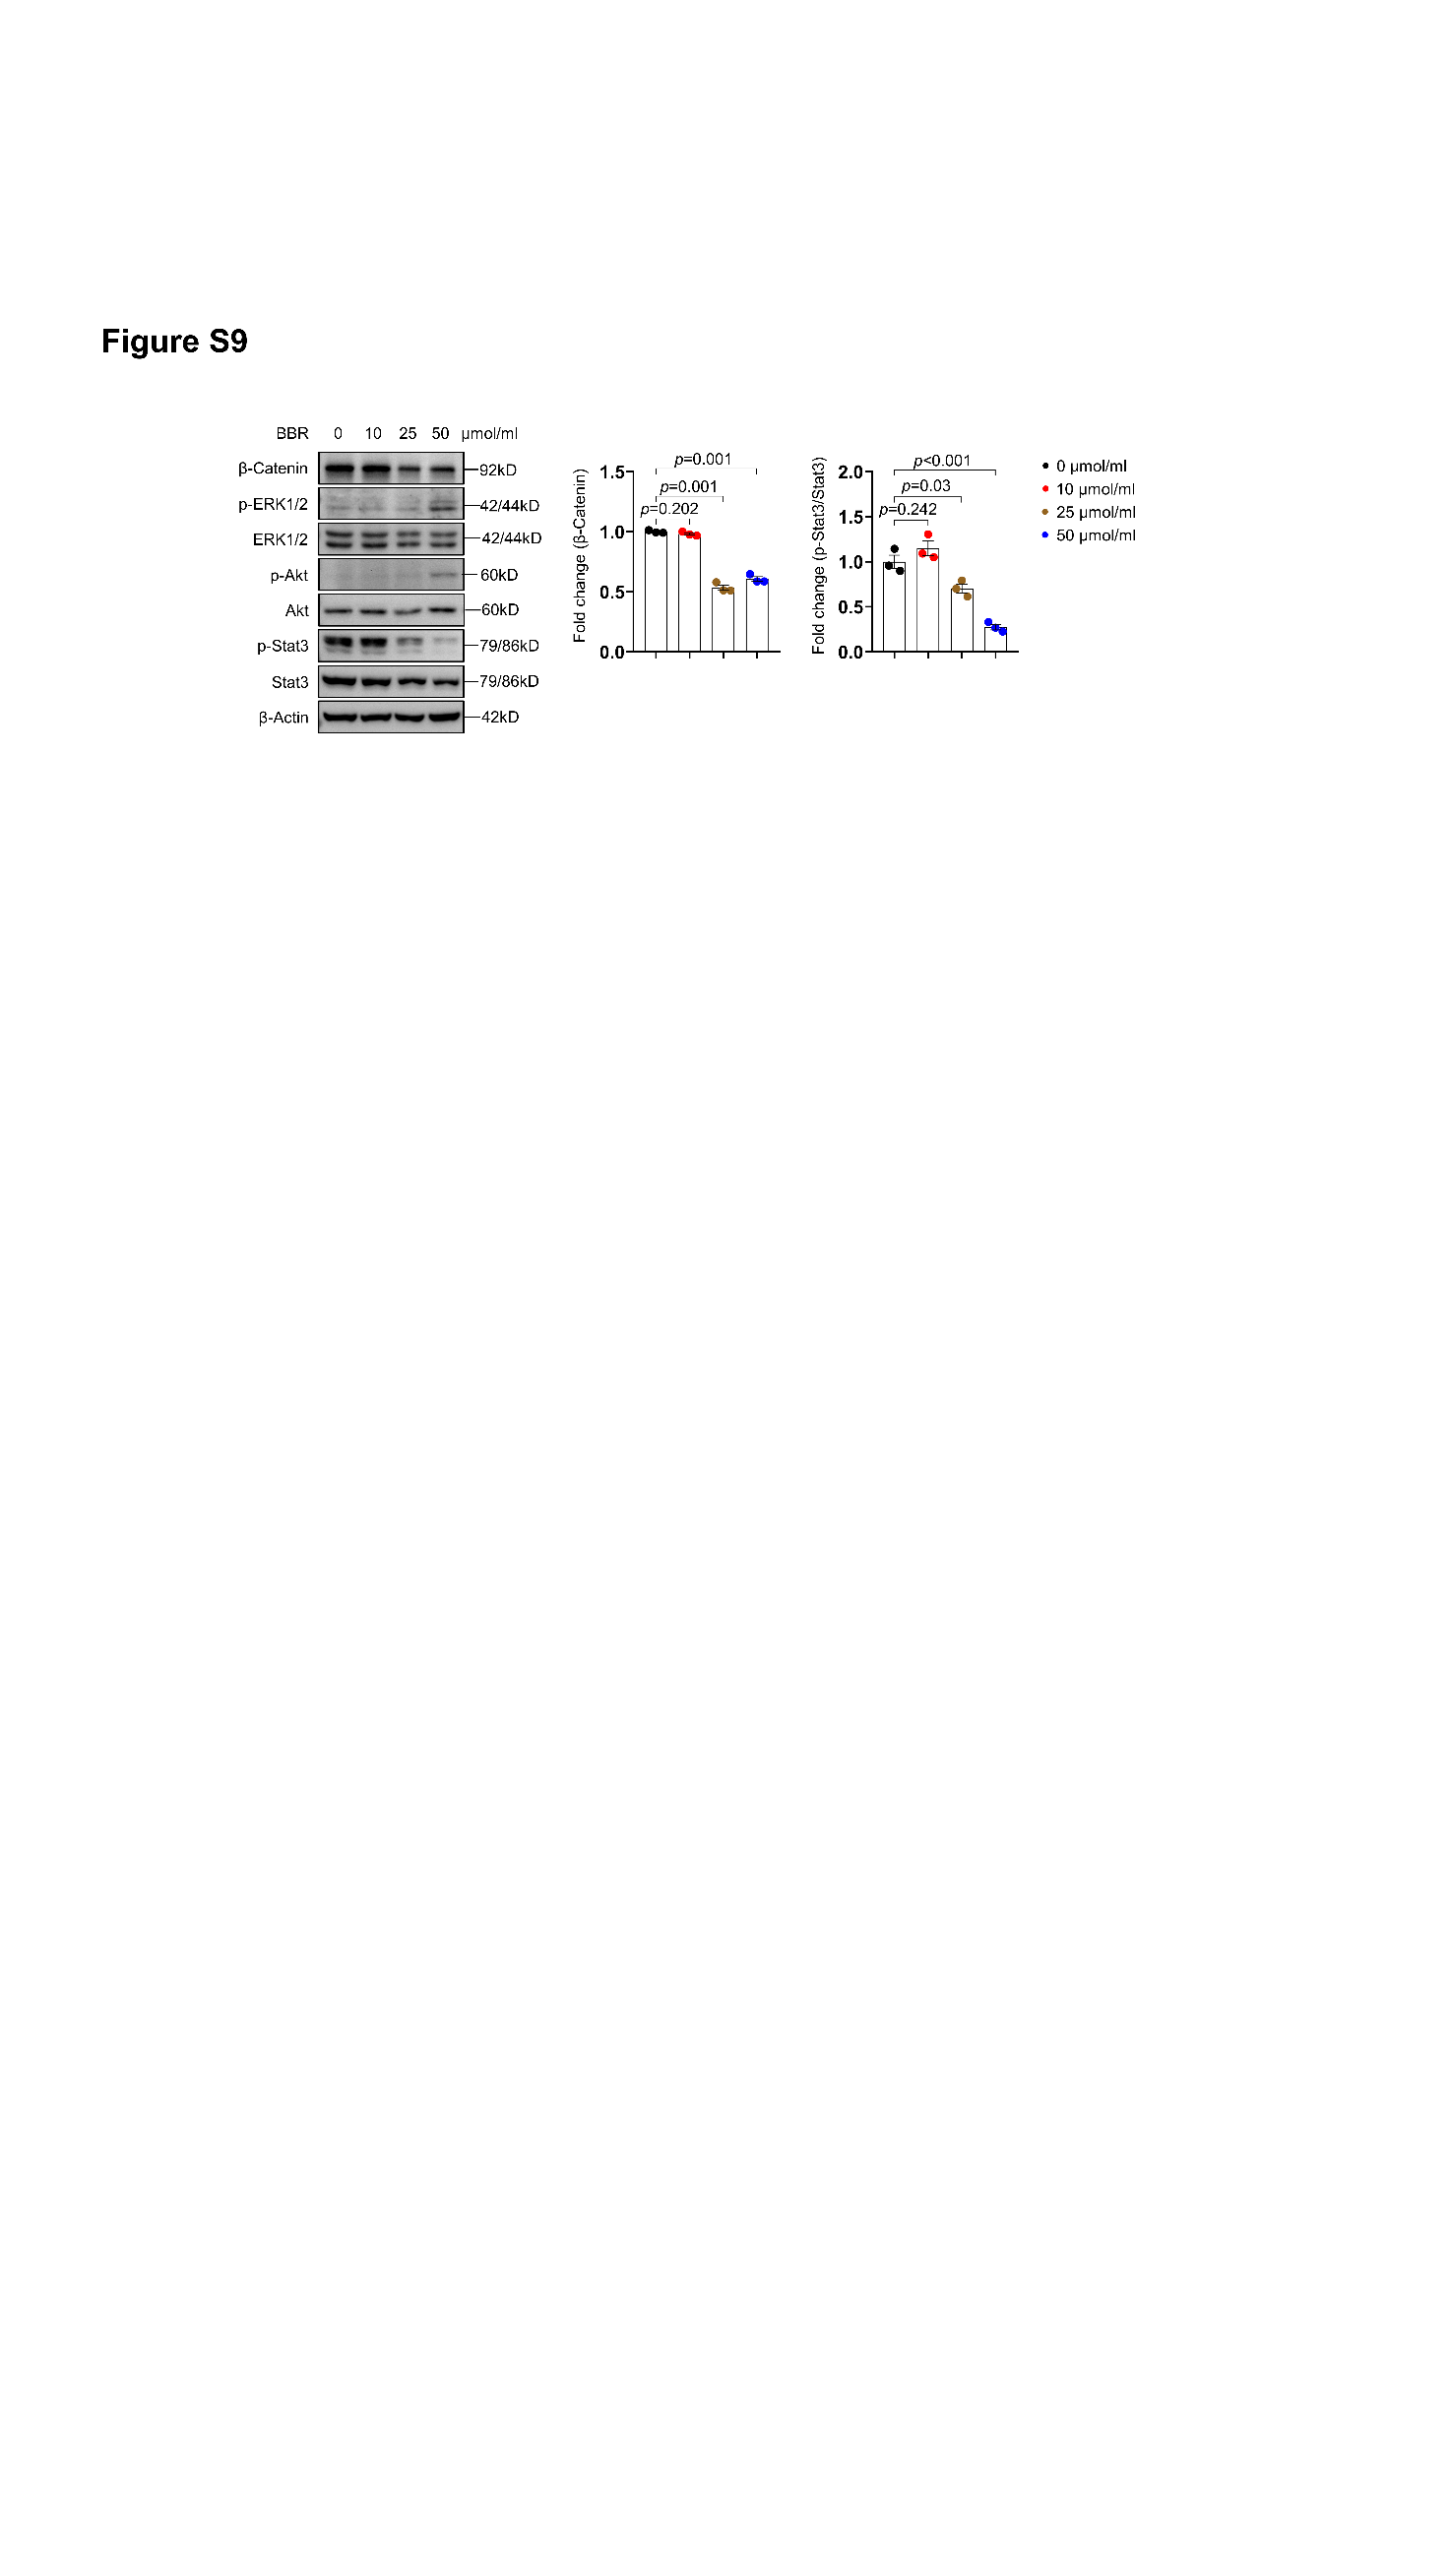
**Fig. S9**

**Fig. S9 The effect of BBR on β-Catenin and other signaling molecules in HCT116 cells.** WB results showed activation of β-Catenin and other signaling molecules in epithelial cell line HCT116 treated by different dose of BBR after 24 hrs of treatment, *n*=3 per group. Right panels: quantitation data. Data are presented as means±SEM. Unpaired two-tailed Student’s *t* test was applied. *p*<0.05 was considered as statistically significant.

**Fig. S10**

**
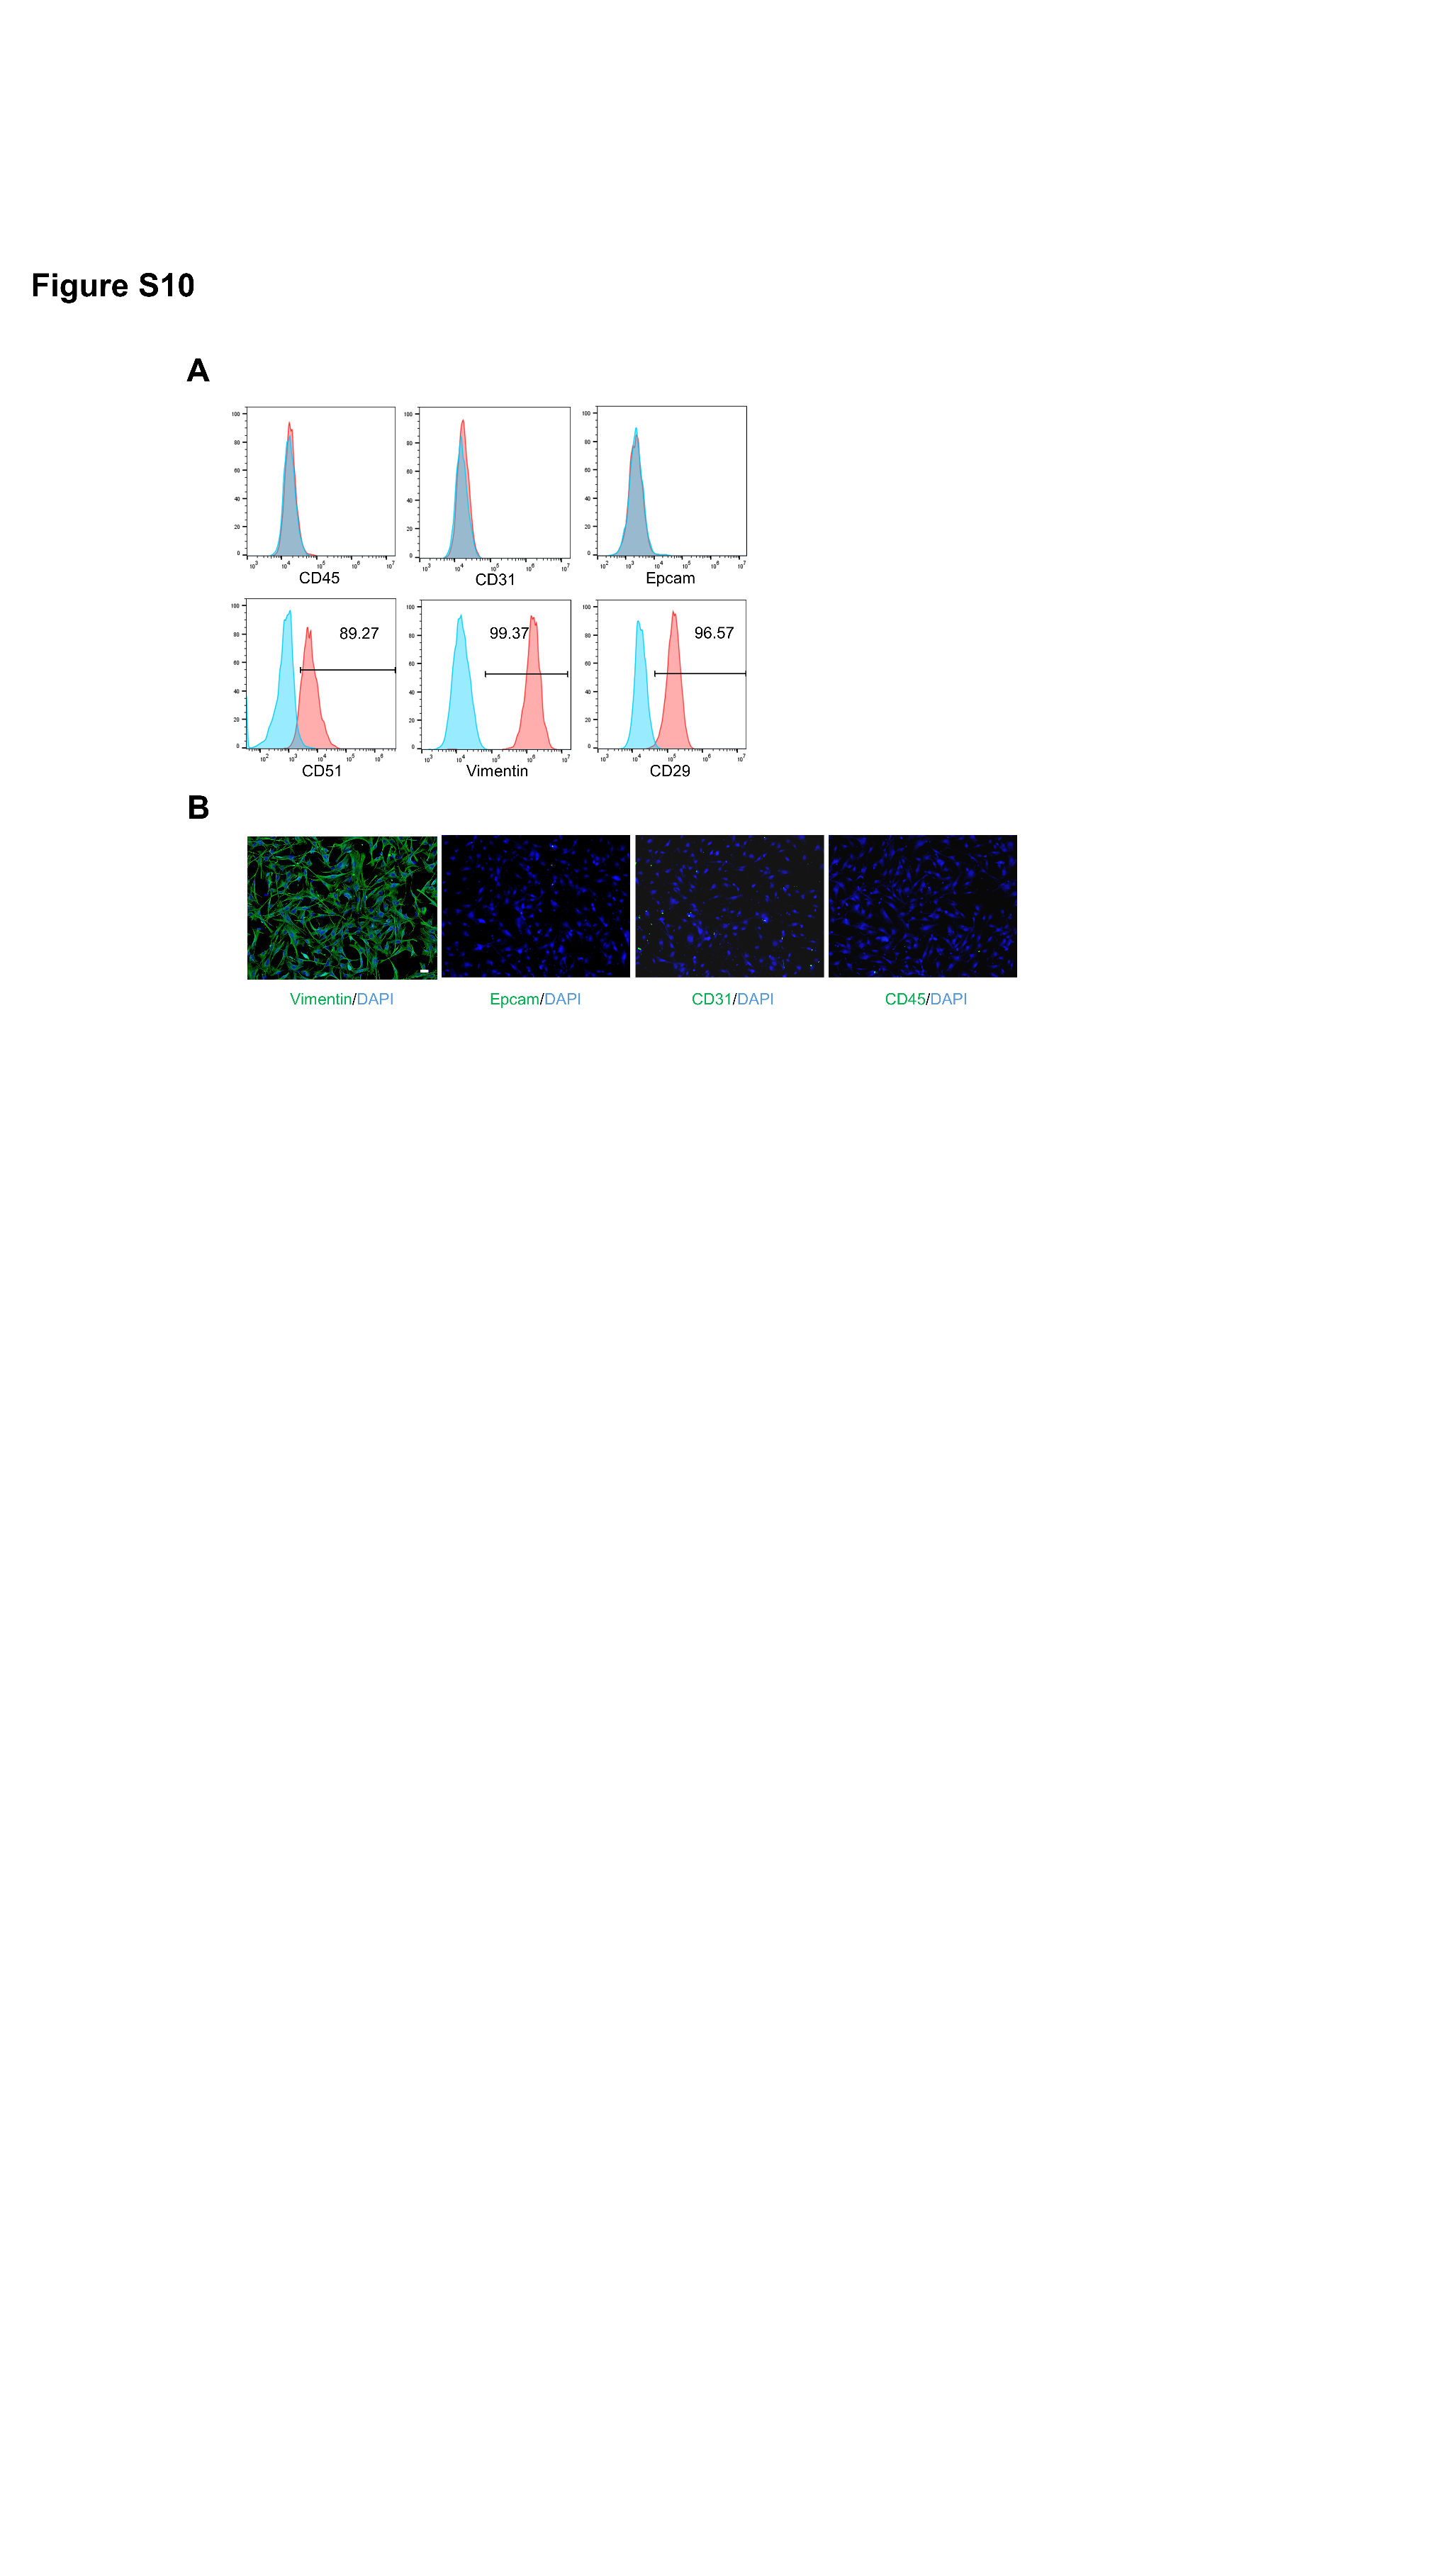
**

**Fig. S10 Verification of the colonic stromal cells. A** Stromal cells were isolated based on the protocol described in Fig. 5F. The representative flow cytometry plots were presented for CD31, CD45, CD51, EpCAM, Vimentin, and CD29. **B** Immunostaining of the sorted cells for Vimentin, EpCAM, CD31, and CD45.

**Fig. S11**

**
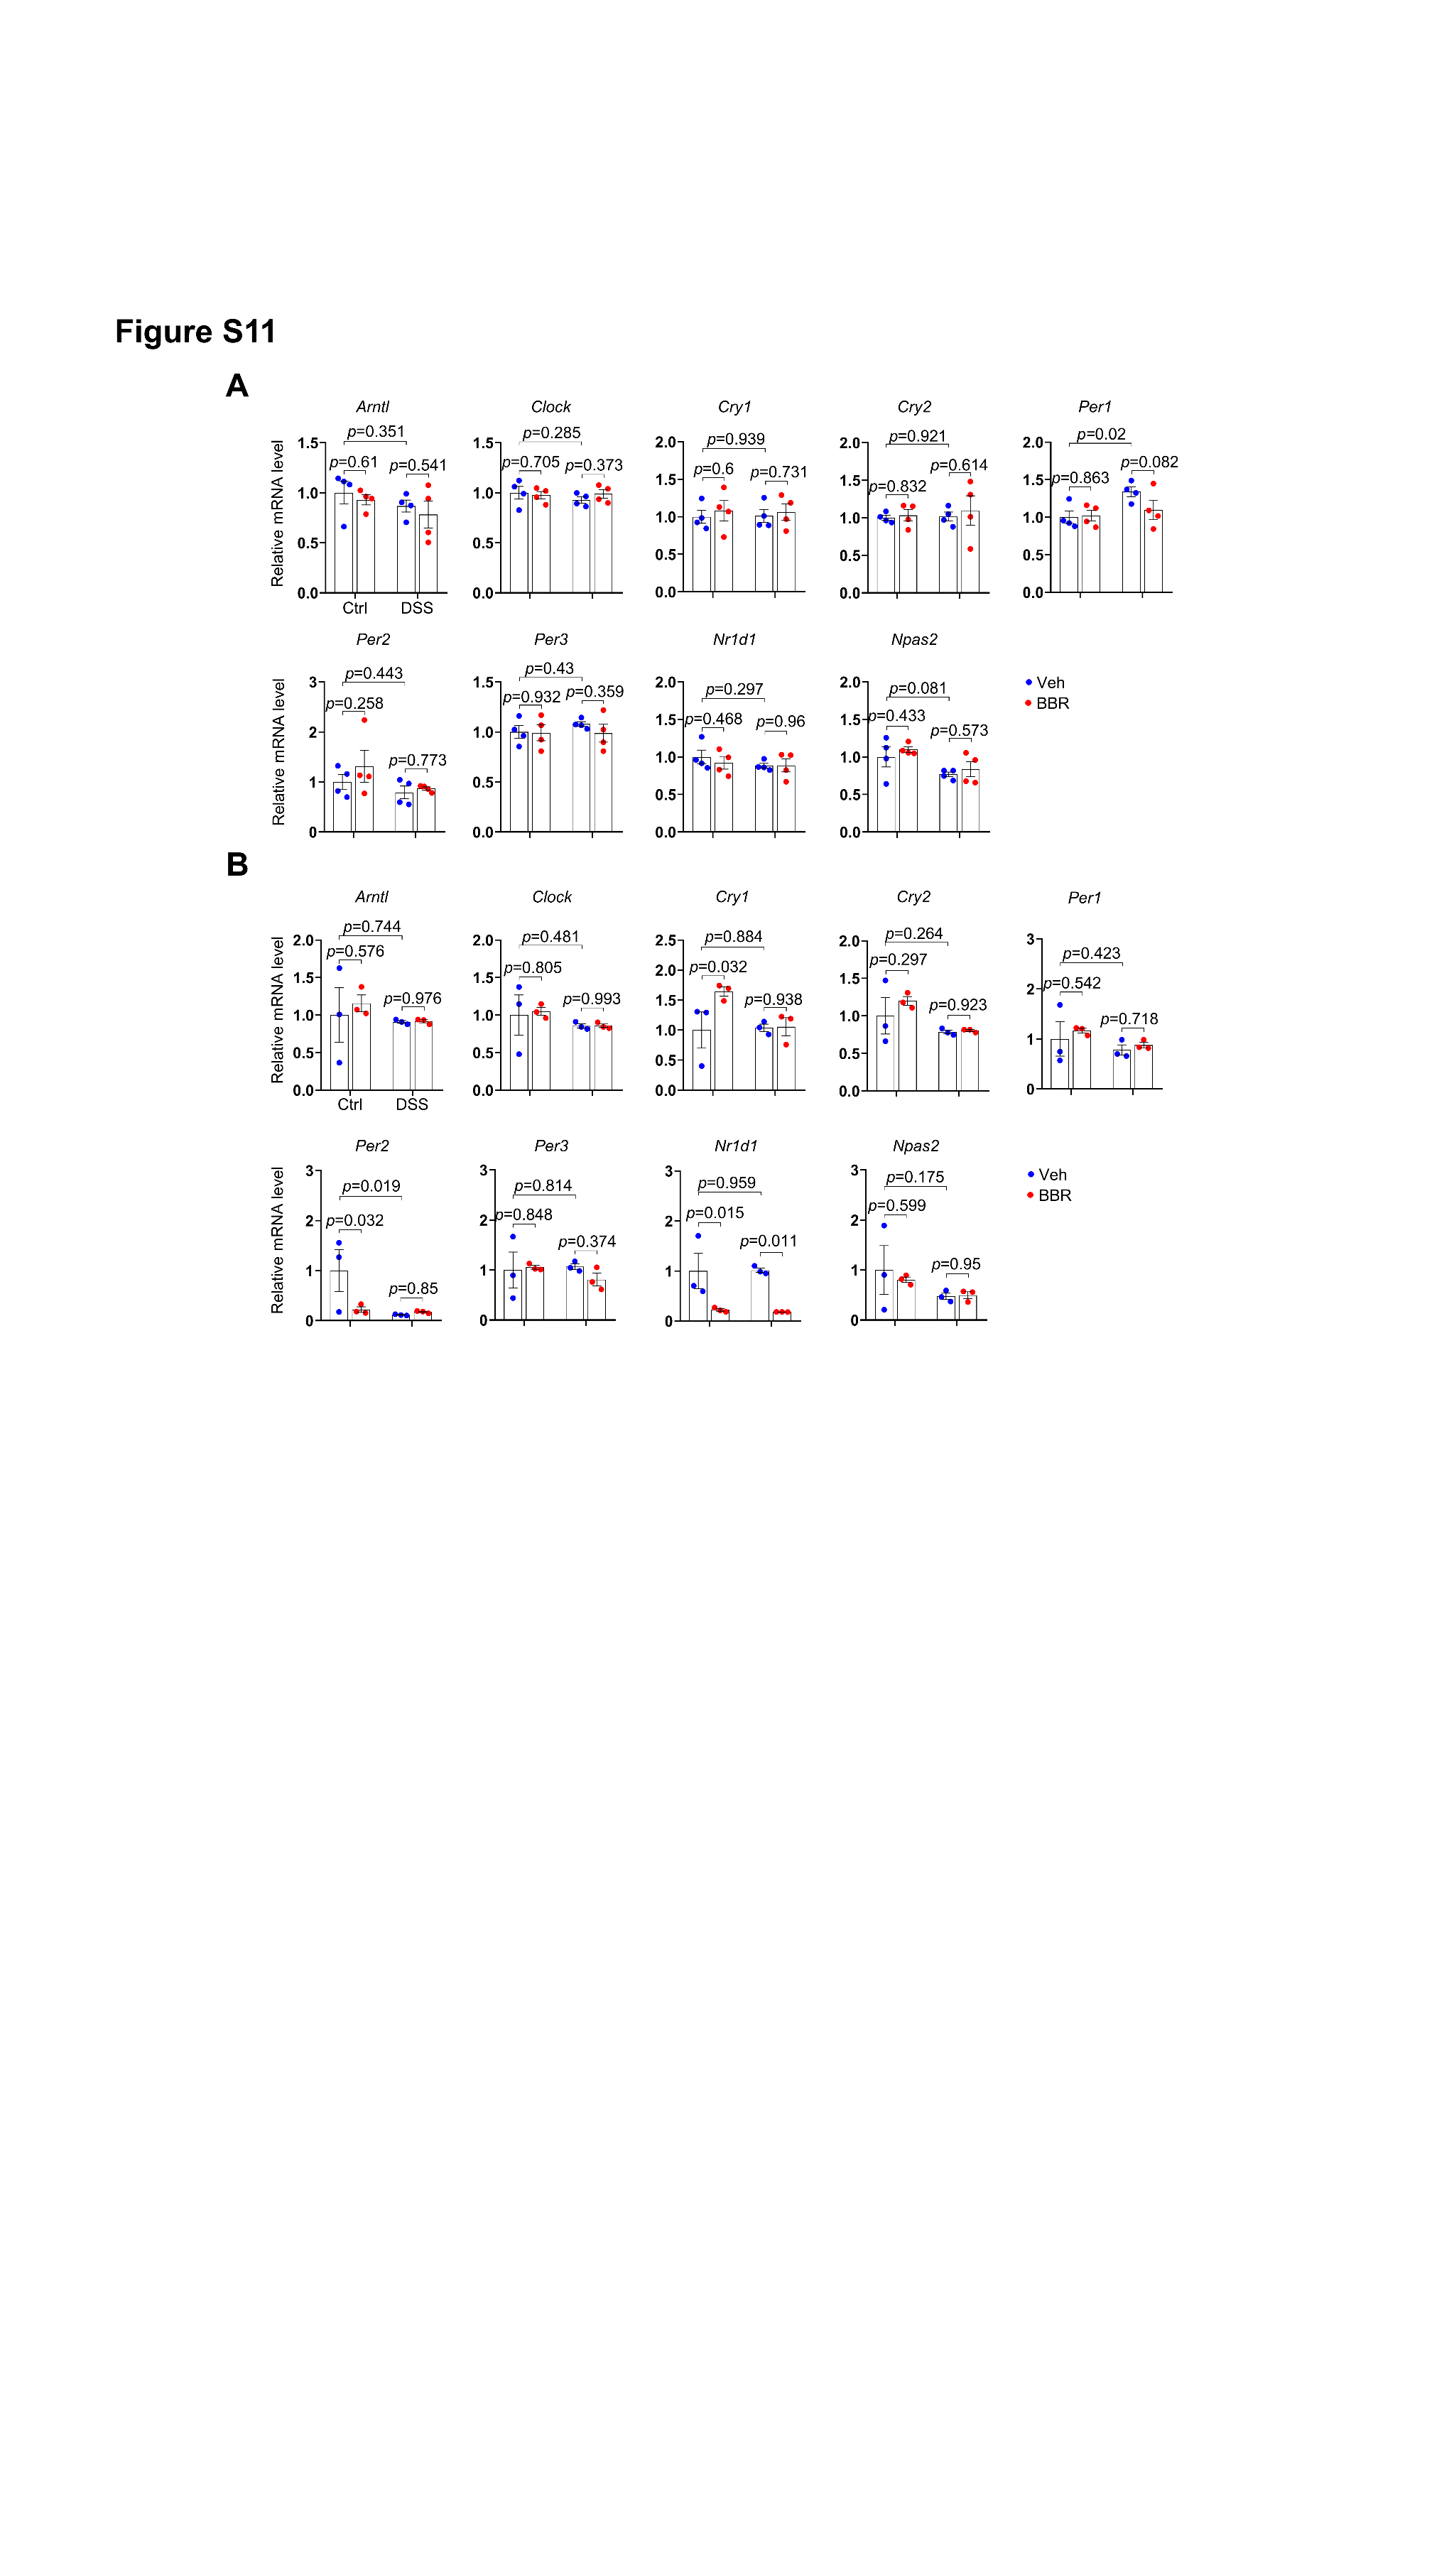
**

**Fig. S11 The effect of BBR on circadian gene expression in colorectal immune and epithelial cells. A** qPCR analysis of *Arntl*, *Clock*, *Cry1*, *Cry2*, *Per1*, *Per2*, *Per3*, *Nr1d1* and *Npas2* in immune cells. **B** qPCR analysis of *Arntl*, *Clock*, *Cry1*, *Cry2*, *Per1*, *Per2*, *Per3*, *Nr1d1* and *Npas2* in epithelial cells, *n*=3 per group. Data are presented as means±SEM in (**A, B**). Two-way ANOVA with Fisher’s LSD post hoc analysis (α = 0.05) was applied in (**A, B**). *p*<0.05 was considered as statistically significant.

# Supplementary material for: Berberine increases stromal production of Wnt molecules and activates Lgr5+ stem cells to promote epithelial restitution in experimental colitis
**Source:** BMC Biol. 2022 Dec 17;20:287. doi: 10.1186/s12915-022-01492-z

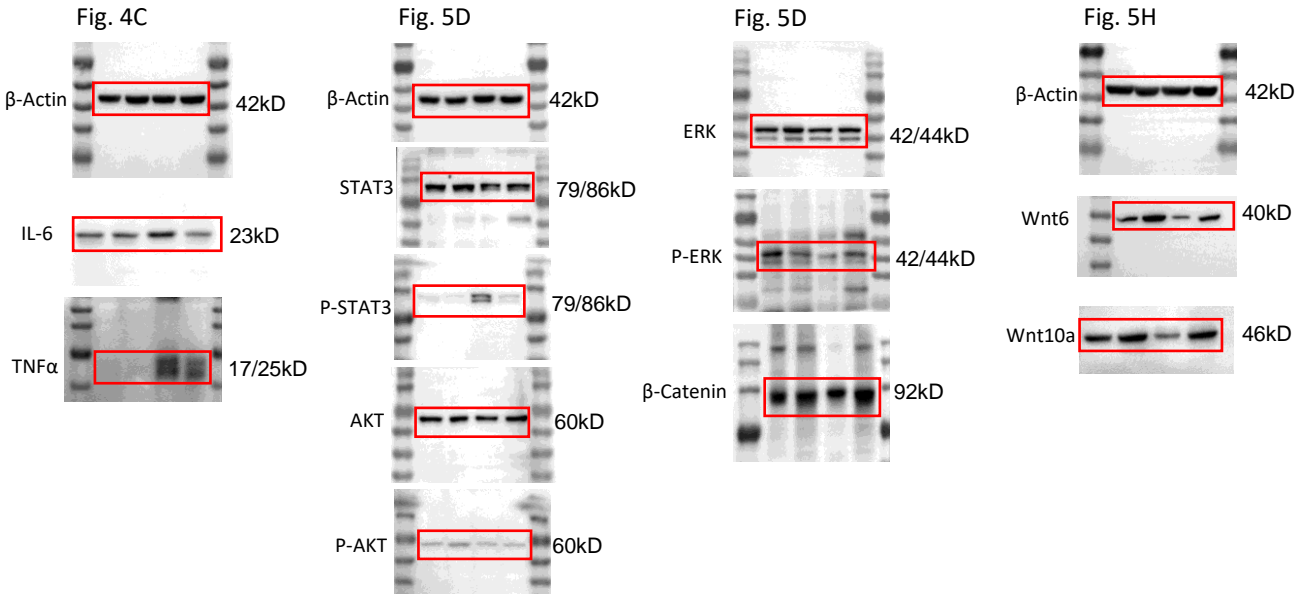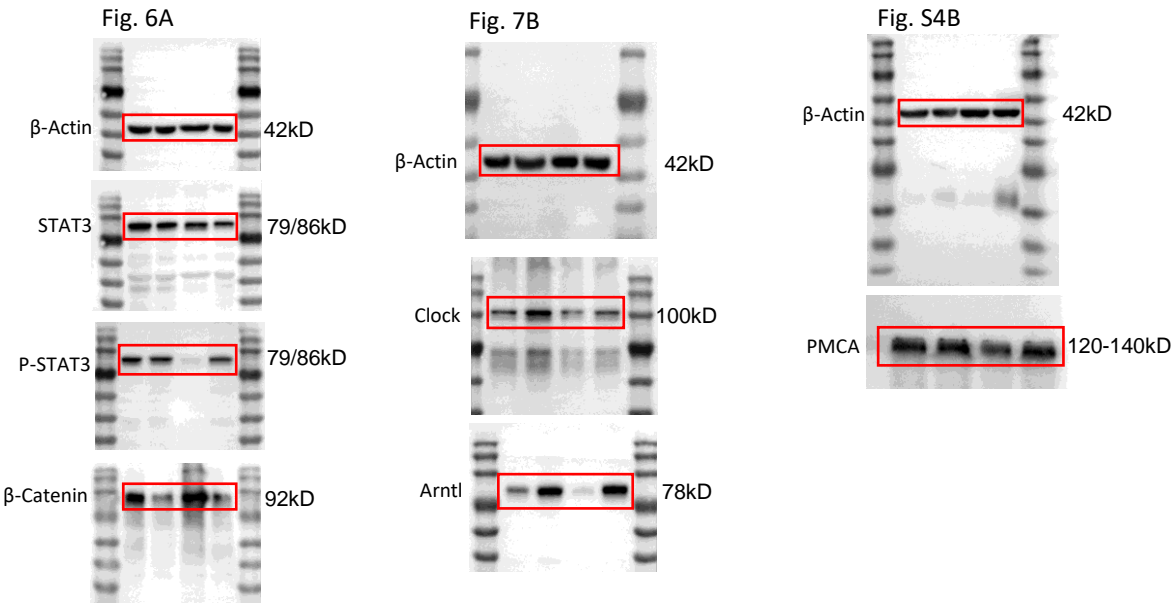

Fig. S8 Electrophoretic results of *Lgr5* allele

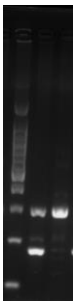

Fig. S8 Electrophoretic results of *Rosa-tdTomato* allele

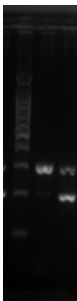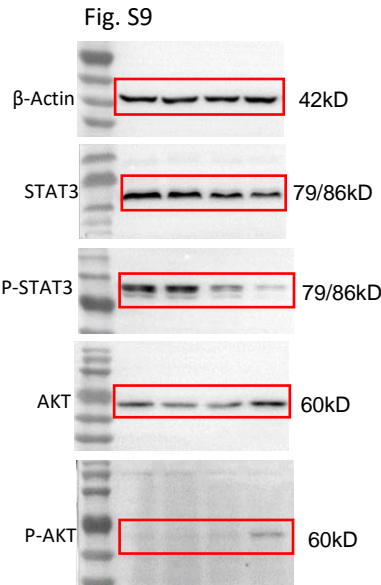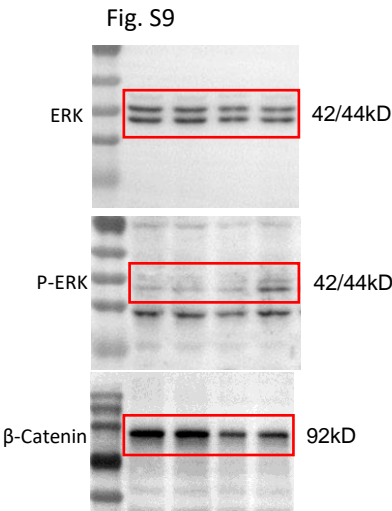

**Supplement:** Supplementary file 2 — Additional file 2. Original gels and blots.

How the deposited data were processed for this re-analysis (not part of the article)

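Rectal RNA of 12 male mice was sequenced by the authors, with 3 mice in each of 4 groups: normal mice, colitis mice, normal mice receiving BBR and colitis mice receiving BBR. The mice were grouped by the sample labels, and the replicate numbers come from the labels too. These numbers are 1, 3 and 4 in both normal groups, 1, 2 and 4 in colitis mice and 2, 3 and 4 in colitis mice receiving BBR. The authors filtered the reads with SOAPnuke, aligned them with Bowtie2 and estimated expression with RSEM, and deposited 1 value per gene and mouse, read here as FPKM, which is scaled for transcript length and sequencing depth. The unit was inferred from the values, and TPM cannot be ruled out. No further scaling between mice was applied to the deposited values. The expression values of all 12 mice were used, and GO and KEGG collections were not used here.
The table has 17734 genes, 24 of them at 0 in every mouse. The 15315 genes with a mean of at least 0.1 over the 12 mice were transformed to log2(FPKM + 0.1) and fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group and an empirical Bayes estimate of the spread with a trend on mean expression. The comparisons were colitis against normal, colitis with BBR against colitis, normal with BBR against normal, colitis with BBR against normal, and the interaction of BBR and colitis. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, with a limit of 0.05. The paper's own limit, an unadjusted P of at most 0.05, is given beside it. For single genes an exact two-sided permutation test of 3 mice against 3 was run. The 48 lists and pathways were tested with camera, limma's competitive gene set test, with an inter-gene correlation of 0.01 and adjustment over the sets of each comparison. They are lists of genes for cell types and processes, the genes of the paper's heatmaps, and mouse Reactome pathways as stored in fgsea 1.28.0, to which 17682 genes were matched by an Entrez identifier. Steps of low values and figures were computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.
The comparisons, their tests, the lists, the named-gene rule and most alternatives were set before the data were examined. The rule names the genes that the paper names, the genes of the lists, and for each comparison the 5 largest rises and falls among genes past the adjusted limit with a mean of at least 1 and no overlap between the groups. Which of these genes and lists the text reports was chosen after their values were seen. The alternatives were a pseudocount of 1 or 0.01, a filter at a mean of 1 or none, quantile normalization, centring on the median, a fit of the compared groups alone, no trend, the replicate number as a block, leaving out each mouse in turn, fry in place of camera and Spearman rho in place of Pearson r. A block for the mice numbered 4, the 8 mice numbered 1 to 3 alone and a hypergeometric test of the genes past the paper's limit were added after seeing the data.
The table holds no read counts, so the depth was estimated from the steps between low values of genes with a single transcript. The worth of 3 reads on a transcript of 2000 bases was 0.0765 to 0.114 FPKM over the 12 mice, and values under it carry little information. The fits were tested on simulated data, with 200 of 15315 genes changed and the noise drawn independently for each gene. Without a batch, 153 of the changed genes passed the adjusted limit at a log2 fold change of 2, with 5 false calls, and 193 at 4, with 13. With a batch of the size seen here, 116 passed at 2 without a block, 121 with the replicate block and 146 with a block for the batch, and an unchanged comparison gave 0 adjusted calls in each case.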

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

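The tests of normalization, batch, muscle wall and fat, and the splits that count gene sets or genes at an unadjusted P, were chosen only after the results below were seen, while those of anal canal epithelium, of sex and of splits that count adjusted genes were set earlier.
The effect of BBR differed between colitis and normal mice for 9 of the 13 lists and pathways reported for a BBR comparison, by limma's interaction and camera. With BBR in colitis mice against BBR in normal mice, the adjusted p was 0.0458 for mineral absorption (median log2 difference 0.11), 4.25e-04 for Jak-Stat (−0.52), 6.96e-06 for macrophages (−0.93), 1.04e-04 for granulocytes (−2.08), 0.0147 for smooth muscle (0.71) and 0.0480 for the circadian clock (0.01). It was 2.49e-05 for chemokines (−0.70), 0.00135 for interleukin signaling (−0.20) and 0.00323 for the innate immune system (−0.20). After quantile normalization 6 of the 9 still differed, without mineral absorption (0.212), smooth muscle (0.121) and the clock (0.164). With the replicate block all 9 did, with adjusted p-values of 5.22e-08 to 0.0371. With the mice numbered 4 as a block 7 did, without mineral absorption (0.0813) and the clock (0.0955). By fry none passed, with adjusted p-values of 0.486 to 0.917. Of the 32 comparable splits of the 12 mice, 3 gave at least as many sets past the limit as the true groups, the true split included, and those other than the true one gave 4 to 28. Without the lists of the paper's heatmaps, which were picked from these mice, 4 of the splits, the true one included, gave at least as many as the true one, with 19 of 39 sets. No single gene passed the adjusted limit for the interaction (371 at an unadjusted P of at most 0.05), as in all 32 splits. That BBR acts on immune genes where they are raised is a candidate explanation, and it cannot be told apart here from a grouping of mice by chance.
Smooth muscle genes stood out in 3 comparisons that the paper does not discuss for muscle. In colitis mice all 14 listed genes were lower, by log2 fold changes of −3.24 to −1.32 (camera adjusted p = 5.02e-05, with the replicate block 9.15e-08, by fry 0.129, range over all alternatives 9.15e-08 to 0.129). With BBR in colitis mice all 14 were higher, with a median of 1.19 (camera adjusted p = 8.65e-07, with the block 2.28e-07, by fry 0.633, range 1.75e-09 to 1). With BBR in normal mice all 14 were higher, with a median of 0.58 (camera adjusted p = 0.0137, with the block 6.29e-04, by fry 0.977, range 1.19e-04 to 1). The fall in colitis remained at −2.58 after quantile normalization, so the scaling between mice does not account for it, and was −3.21 over the mice numbered 1 to 3 and −2.20 over those numbered 4, 1 mouse against 1, so its sign was the same in both. Less muscle wall in the sample would lower the whole list, and 14 of 14 genes fell. A real loss of these transcripts would look the same, so the fall cannot be told apart from a smaller share of muscle. The mice numbered 4 were higher in these genes, and the share of muscle and the batch cannot be told apart there.
Squamous epithelial genes, outside those the paper discusses, were higher in colitis mice, 8 of 12 tested, with a median log2 fold change of 1.03 (camera adjusted p = 9.18e-05, with the replicate block 1.26e-04, by fry 0.215). Anal canal epithelium in some samples would raise squamous keratins together in single mice. Among the colitis mice Krt13 ranged over 2.80 on the log2 scale, up to 5.18 FPKM, while Krt14 ranged over 0.38. Krt5 and Krt4 were at most 0.12 and 0.03 FPKM in any mouse, too low to tell. The largest range of these keratins within any group was 2.99, for Krt14 in colitis mice receiving BBR, and it came from 1 low value outside this comparison. With 2 keratins expressed, anal canal tissue in some samples can be neither shown nor excluded.
With BBR in colitis mice, 13 of 14 stromal genes were lower, with a median of −0.45 (camera adjusted p = 0.0212, with the replicate block 0.00283, by fry 0.633). The mean log2 level of these genes was 4.99 in colitis mouse number 2 and 3.37 and 4.24 in colitis mice number 1 and 4. With BBR it was 3.23 to 4.13, so the groups overlapped and colitis mouse number 2 stood highest. In the same comparison 7 of 8 goblet cell genes were higher, with a median of 0.59 (camera adjusted p = 0.00194, with the block 0.00188, by fry 0.472). The paper's text reports neither list for this comparison, while it discusses stromal cells and reports stromal genes raised by BBR against sulfasalazine, a comparison not analysed here. The true groups gave 27 sets past the camera limit, and 1 of the 4 comparable splits, the true one, gave as many, while the others gave 9 to 25. Part of these sets are lists of the paper's heatmaps, picked from the true groups, and without them the true groups gave 19 sets and the others 7 to 18. With 4 splits that share cannot be under 0.25. Of 10 general epithelial genes 9 were lower in the same comparison, with a median of −0.14 (camera adjusted p = 0.762). Neither a shift of tissue shares nor a biological explanation was tested further.
Adipocyte genes, also outside those discussed, had a median log2 fold change of 3.47 with BBR in colitis mice (camera adjusted p = 4.65e-04, with the replicate block 0.00623, by fry 0.633) and of −2.16 with BBR in normal mice (camera adjusted p = 3.02e-04, with the block 0.00800, by fry 0.977). The mean of the list ranged over 5.76 on the log2 scale among the normal mice. Adipoq was 13.1 FPKM in normal mouse number 4 and 7.35 and 4.1 in colitis mice number 2 and 3 receiving BBR, and at most 0.54 in the other 9 mice. Fat tissue attached to these 3 samples is a candidate explanation, and a biological one was not tested.
Y-linked genes, 4 of them, were higher with BBR in normal mice by a median of 0.19 (camera adjusted p = 0.0361, with the replicate block 0.0862, by fry 0.977). Their lowest value over the 12 mice was 5.06 FPKM, for Uty, so no mouse was female. In the same comparison 12 sets passed, more than in the other 3 comparable splits (5 to 11), so 1 of 4 splits reached it. A biological explanation was not tested.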

How the results depend on the processing

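A block for the mice numbered 4, the 8 mice numbered 1 to 3 alone and the hypergeometric test were chosen only after the results were seen. Results were recomputed under the alternatives that apply to them (fry and the hypergeometric test to sets, Spearman rho to r, the fit of the compared groups alone not to the interaction), 56 single genes among them. The number of genes past the adjusted limit for the interaction of BBR and colitis was 0 under every alternative run (371 at an unadjusted P of at most 0.05). The genes of Fig. S3F and Fig. S3G were all higher with BBR in normal mice under every alternative, and the tested genes of Fig. 2F were lower in colitis under each. Where a result below changed, the cause was not tested.
With a pseudocount of 1, 4 genes passed the adjusted limit with BBR in colitis mice. With 0.01, 2 passed there and 91 in colitis against normal. With genes of a mean of at least 1, colitis against normal gave 71 genes past the adjusted limit, 6 genes of Fig. 2H were tested and higher, 5 at the P limit, 8 lowered genes of Fig. 2I were left, and the listed clock genes with BBR in normal mice had a limma camera adjusted p of 0.0696. With no filter, 1 gene passed with BBR in colitis mice and the listed clock genes in normal mice had a limma camera adjusted p of 0.0505. These and the following set p-values are from limma's camera and adjusted, and the direction of a set is relative to the other genes.
Quantile normalization gave 258 adjusted genes in colitis, 17 raised genes of Fig. 2I at the P limit, the Reactome clock lower in colitis with 0.0145, mineral absorption turned to lower in colitis with 0.892 and higher with BBR in colitis mice with 0.0986, and at the P limit 361 genes with BBR in normal mice and 1884 in colitis mice receiving BBR against normal. Centring on the median gave 0.0549 for mineral absorption with BBR in colitis mice and 1811 genes at the P limit in colitis mice receiving BBR against normal. The split of calls into higher and lower genes moved with both.
With only the compared groups in the fit, colitis gave 488 adjusted genes, the Reactome clock 0.0344 and mineral absorption, turned to lower, 0.965. BBR in colitis mice gave 538 genes at the P limit and 0 of Fig. 2F. BBR in normal mice gave 752 genes at the P limit, 1 past the adjusted limit, 3 of Fig. S3F and 3 of Fig. S3G at the P limit. Colitis mice receiving BBR against normal gave 0 adjusted genes (2338 at the P limit). Without the trend BBR in colitis mice gave 3 adjusted genes and colitis mice receiving BBR against normal 0 (3019 at the P limit).
With the replicate block, colitis gave 734 adjusted genes, 7 genes of Fig. 2G at the P limit, 0.0263 for the Reactome clock and 0.812 for mineral absorption, turned to lower. BBR in colitis mice gave 1685 genes at the P limit, 1 past the adjusted limit and 1 of Fig. 2G at the P limit. BBR in normal mice gave 392 genes at the P limit, 2 of Fig. S3F and 2 of Fig. S3G. Colitis mice receiving BBR against normal gave 0 adjusted genes (3492 at the P limit). With the mice numbered 4 as a block, the numbers were 1412 adjusted genes and 8 genes of Fig. 2G in colitis. They were 1515 at the P limit, 2 adjusted and 2 of Fig. 2G with BBR in colitis mice, and 372 at the P limit, 2 of Fig. S3F and 2 of Fig. S3G with BBR in normal mice. Colitis mice receiving BBR against normal then gave 5005 at the P limit and 40 adjusted.
Over the 8 mice numbered 1 to 3, colitis gave 5119 genes at the P limit and 804 adjusted, with 4 genes of Fig. 2F, 9 of Fig. 2G and 5 raised genes of Fig. 2I at the P limit. For BBR in colitis mice 1 gene of Fig. 2F reached it and the Reactome clock had 0.0794. With BBR in normal mice 0 of Fig. S3F and 2 of Fig. S3G reached it and the listed clock genes had 0.467. Colitis mice receiving BBR against normal gave 5915 at the P limit and 2157 adjusted, and r between the BBR effects was 0.0779.
By fry in place of camera, chemokines in colitis had 0.155, Jak-Stat 0.121, the Reactome clock 0.0463 and mineral absorption 0.262. Fry's direction is not relative to the other genes. That it gave mineral absorption as lower is thus another question and no reversal of the camera result. For BBR in colitis mice fry gave 0.262 for chemokines, 0.130 for Jak-Stat, 0.635 for the clock and 0.722 for mineral absorption, and with BBR in normal mice 0.977 for the cell cycle and for the listed clock genes. The hypergeometric test was run only in the direction of the main camera result. It gave 1 for the clock and 0.784 for mineral absorption with BBR in colitis mice, and 0.494 for the listed clock genes in normal mice.
Across the 6 fits that each left out 1 mouse, colitis gave 2150 to 4807 genes at the P limit and 11 to 211 adjusted, 1 to 8 of Fig. 2G, 6 to 10 raised and 5 to 10 lowered genes of Fig. 2I. The Reactome clock had 0.0336 to 0.186 and mineral absorption 0.352 to 0.947, which turned to lower without normal mouse number 4 (0.947) and without colitis mouse number 1 (0.892). BBR in colitis mice gave 496 to 1662 at the P limit and 0 to 58 adjusted, 5 to 10 of Fig. 3E, 0 to 7 of Fig. 2F and 0 to 3 of Fig. 2G at the P limit, and 4 to 11 of Fig. 2G higher. Chemokines had 1.69e-08 to 0.992, turned to higher at the last value without colitis mouse number 2, and mineral absorption 1.69e-05 to 0.794, turned to lower at the last value without colitis mouse number 2 receiving BBR. Jak-Stat had 1.04e-07 to 0.115 and the clock 1.64e-04 to 0.0667. The log2 fold change of Tnf ran from −1.88 to 0.0751, and that of Atp2b4 from −0.246 to 1.55, and both turned without colitis mouse number 4 receiving BBR. BBR in normal mice gave 94 to 261 at the P limit, 0 to 1 of Fig. S3F, and 0 to 1 of Fig. S3G. The cell cycle had 2.32e-08 to 0.175, the listed clock genes 0.00197 to 0.509 and mineral absorption 0.570 to 0.944, which turned to lower without normal mouse number 4 (0.944) and without normal mouse number 1 receiving BBR (0.935). Colitis mice receiving BBR against normal gave 1482 to 6269 at the P limit and 0 to 2895 adjusted. Over the 12 such fits r was 0.0574 to 0.24.
Over all alternatives the set p-values were 4.86e-13 to 0.155 for chemokines, 4.99e-10 to 0.121 for Jak-Stat, 0.0145 to 0.186 for the clock and 0.262 to 1 for mineral absorption in colitis. They were 1.69e-08 to 0.992, 1.04e-07 to 0.130, 1.64e-04 to 1 and 1.69e-05 to 0.794 for the same sets with BBR in colitis mice, and 2.32e-08 to 0.977 for the cell cycle, 0.00197 to 0.977 for the listed clock genes and 0.504 to 0.977 for mineral absorption with BBR in normal mice. Of the values of other results under the alternatives, 1137 kept direction and side of the limit, 156 were weaker, 35 stronger and 2 turned, Tnf and Atp2b4. The depth limits the genes near the 3-read floor, such as Mmp7, Csf3 and Lgr5, whose fold changes moved with the pseudocount, and the cytokine genes under a mean of 0.1, which could not be tested.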

Differences from the paper's values

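No test of this part was chosen only after the result was seen, apart from the alternatives named as such. The paper's text states no value for a measure computed here, so what follows are genes and directions.
The paper states that cyclin D and G genes and Fas rise in colitis, read here as Ccnd1, Ccng2 and Fas. All were higher on average (log2 fold changes 0.53, 0.48 and 0.62) and none reached an unadjusted P of at most 0.05. Of the alternatives set before the data were examined, the replicate block brought Ccnd1 to that limit, none brought Ccng2, and quantile normalization, centring on the median, the replicate block and the fit without colitis mouse number 2 brought Fas.
The paper states that mineral absorption genes fall in colitis. The genes it shows fell, while the list of 40 mineral absorption genes as a whole did not fall more than other genes (camera adjusted p = 0.829). No alternative called the list, with adjusted p-values from camera, fry and the hypergeometric test of 0.262 to 1. The hypergeometric test looked only for an excess of raised genes, so it could not find a fall. On the log2 scale the mean of the list was 4.50 to 4.63 in colitis mice and 4.85 to 4.98 in normal mice. The list itself was thus lower in colitis, with no fall beyond that of other genes shown.
The paper reports genes changed by BBR in colitis mice. None passed the adjusted limit here (978 at an unadjusted P of at most 0.05, the paper's own limit). Single genes passed it under some alternatives, and these are named after their values were seen: Csf3, Mmp7, Myot and Sirpb1c with a pseudocount of 1, 1700016H13Rik and Pet117 with a pseudocount of 0.01, Csf3 without a filter, Csf3, Mmp7 and Myot without the trend, Slc30a10 with the replicate block, Gm2001 without colitis mouse number 1 and Sprr2i without colitis mouse number 4. The fit without colitis mouse number 3 receiving BBR called 58 genes. With the mice numbered 4 as a block, chosen after seeing the values, Csf3 and Pet117 passed. With BBR in normal mice none passed (208 at the unadjusted limit), apart from Entpd4 with only the compared groups in the fit.
From qPCR the paper states that BBR lowers Tnf in rectal samples and raises Atp2b1 and Atp2b4 in colon samples of colitis mice. It adds Western blots of TNFα and of the calcium pump proteins, and Fig. 3E shows Tnf from sequencing. For a rise of circadian genes it gives sequencing, qPCR by time of day and qPCR in sorted stromal cells. Protein, sorted cells and colon samples are unlike the values here. In these values Tnf (−0.88), Atp2b1 (0.44) and Atp2b4 (0.89) moved in the paper's direction on the log2 scale. They did not reach the unadjusted limit. Tnf (−1.88) and Atp2b1 (0.91) reached it without colitis mouse number 3 receiving BBR, and Atp2b4 under no alternative. Arntl reached it without colitis mouse number 2 and without colitis mouse number 4 receiving BBR. Per1, among the genes the paper shows as circadian, was lower (−0.23) and was higher only without colitis mouse number 4 (0.23) or without colitis mouse number 3 receiving BBR (0.33).
The heatmaps also show genes whose mean here was under 0.1 FPKM, so that they were not tested: Slc46a2 in Fig. 2F, Npas1 and Npas3 in Fig. 2G, Il27, Il13, Il23r, Il1f6 and Ifng in Fig. 2H, Wnt16 in Fig. 2I, and Il27, Il19 and Ifng in Fig. 3E. Without the filter, 10 of 10 genes of Fig. 2F and 13 of 13 of Fig. 2G were lower in colitis, 8 and 4 at the unadjusted limit. All 16 of Fig. 2H were higher (10 at the limit), all 15 lowered genes of Fig. 2I were lower (11), and all 19 of Fig. 3E were lower with BBR (7).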

Other observations

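The tests of the mice numbered 4, of stomach genes, of the overall fall in colitis, of clock genes in normal mice, the means of clock genes, and the splits that count genes at an unadjusted P, gene sets or the correlation were chosen only after the results were seen, and the other tests of this part were set earlier.
Each comparison of 3 mice against 3 has 4 splits, the true one included, that part as many same-numbered mice, so no share can be under 0.25. In colitis against normal, 1 of 4 gave as many adjusted genes and 1 of 4 as many at the unadjusted limit (the 3 other than the true one 52 to 468), and 3 of 4 as many gene sets. For BBR in colitis mice the counts were 4 of 4 for adjusted genes, since none passed, and 2 of 4 at the unadjusted limit (the 3 others 89 to 1335). For BBR in normal mice they were 4 of 4 and 1 of 4 (the 3 others 69 to 175). For colitis mice receiving BBR against normal they were 1 of 4, 1 of 4 (the 3 others 146 to 1233) and 1 of 4 for gene sets. The other 6 splits of each comparison differ by putting same-numbered mice together. With the mice numbered 4 on one side they gave up to 789 adjusted genes and 4132 at the unadjusted limit among the colitis mice with and without BBR, more than the true groups, for colitis mice 1 and 4 and colitis mouse 4 receiving BBR against the rest. They gave up to 3613 at that limit for colitis mice receiving BBR and normal mice, and up to 790 for the normal mice with and without BBR. In such splits the grouping and the batch cannot be told apart. The true groups hold 1 mouse numbered 4 on each side, so these larger counts show the size of the batch and do not show that it made the true counts. The r between the BBR effects was as large in 3 of 32 splits, the true one included, and those other than the true one gave −0.20 to 0.20, so a similarity of that size also arises by arbitrary grouping.
The 4 mice numbered 4 differed from the other 8 in every group. The difference rose with transcript length, with a Spearman rho of at least 0.174 in each group, against −0.0659 to 0.0487 between the other 2 mice. With limits of 0.5 and 2 FPKM chosen after seeing the values, 7 genes were present in one set of mice and near 0 in the other, for example Rpl32l and Pgc, and 0 in any of 80 other choices of 1 mouse per group. These values are consistent with another library preparation or sequencing run and another gene annotation or alignment for these mice. Posterior Hox genes were higher by at least 2.35 and smooth muscle genes by at least 1.02 on the log2 scale, which would fit a piece of bowel nearer the anus with more muscle. These explanations do not exclude each other.
Pgc, a stomach gene, was 32.7 to 71.5 FPKM in the mice numbered 4 and at most 0.06 in the others. The tested gastric genes were higher in the mouse numbered 4 of each group, by a median of at least 1.89 on the log2 scale, and Tff2, Gkn1 and Chia1 were higher in each of these mice than in the other 8, at 0.29, 0.13 and 0.31 FPKM or more. The listed genes other than Pgc were at most 4.52 FPKM in these mice, so a small amount of RNA from stomach samples can be neither shown nor excluded. A biological explanation was not tested.
Most genes past the unadjusted limit were lower in colitis on the deposited values. After quantile normalization 49.5% were higher. That step centres the fold changes, so an even split follows from it and does not show whether the excess of lower genes comes from the authors' normalization. The 10 highest genes took 9.79% to 21.8% of the column total in colitis mice and 9.89% to 13.3% in normal mice. Over the mice numbered 1 to 3, the median gene was at 3.95 and 4.31 FPKM in normal mice. In colitis mice it was at 2.82 and 2.99 FPKM, with totals that were not lower. Abundant genes beyond these 10 were not tested, so a shift of the total toward abundant genes can be neither shown nor excluded. Transcript length and fold change had a Spearman rho of −0.101, and 6 of 10 splits of the 6 mice gave as large a value, so a length bias can be neither seen nor excluded.
If colitis mice had been collected at another time of day, clock genes that peak with Arntl and those that peak opposite would move in opposite directions. In colitis against normal, the former had a median log2 fold change of −0.47 and a mean of 0.28, with 2 of 5 higher, and the latter a median of −1.55 and a mean of −1.78, with 0 of 10 higher. Median and mean give different answers, so another time of collection can be neither seen nor excluded there. With BBR in colitis mice the medians were 0.14 and 0.54. Both moved up, with 4 of 5 and 8 of 10 higher. With BBR in normal mice they were −0.25 and 0.57, opposite in sign, as a shift of the clock or another time of collection would give. The paper's methods state a start of collection at 9 am for all samples unless noted, and the hour of each sequenced mouse was not used here.
The fall of Wnt genes in colitis came with a median log2 fold change of −2.84 for smooth muscle genes and −0.50 for stromal genes, which express Wnt ligands, so it cannot be told apart from a smaller share of these tissues. The mean of the granulocyte genes ranged over 2.23 on the log2 scale among the 3 colitis mice, lowest in the mouse numbered 4. The mouse with this number was also the lowest of the colitis mice receiving BBR and the highest in both normal groups, so a batch that shifts these genes in 1 direction would not give this pattern, and how severe the colitis was in each mouse was not measured here.
Across genes, the colitis and BBR fold changes in colitis mice had a Pearson r of −0.64, which the shared colitis mice drive toward negative values. Against the BBR fold change in normal mice r was 0.11. Here both fold changes subtract the same normal mice, which drives r toward positive values.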
